# miR-142 deficit in T cells during blast crisis promotes chronic myeloid leukemia immune escape

**DOI:** 10.1038/s41467-025-56383-y

**Published:** 2025-02-01

**Authors:** Fang Chen, Dandan Zhao, Yongfang Xu, Yi Zhang, Min-Hsuan Chen, Khyatiben V. Pathak, Nate Hansen, Brooke Lovell, Yong Liang, Katrina Estrella, Wei-Le Wang, Lucy Ghoda, Russell Rockne, Xiwei Wu, Haris Ali, Jianhua Yu, Michael A. Caligiuri, Stephen J. Forman, Jeff M. Trent, Ya-Huei Kuo, Ling Li, Piotr Swiderski, Jianying Zhang, Marcin Kortylewski, Le Xuan Truong Nguyen, Patrick Pirrotte, Mark Boldin, Guido Marcucci, Bin Zhang

**Keywords:** Chronic myeloid leukaemia, miRNAs, Cancer immunotherapy, Cancer stem cells

## Abstract

We reported that an acquired miR-142 deficit transforms chronic phase (CP) chronic myeloid leukemia (CML) leukemic stem cells (LSCs) into blast crisis (BC) LSCs. Given the role of miR-142 in the development and activity of the immune system, we postulated that this deficit also promotes LSC immune escape. Herein, we report on IL-6-driven miR-142 deficit occurring in T cells during BC transformation. In CML murine models, miR-142 deficit impairs thymic differentiation of lymphoid-primed multipotent progenitors (LMPP) into T cells and prevents T cells’ metabolic reprogramming, thereby leading to loss of T cells and leukemia immune escape. Correcting miR-142 deficit with a miR-142 mimic compound (M-miR-142), alone or in combination with immune checkpoint antibodies, restores T cell number and immune activity, leading to LSC elimination and prolonged survival of BC CML murine and patient-derived xenograft models. These observations may open new therapeutic opportunities for BC CML and other myeloid malignancies.

## Abstract (web summary)

Acquired miR-142 deficit in leukemic stem cells has been associated with chronic myeloid leukemia blast crisis. Here the authors show that acquired miR-142 deficit in T cells further enables leukemic stem cells to escape immune surveillance and supports disease growth.

## Introduction

Chronic myeloid leukemia (CML) is a myeloproliferative disorder characterized by the Philadelphia chromosome, a translocation of chromosomes 9q34 and 22q11, that creates the fusion oncogene *BCR::ABL1* encoding a constitutively activated tyrosine kinase (TK) mutant^1^. *BCR::ABL1* transforms normal hematopoietic stem cells (HSCs) into leukemia stem cells (LSCs), primitive leukemic cells capable of indefinite self-renewal and of initiating and maintaining the disease. Even though CML patients achieve disease remission with TK inhibitors (TKIs), they are often committed to a life-long treatment since LSCs may persist and potentially drive disease evolution from chronic phase (CP) to blast crisis (BC). Unfortunately, once patients have progressed to BC, allogeneic hematopoietic stem cell transplantation (alloHSCT) is the only potentially curative approach. The mechanisms of BC transformation are multifaceted and not fully elucidated.

MicroRNAs (miRNAs or miR) are short non-coding RNA molecules that downregulate target messenger (m) RNAs and in turn, the encoded proteins. Deregulated miRNAs in cancer, including leukemia, contribute to disease initiation and growth. *MIR142* is located at chromosome band 17q22 and is initially transcribed into a primary (pri)-miR-142 that eventually matures into miR-142-3p and miR-142-5p (hereafter collectively referred to as miR-142)^2^. MiR-142 reportedly regulates hematopoiesis^3^ and differentiation and activation of T lymphocytes, natural killer cells (NK) and dendritic cells (DC)^4–9^. Loss of the *mir142* gene in the mouse results in decreased hematopoietic output, and reduction of T, B and NK cells^4^. In humans, miR-142 mutations and/or downregulation have been found in lymphomas, acute lymphocytic leukemia (ALL) and acute myeloid leukemia (AML)^10–14^.

While miR-142 mutations have not commonly been found in CML and other myeloproliferative neoplasms (MPN)^15^, we recently reported that acquired miR-142 deficit induces BC transformation by promoting mitochondrial fusion and in turn enhancing levels of oxidative phosphorylation (OxPhos) in CP CML LSCs^16^. Treatment with a novel synthetic miR-142 mimic oligonucleotide (ODN; M-miR-142) corrected the miR-142 deficit, induced mitochondrial fission (i.e., fragmentation), and decreased OxPhos, thereby rescuing the BC phenotype^16^.

While studying the transforming role of miR-142 deficit, we observed reduced miR-142 levels and activity of mature T cells from BC CML patients compared with those from CP CML patients. Consistent with these results, we also discovered that, compared with the *Mir142*^*+/+*^*BCR-ABL* mouse [a CP CML model^17^], T cells in the *Mir142*^*−/−*^*BCR-ABL* mouse [a BC CML model^16^] had higher rate of spontaneous apoptosis and were significantly decreased. In this work, we report that acquired miR-142 deficit in T cells during CML BC transformation causes loss of T cells and LSC immune escape and promotes disease growth. Correcting miR-142 deficit with M-miR-142, alone or in combination with immune checkpoint antibody and/or TKI, restores T cell number and immune activity and prolongs survival of BC CML murine and patient-derived xenograft models.

## Results

### miR-142 deficit redirects LMPPs toward myeloid lineage and impairs T lymphoid differentiation

While studying the role of miR-142 deficit in CML evolution^16^, we observed that miR-142 was significantly decreased not only in CD34^+^CD38^-^ blasts^16^ but also in T cells from BC CML patients compared with CP CML patients (Supplementary Fig. 1a). No difference in miR-142 levels was instead observed between T cells from CP CML patients and those from healthy donors (Supplementary Fig. 1a). T cells in the peripheral blood (PB) mononuclear cell (MNC) samples procured from BC CML patients were also significantly lower than those from CP CML patients (Supplementary Fig. 1b). Accordingly, using genetically engineered mouse models (GEMMs), we observed that the BC *Mir142*^*−/−*^*BCR-ABL* mouse presented with significant T lymphopenia compared with the CP *Mir142*^*+/+*^*BCR-ABL* mouse (Supplementary Fig. 1c, d). Percentages and absolute numbers of CD4+ and CD8+ T cell subpopulations in PB, bone marrow (BM) and spleen of *Mir142*^*−/−*^*BCR-ABL* versus *Mir142*^*+/+*^*BCR-ABL* mice are shown in Supplementary Figs. 1e,f and 2. Thus, we hypothesized that an acquired miR-142 deficit induces loss of T cells and in turn decreased antileukemic immune activity during BC transformation.

Lymphoid-primed multipotent progenitors [LMPPs, Lineage(Lin)^-^Sca-1^+^c-Kit^+^(LSK) CD150^-^FLT3^+^] derive from hematopoietic stem cells [HSCs, LSK CD150^+^CD48^-^ in mouse and Lin^-^CD34^+^CD38^-^CD90^+^ in human] and undergo thymic homing and differentiation to produce mature T cell progeny. Thus, to understand at which stage of hematopoiesis miR-142 deficit impairs T cell production, we first measured the frequency and number of BM LMPPs in leukemic *Mir142*^*−/−*^*BCR-ABL* mice and compared these results with the *Mir142*^*+/+*^*BCR-ABL* controls. BM LMPPs from the *Mir142*^*−/−*^*BCR-ABL* mice did not change in frequency and number compared with those from the *Mir142*^*+/+*^*BCR-ABL* mice (Fig. 1a), suggesting that miR-142 deficit did not decrease production of LMPPs, but rather impacted on their downstream differentiation.

**Fig. 1:**
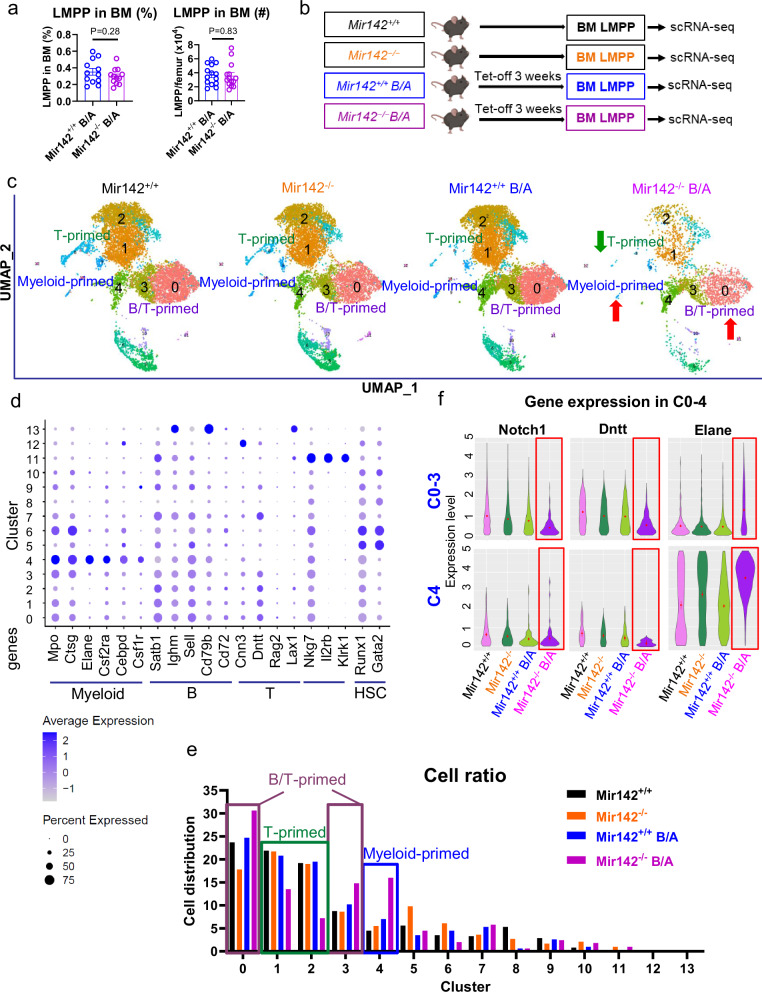
Single cell RNA-seq analysis of LMPPs derived from *Mir142*^*+/+*^*, Mir142*^*−/−*^*, Mir142*^*+/+*^*BCR-ABL*, and *Mir142*^*−/−*^*BCR-ABL* mice. **a** Frequency and number of LMPPs derived from BM of *Mir142*^*+/+*^*BCR-ABL* mice and *Mir142*^*−/−*^*BCR-ABL* mice (BCR-ABL were induced by tet-off for 3 weeks; *n* = 12 mice per group). **b**–**f** Schematic design and results. BM LMPP cells were sorted from *Mir142*^*+/+*^*, Mir142*^*−/−*^*, Mir142*^*+/+*^*BCR-ABL*, and *Mir142*^*−/−*^*BCR-ABL* mice and subjected to scRNA-seq (**b**). Fourteen clusters (C) including T-primed, Myeloid-primed, and B/T-primed clusters were identified (**c**) and expression levels of hematopoietic gene transcription factors and cluster differentiation (CD) antigens in different clusters are shown (**d**). Distribution of each cluster in LMPPs (**e**) and expression levels of *Notch1*, *Dntt*, and *Elane* genes in lymphoid-primed C0-3 and myeloid-primed C4 (**f**) are shown. *B/A* *BCR-ABL,* LMPP lymphoid-primed multipotent progenitors, tet tetracycline. For **a** comparison between groups was performed by two-tailed, unpaired *t*-test. Results shown represent mean ± SEM. Source data are provided as a Source Data file.

Other than into T cells, LMPPs can differentiate into B, NK, dendritic and myeloid cells^18^. Thus, at baseline, it is expected that subsets of LMPPs dynamically express lineage-specific gene programs that eventually lead to distinct differentiation paths. To this end, we performed single cell (sc) RNA-seq analysis of LMPPs harvested from the BM of *Mir142*^*+/+*^*BCR-ABL* (CP CML; *n* = 3) and *Mir142*^*−/−*^*BCR-ABL* (BC CML; *n* = 3) mice (Fig. 1b). As controls, we included LMPPs from normal (non-leukemic) *Mir142*^+/+^ (wt, *n* = 5) and *Mir142*^−/−^ (miR-142 KO, *n* = 3) mice. Using the Louvain clustering algorithm to identify groups of cells with similar transcriptomes, we obtained 13 distinct clusters (C; Fig. 1c). We annotated these clusters into distinct lineage-primed subsets (Fig. 1c, d). Detailed annotation procedure is described in Methods. C1 and C2 had high levels of the T cell marker *Dntt* (Tdt) and low levels of the myeloid marker *Elane* and of the B cell marker *Cd79b*; these cells were therefore annotated as T-primed LMPP. C0 and C3 had high levels of *Dntt* and *Cd79b*, and low levels of *Elane* and therefore were annotated as B/T-primed. C4 had high levels of myeloid gene markers (i.e., *Elane*, *Csf1r*, *Csf2ra*, *Cebpd*, *Fes*) and low levels of *Dntt* and therefore was annotated as Myeloid-primed (Fig. 1c, d). Compared with *Mir142*^*+/+*^*, Mir142*^*−/−*^, or *Mir142*^*+/+*^*BCR-ABL* LMPPs, *Mir142*^*−/−*^*BCR-ABL* LMPPs presented with decreased C1 and C2 (T-primed) and increased C0, C3 (B/T-primed) and C4 (myeloid-primed). C0-C4 from *Mir142*^*−/−*^*BCR-ABL* LMPPs also presented with reduced expression of T cell gene markers (*Notch1* and *Dntt*) and increased expression of myeloid gene markers (*Elane*; Fig. 1e, f), suggesting that the concurrent presence of miR-142 deficit and BCR-ABL promoted the expansion of the myeloid-primed LMPP subset. Of note, consistent with reports that miR-142 deficit enhances oxidative metabolism^5,16^, we also observed enrichment of the hallmark gene sets involved in OxPhos in the scRNA-seq analysis comparing *Mir142*^*−/−*^*BCR-ABL* LMPPs with *Mir142*^*+/+*^*BCR-ABL* LMPPs (Supplementary Fig. 3). To assess the relevance of these findings to human disease, we then selected LMPPs (Lin^−^CD34^+^CD38^−^CD45RA^+^CD90^−^; Supplementary Fig. 4a) from three BC CML patients and three CP CML patients and performed scRNA-seq. Based on gene expression of reported myeloid, B, T and HSC markers^19,20^, C3, C4 and C11 (primarily expressing *CNN3* and *KLRG1*) were considered to be T-primed, C5 (expressing *MPO*, *LYZ*, *CSF1R*, *CTSG*, *AZU1*, *CEBPA*) myeloid-primed and C7 (expressing both B and T markers) B/T-primed LMPPs (Supplementary Figs. 4b and 5a). C8, although expressed *KLRG1*, did not express *CNN3* but expressed HSC markers (*HOPX*, *CRHBP*, *HLF* and *PCDH9*) and was deemed to represent more undifferentiated cells. Thus, LMPPs from BC CML patients also showed reduced T-primed subtypes (C3, C4 and C11) compared to LMPPs from CP CML patients (Supplementary Figs. 4b and 5b).

To test if miR-142 deficit impaired LMPP T-lymphoid differentiation, we then co-cultured LMPPs from *Mir142*^*−/−*^*BCR-ABL* and *Mir142*^*+/+*^*BCR-ABL* mice with OP9-DL1 cells (Fig. 2a). OP9-DL1 is a BM-derived stromal cell line that ectopically expresses the Notch ligand, Delta-like 1 and promotes in vitro T-lymphocyte differentiation. On day 6 of co-culture, we observed 74% cells with myeloid markers in *Mir142*^*−/−*^*BCR-ABL* LMPP-derived cells versus (vs) 48% in *Mir142*^*+/+*^*BCR-ABL* LMPPs-derived cells (Fig. 2b, d), supporting our initial observation that miR-142 deficit initially redirected LMPP toward myeloid differentiation. On day 19, the number of mature T lymphocytes derived from *Mir142*^*−/−*^*BCR-ABL* LMPPs was significantly reduced compared with that derived from *Mir142*^*+/+*^*BCR-ABL* LMPPs (Fig. 2c, d). T cell thymic differentiation normally occurs through the following maturation steps: CD4-CD8- (double negative, DN), CD4+ CD8+ (double positive, DP) and CD4+ or CD8+ (single positive, SP) T-lymphocytes. Gating on non-myeloid cells from *Mir142*^*−/−*^*BCR-ABL* LMPPs, we observed a significant delay in lymphoid differentiation from DN1 (CD25-CD44+) to DN2 (CD25+ CD44+), DN3 (CD25+ CD44-) and DN4 (CD25-CD44-) both at day 6 and 19 (Fig. 2b, d) compared with cells from *Mir142*^*+/+*^*BCR-ABL* LMPPs. A significant reduction of DP and SP cells deriving from *Mir142*^*−/−*^*BCR-ABL* LMPPs was also observed on day 19 (Fig. 2c, d). These results suggest that miR-142 deficit impaired LMPP T cell differentiation.

**Fig. 2:**
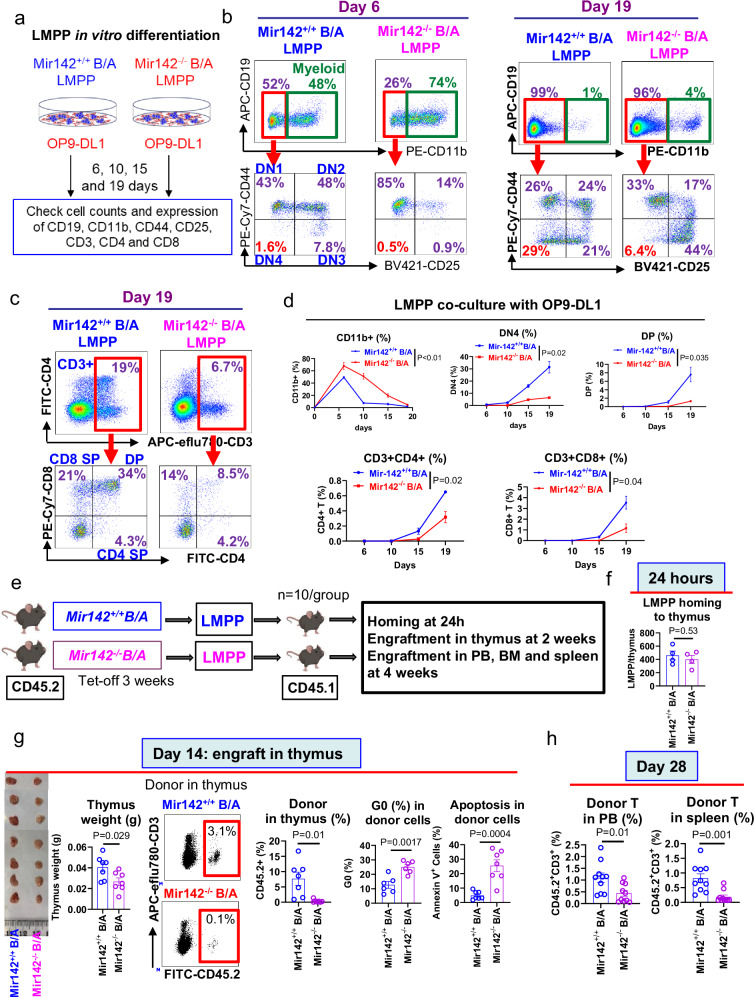
MiR-142 deficit redirects LMPPs toward myeloid lineage and impairs T lymphoid differentiation. **a**–**d**. Schematic design and results. BM LMPPs from *Mir142*^*+/+*^*BCR-ABL* and *Mir142*^*−/−*^*BCR-ABL* mice (BCR-ABL were induced by tet-off for 3 weeks) were co-cultured in vitro with OP9-DL1 cells for 19 days and B, Myeloid and T cell differentiation was analyzed on day 6, 10, 15 and 19 days (**a**). Representative plots of B (CD19^+^) and myeloid (CD11b^+^) lineage differentiation and T cell differentiation, i.e., CD4 and CD8 DN cells, on day 6 and day 19 (**b**), and CD4 and CD8 DP and SP cells on day 19 (**c**), and combined results showing percentages of CD11b^+^ myeloid cells, DN4, DP, and CD3^+^CD4^+^ and CD3^+^CD8^+^ mature T cells in LMPP-derived cells after co-culture with OP9-DL1 for 6, 10, 15 and 19 days (**d**), analyzed by flow cytometry. The experiments were repeated three times with similar results. **e**–**h** Experimental design and results. CD45.2 *Mir142*^*+/+*^*BCR-ABL* or *Mir142*^*−/−*^*BCR-ABL* LMPPs (30,000/mouse for homing experiment, 5,000/mouse for engraftment assessment) were transplanted into congenic CD45.1 normal wt recipients (**e**; *n* = 10 mice per group; mouse images created in BioRender. Chen, F. (2025) https://BioRender.com/e61c469). Numbers of LMPPs homing to thymus were measured at 24 h post injection by flow cytometry (**f**; *n* = 4 mice per group). On day 14 after LMPP transplantation, thymus was collected from the recipient mice and donor cell engraftment (*n* = 7 mice per group), cell cycling (*n* = 6 mice per group), and apoptosis (*n* = 7 mice per group) were measured by flow cytometry (**g**). On day 28, percentages of donor LMPP-derived T cells (CD45.2^+^CD3^+^) in PB and spleen were measured by flow cytometry (**h**; *n* = 10 mice per group). *B/A* *BCR-ABL,* LMPP lymphoid-primed multipotent progenitors, wt wild-type, BM bone marrow, PB peripheral blood, DN double negative, DP double positive, SP single positive. For **d** and **f**–**h**, comparison between groups was performed by two-tailed, unpaired *t*-test. Results shown represent mean ± SEM. Source data are provided as a Source Data file.

To confirm these observations in vivo, we assessed LMPP thymic homing and differentiation by transplanting BM CD45.2 *Mir142*^*−/−*^*BCR-ABL* and *Mir142*^*+/+*^*BCR-ABL* LMPPs into normal wt CD45.1 recipients (Fig. 2e). While we observed no significant changes in thymic homing of *Mir142*^*−/−*^*BCR-ABL* LMPP at 24 h (Fig. 2f), on day 14 we noticed that compared with *Mir142*^*+/+*^*BCR-ABL* LMPP recipients, the *Mir142*^*−/−*^*BCR-ABL* LMPP recipients had smaller thymi and fewer thymic donor-derived (CD45.2^+^) cells, which were arrested at G0 and prone to spontaneous apoptosis (Fig. 2g). Of note, analysis of the thymic CD45.2^+^ donor cells revealed increased frequency of DN1 and DN2 (the early stages of T cell development) and decreased numbers of DP, CD4^+^ and CD8^+^ SP cells in the *Mir142*^*−/−*^*BCR-ABL* LMPP recipients compared with the *Mir142*^*+/+*^*BCR-ABL* LMPP recipients (Supplementary Fig. 6a, upper, left panel). By day 28, the donor-derived circulating and splenic T cells (CD45.2^+^CD3^+^), including both CD4^+^ T and CD8^+^ T cells, were reduced in the *Mir142*^*−/−*^*BCR-ABL* LMPP recipients compared with the *Mir142*^*+/+*^*BCR-ABL* LMPP recipients (Fig. 2h and Supplementary Fig. 6a, upper, right panel). Of note, in the *Mir142*^*−/−*^*BCR-ABL* LMPP recipients, αβ T cells, rather than γδT cells, were significantly reduced compared to the counterparts in the *Mir142*^*+/+*^*BCR-ABL* LMPP recipients (Supplementary Fig. 6a, lower panel). Similar changes were also observed when CD45.2 LMPPs from *Mir142*^*−/−*^ *or Mir142*^*+/+*^ mice were transplanted into CD45.1 normal wt recipients (Supplementary Fig. 6b), suggesting that they were caused by the miR-142 deficit itself, rather than BCR-ABL expression.

### miR-142 deficit impairs in vitro antileukemic T cell activity

Next, to assess the subpopulation distribution and activity of the fewer mature T cells that emerged from the impaired LMPP differentiation in the *Mir142*^*−/−*^*BCR-ABL* mouse, peripheral blood (PB) mononuclear cells (MNCs) and BM and splenic T cells (CD3^+^) were isolated from *Mir142*^*−/−*^*BCR-ABL, Mir142*^*+/+*^*BCR-ABL, Mir142*^*−/−*^ *and Mir142*^*+/+*^ mice and subjected to scRNA-seq. Using the Louvain clustering algorithm, we identified 16 distinct clusters (Fig. 3a) in T cells from PB, BM and spleen and annotated them into distinct T cell subsets based on their expression levels of naïve, memory, effector and regulatory T gene markers and cluster differentiation (CD) antigens (Supplementary Table 1). The annotation procedure is detailed in Methods. Compared with the T cells from *Mir142*^*+/+*^*BCR-ABL* mouse, the T cells from *Mir142*^*−/−*^*BCR-ABL* mouse presented with decreases in naïve T and regulatory T (Treg) cells and enrichment in effector T (Teff) and CD8+ central memory T (Tcm) cells (Fig. 3a, Supplementary Fig. 7a) which also seemingly expressed higher levels of exhaustion markers^21,22^ (Supplementary Fig. 7b). These results have been confirmed by immunophenotypic analysis (Supplementary Fig. 7c, d). T cells from the *Mir142*^*−/−*^*BCR-ABL* mouse seemingly produced less cytokines and cytotoxicity associated proteins (i.e., IFNγ, IL2, Granzyme B, and CD107a), arrested in G0, and had increased rate of spontaneous apoptosis compared with those from the *Mir142*^*+/+*^*BCR-ABL* mouse (Supplementary Fig. 8a–c). Of note, T cells from the *Mir142*^*+/−*^*BCR-ABL* mouse also produced less cytokines (e.g., IFNγ and IL2) and had increased spontaneous apoptosis rate compared with those from the *Mir142*^*+/+*^*BCR-ABL* mouse (Supplementary Fig. 8d). A significantly higher percentage of *Mir142*^*−/−*^*BCR-ABL* LSKs remained viable after co-culture with either *Mir142*^*−/−*^ T cells or *Mir142*^*+/−*^ T cells compared with *Mir142*^*−/−*^*BCR-ABL* LSKs co-cultured with *Mir142*^*+/+*^ T cells (Fig. 3b), suggesting decreased antileukemic activity of T cells even with only partial miR-142 deficit.

**Fig. 3:**
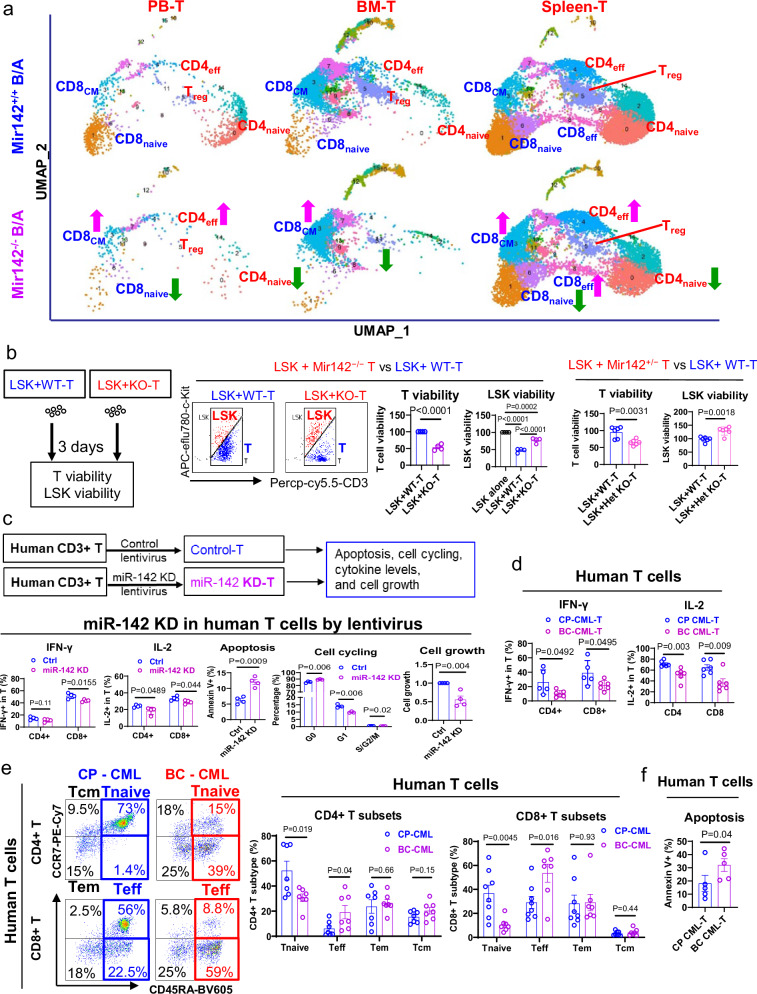
MiR-142 deficit impairs T cell in vitro antileukemic activity. **a** PB, BM and spleen T cells from *Mir142*^*+/+*^*BCR-ABL* and *Mir142*^*−/−*^*BCR-ABL* mice (BCR-ABL were induced by tet-off for 3 weeks) were subjected to scRNA-seq. Fifteen clusters were identified and annotated into distinct T cell subsets based on expression levels of naïve, memory, effector, and regulatory T gene markers. **b** Schematic design of experiment and results. LSKs from *Mir142*^*−/−*^*BCR-ABL* mice were co-cultured with *Mir142*^*+/+*^ T (WT-T) or *Mir142*^*−/−*^ T (homozygous KO; *n* = 4 samples per group; middle panel), or with WT-T or *Mir142*^*+/−*^ T (heterozygous KO; *n* = 6 samples per group; right panel) cells for 3 days, then viability of T and LSK cells was determined. **c** Cytokine levels of IFN-γ (*n* = 5 samples per group) and IL-2 (*n* = 4 per group), apoptosis (*n* = 4 per group), cell cycling (*n* = 3 per group), and cell growth (*n* = 4 per group) of human T cells from healthy donors with or without miR-142 KD were shown. **d** Levels of IFN-γ (*n* = 5 samples for CP CML and *n* = 6 for BC CML) and IL-2 (*n* = 6 samples per group) production in T cell subpopulations from CP CML or BC CML patients were shown. **e** Representative plots (left) and combined results (right) of CD4^+^ (*n* = 7 samples per group) and CD8^+^ (*n* = 8 for CP CML; *n* = 7 for BC CML) subpopulations in T cells from patients with BC CML or CP CML. **f** Spontaneous apoptosis of T cells from CP CML or BC CML patients (*n* = 5 samples per group). *B/A* *BCR-ABL,* PB peripheral blood, BM bone marrow, tet tetracycline, scRNA-seq single cell RNA sequencing, CM central memory, EM effector memory, Treg regulatory T, KD knock down, CML chronic myeloid leukemia, CP chronic phase, BC blast crisis. For **b**–**f**, comparison between two groups was performed by two-tailed, unpaired *t*-test. For **b**, comparisons among multi-groups were performed by one-way ANOVA and *P* values were corrected for multiple comparisons using Holm–Šídák method. Results shown represent mean ± SEM. Source data are provided as a Source Data file.

Of note, decreased cytokine production (i.e., IFNγ and IL-2) and increased spontaneous apoptosis and cell cycle arrest were also observed in human T cells from healthy donors transduced with a miRZip anti-miR-142 lentiviral vector compared with those transduced with a miRZip null-vector (Fig. 3c), and in human T cells from healthy donors treated with miR-142 inhibitor (2 μM anti-miR-142-3p/5p) compared with control cells treated with scramble RNA (SCR) (Supplementary Fig. 9a–d). To this end, T cells from BC CML patients had, in addition to lower miR-142 levels (Supplementary Fig. 1a), reduced cytokine production (i.e., IFNγ and IL-2; Fig. 3d), reduced frequencies of naïve T cells (CD3^+^ CD45RA^+^ CCR7^+^), increased frequencies of effector T cells (CD3^+^ CD45RA^+^ CCR7^−^) (Fig. 3e), and increased rates of spontaneous apoptosis [mainly in effector and effector memory (CD3^+^ CD45RA^−^CCR7^−^) T subtypes; Fig. 3f; Supplementary Fig. 9e], compared with T cells isolated from CP CML patients.

### miR-142 deficit impairs T cells’ metabolic switch in BC CML

We have previously reported that miR-142 deficit enhances mitochondrial fusion and OxPhos^16^. Dynamic metabolic changes in levels of OxPhos and glycolysis play a key role in T cell activation^23,24^. MiR-142 has been previously reported to be involved in regulating T cell responses^6^. We observed that in addition to gene sets involved in apoptosis, Teff cells from the *Mir142*^*−/−*^*BCR-ABL* mouse showed enrichment in the expressed genes involved in OxPhos compared with Teff cells from *Mir142*^*+/+*^*BCR-ABL* mouse (Supplementary Fig. 10). Thus, to gain further mechanistic insight, we conducted an unbiased metabolomic profiling of freshly isolated (resting) and activated (cultured in the presence of activating anti-CD3/CD28 antibody-coated beads for 24 h) T cells from either *Mir142*^*−/−*^*BCR-ABL* or *Mir142*^*+/+*^*BCR-ABL* mice.

We identified a total of 216 non-redundant endogenous metabolites that were differentially abundant in resting and activated T cells from *Mir142*^*−/−*^*BCR-ABL* and *Mir142*^*+/+*^*BCR-ABL* mice (Supplementary Fig. 11a; Supplementary Data 1). Most acyl carnitines, fatty acids and derivatives, and lipids were lower, and nucleotides and their metabolites, organic acids, sugars and their metabolites were higher in *Mir142*^*−/−*^*BCR-ABL* T cells compared to *Mir142*^*+/+*^*BCR-ABL* T cells (Supplementary Data 1). Enhanced OxPhos activity in resting *Mir142*^*−/−*^*BCR-ABL* T cells versus resting *Mir142*^*+/+*^*BCR-ABL* T cells was supported by changes of metabolites involved in energy pathways, i.e., increased citrate/pyruvate ratio and higher levels of fumarate, citrate, and oxaloacetate (Supplementary Fig. 11b; Supplementary Data 2 and 3). Upon activation, while OxPhos and glycolysis metabolites increased in *Mir142*^*+/+*^*BCR-ABL* T cells relative to their resting controls, they did not increase in activated *Mir142*^*−/−*^*BCR-ABL* T cells vs resting *Mir142*^*−/−*^*BCR-ABL* T cells (Supplementary Fig. 11b, c; Supplementary Data 2 and 3), suggesting an impaired metabolic reprogramming during T cells’ activation in the *Mir142*^*−/−*^*BCR-ABL* BC mouse.

To confirm these observations, we performed Agilent Seahorse functional assays. At baseline, we observed a significant increase in OxPhos [reported as oxygen consumption rate (OCR)] and not in glycolysis [reported as extracellular acidification rate (ECAR)] upon FCCP stimulation in *Mir142*^*−/−*^*BCR-ABL* T cells compared with *Mir142*^*+/+*^*BCR-ABL* T cells (Supplementary Fig. 11d). Upon activation with anti-CD3/CD28 antibodies, OxPhos failed to increase in FCCP-stimulated *Mir142*^*−/−*^*BCR-ABL* T cells, while increased in *Mir142*^*+/+*^*BCR-ABL* T cells; glycolysis increased upon FCCP stimulation but at a significantly lower degree in *Mir142*^*−/−*^*BCR-ABL* T cells than in *Mir142*^*+/+*^*BCR-ABL* T cells (Supplementary Fig. 11d). Thus, when taken altogether, these results suggest that miR-142 deficit impaired the metabolism shift that supports T cell activation and expansion.

### Lack of miR-142 significantly decreases in vivo T cells’ antileukemic activity

To assess in vivo the T cell antileukemic activity in BC CML, we co-transplanted *Mir142*^*−/−*^*BCR-ABL* LSK (CD45.2, 5000 cells) and *Mir142*^*+/+*^ T or *Mir142*^*−/−*^ T cells (CD45.2, 10^6^ cells) into CD45.1 congenic recipients (lethally irradiated to eradicate host T cells; Fig. 4a). Four weeks after transplantation, we observed significant reduction of circulating T cells (CD45.2^+^CD3^+^: 0.07% vs 1.73%, *P* < 0.0001) and increase of circulating leukemic blasts (CD45.2^+^ minus CD45.2^+^CD3^+^: 45% vs 28%, *P* = 0.002) in LSK/*Mir142*^*−/−*^ T recipients compared with LSK/*Mir142*^*+/+*^ T recipients (Fig. 4b). The LSK/*Mir142*^*−/−*^ T recipients also had shorter survival (median: 58 vs unreached after monitoring for 100 days, *P* = 0.008) compared to the LSK/*Mir142*^*+/+*^ T recipients (Fig. 4b).

**Fig. 4:**
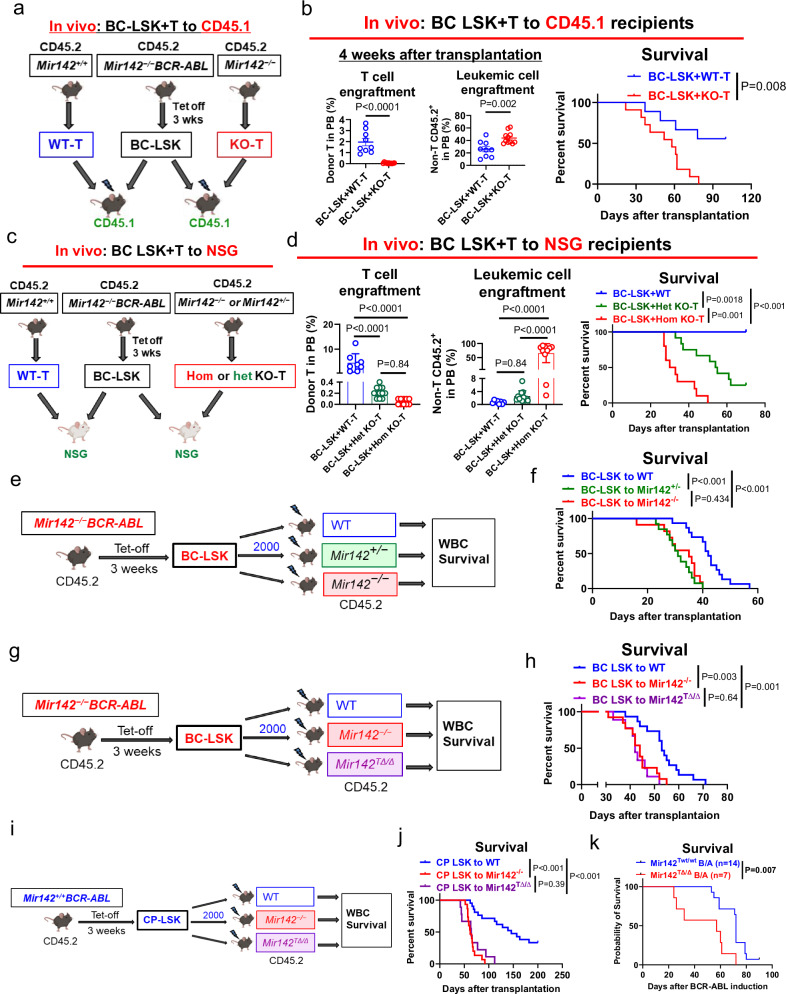
MiR-142 deficit decreases T cell in vivo antileukemic activity. **a**, **b** Experimental design and results. CD45.2 *Mir142*^*−/−*^*BCR-ABL* LSK (BC-LSK) and *Mir142*^*+/+*^ T (WT-T) or *Mir142*^*−/−*^ T (KO-T) cells were co-transplanted into CD45.1 congenic recipients (lethally irradiated to eradicate host T cells; **a**). Donor T cell (CD45.2^+^ CD3^+^) and leukemic cell (% of CD45.2^+^ minus % of CD45.2^+^ CD3^+^) engraftment in PB at 4 weeks after transplantation and survival of the recipients were analyzed (*n* = 9 mice for BC-LSK + WT-T group; *n* = 11 for BC-LSK+ KO-T group; **b**). **c**, **d**. Experimental design and results. CD45.2 *Mir142*^*−/−*^*BCR-ABL* LSKs were co-transplanted with *Mir142*^*+/+*^ or *Mir142*^*+/−*^ or *Mir142*^*−/−*^ T cells into NSG mice (CD45.1, lacking T cells; **c**). Donor T cell and leukemic cell engraftment in PB at 4 weeks after transplantation and survival of the recipients were analyzed (**d**; *n* = 8 mice for BC-LSK+ WT-T group; *n* = 10 for BC-LSK+hom KO-T group; *n* = 12 for BC-LSK+het KO-T group). Experimental design and results. *Mir142*^*−/−*^*BCR-ABL* LSKs were transplanted into *Mir142*^*+/+*^ (*n* = 15), *Mir142*^*+/−*^(*n* = 13), or *Mir142*^*−/−*^(*n* = 11) recipients (**e**) and survival of the recipients was analyzed (**f**). Experimental design and results. *Mir142*^*−/−*^*BCR-ABL* LSKs were transplanted into *Mir142*^*+/+*^ (*n* = 15), *Mir142*^*−/−*^(*n* = 13), or *Mir142*^*flox(f)/f*^*Lck-cre*+ (*Mir142*^*TΔ/Δ*^, *n* = 9) recipients (**g**) and survival of the recipients was analyzed (**h**). Experimental design and results. *Mir142*^*+/+*^*BCR-ABL* LSKs (CP-LSK) were transplanted into *Mir142*^*+/+*^ (*n* = 21), *Mir142*^*−/−*^ (*n* = 15), or *Mir142*^*TΔ/Δ*^ (*n* = 9) recipients (**i**) and survival of the recipients was analyzed (**j**). **k** Survival of *Mir142*^*flox(f)/f*^*Lck-cre- BCR-ABL* (*Mir142*^*Twt/wt*^ B/A, *n* = 14) and *Mir142*^*f/f*^*Lck-cre*+ *BCR-ABL* (*Mir142*^*TΔ/Δ*^ B/A, *n* = 7) mice. CP chronic phase, BC blast crisis, PB peripheral blood, tet tetracycline, LSK Lin^−^Sca-1^+^c-Kit^+^, w week. For **b**, comparison between two groups was performed by two-tailed, unpaired *t*-test. For **d**, comparisons among multi-groups were performed by one-way ANOVA. For overall survival data in **b**, **d**, **f**, **h**, **j** and **k**, log-rank test was used to compare two or more survival curves. *P* values were corrected for multiple comparisons using Holm–Šídák method. Results shown represent mean ± SEM. For **a**, **c**, **e**, **g** and **i**, mouse images were created in BioRender. Chen, F. (2025) https://BioRender.com/e61c469. Source data are provided as a Source Data file.

To eliminate the potential impact of the recipient mouse’s “endogenous” miR-142 wt T cells and to evaluate if even only a partial deficit of miR-142 as that observed in human T cells from BC CML patients could lead to reduced T cell-mediated antileukemic activity, we repeated the experiment by transplanting immunodeficient NSG recipients (CD45.1) that lack their own T cells, with *Mir142*^*−/−*^*BCR-ABL* LSKs (CD45.2, 10^4^ cells/mouse) and *Mir142*^*−/−*^, *Mir142*^*+/−*^ or *Mir142*^*+/+*^ T cells (CD45.2, 10^6^ cells/mouse) selected from non-leukemic donors with the respective genotypes (Fig. 4c). Four weeks after transplantation, LSK/*Mir142*^*−/−*^ T recipients showed decrease of circulating T cells compared with LSK/*Mir142*^*+/+*^ T recipients, increase of circulating leukemic blasts and shorter survival (median: 31.5 vs 54.5 vs unreached, LSK/*Mir142*^*−/−*^ T vs LSK/*Mir142*^*+/−*^ T: *P* = 0.001; LSK/*Mir142*^*−/−*^ T vs LSK/*Mir142*^*+/+*^ T: *P* < 0.001) compared with LSK/*Mir142*^*+/−*^ T and LSK/*Mir142*^*+/+*^ T recipients (Fig. 4d). Of note, LSK/*Mir142*^*+/−*^ T recipients also showed decrease of circulating T cells (CD45.2^+^CD3^+^: 0.22% vs 4.48%, *P* < 0.0001), and shorter survival (median: 54.5 days vs unreached, *P* = 0.0018) compared to LSK/*Mir142*^*+/+*^ T recipients (Fig. 4d). Next, we transplanted BC CML LSCs (LSKs) into *Mir142*^*−/−*^, *Mir142*^*+/−*^, or *Mir142*^*+/+*^ recipient mice (Fig. 4e). *Mir142*^*−/−*^ and *Mir142*^*+/−*^ recipients had similarly shorter survival (median: 35 vs 31 days, *P* = 0.434), than *Mir142*^*+/+*^ recipients (median: 42 days; *Mir142*^*−/−*^ vs *Mir142*^*+/+*^: *P* < 0.001; *Mir142*^*+/−*^ vs *Mir142*^*+/+*^: *P* < 0.001; Fig. 4f).

To compartmentalize the impact of miR-142 deficit on T cells and separate it from that on LSKs, we then transplanted *Mir142*^*−/−*^*BCR-ABL* LSKs into normal *Mir142*^*−/−*^, *Mir142*^*flox(f)/f*^*Lck-cre*^+^ (i.e., conditional miR-142 KO in T cells only; *Mir142*^TΔ/Δ^), or *Mir142*^*+/+*^ recipients (Fig. 4g). *Mir142*^*−/−*^ and *Mir142*^TΔ/Δ^ recipients had a similar survival (median: 44 vs 42 days, *P* = 0.64), and both had a significantly shorter survival than the *Mir142*^*+/+*^ recipients (median: *Mir142*^*−/−*^ vs *Mir142*^*+/+*^ recipients: 44 vs 53 days, *P* = 0.003; *Mir142*^TΔ/Δ^ vs *Mir142*^*+/+*^ recipients: 42 vs 53 days, *P* = 0.001; Fig. 4h). Of note, similar results were also observed in normal *Mir142*^*−/−*^, *Mir142*^TΔ/Δ^ or *Mir142*^*+/+*^ recipients transplanted with *Mir142*^*+/+*^*BCR-ABL* LSKs. *Mir142*^*−/−*^ and *Mir142*^TΔ/Δ^ recipients had a shorter survival than *Mir142*^*+/+*^ recipient controls (median: *Mir142*^*−/−*^ vs *Mir142*^TΔ/Δ^ vs *Mir142*^*+/+*^ recipients: 62 vs 64 vs 157 days; *Mir142*^*−/−*^ vs *Mir142*^*+/+*^ recipients: *P* < 0.001; *Mir142*^TΔ/Δ^ vs *Mir142*^*+/+*^ recipients: *P* < 0.001; Fig. 4i, j). Finally, we generated *Mir142*^*f/f*^*Lck-cre*^+^*/BCR-ABL* (with T-specific miR-142 KO, hereafter indicated as *Mir142*^*TΔ/Δ*^*BCR-ABL*) mice and found that *Mir142*^*TΔ/Δ*^*BCR-ABL* mice had a significantly shorter survival than the Cre- (*Mir142*^*Twt/wt*^*BCR-ABL*) controls (median: 57 vs 72 days, *P* = 0.007; Fig. 4k). Taken altogether, these results support that miR-142 deficit negatively impacts on T cell-mediated antileukemic activity likely by inducing T lymphopenia, although a functional impact of miR-142 loss on T cell activity could also be possible.

### Cytokines mediate T cells’ miR-142 deficit in BC CML

While GEMMs are useful to understand the mechanistic role of miR-142 deficit in T cell differentiation and activity during BC transformation, they do not explain how miR-142 deficit is acquired in T cells from BC patients. To this end, we transplanted BM MNCs from *Mir142*^*−/−*^*BCR-ABL, Mir142*^*+/+*^*BCR-ABL*, or normal wt mice (CD45.2) into congenic normal wt recipients (CD45.1, 10^6^/mouse; Fig. 5a) and measured miR-142 levels in the host T cells. Two weeks after transplantation, we observed that CD45.1^+^CD3^+^ T cells from the recipients of *Mir142*^*−/−*^*BCR-ABL* BM MNCs had lower miR-142 levels, reduced cytokine production, increased spontaneous apoptosis and cell cycle arrest compared with those from the recipients of *Mir142*^*+/+*^*BCR-ABL* or normal wt BM MNCs (Fig. 5b–d and Supplementary Fig. 12a–c). Four weeks after transplantation, we observed a significant reduction of host T cells in the recipients of *Mir142*^*−/−*^*BCR-ABL* BM MNCs compared with the recipients of *Mir142*^*+/+*^*BCR-ABL* and normal wt BM MNCs (Fig. 5e). Similar results were also observed when T cells were co-cultured with BM MNCs from *Mir142*^*−/−*^*BCR-ABL* mice compared with those co-cultured with BM MNCs from *Mir142*^*+/+*^*BCR-ABL* or normal wt mice, in a transwell plate that separated these two cell populations (Supplementary Fig. 12d). Of note, we also observed reduced miR-142 levels and cytokine production in human T cells co-cultured with BM MNCs from BC CML patients compared with those co-cultured with BM MNCs from CP CML patients and healthy donors (Supplementary Fig. 12e). Thus, we postulated that reduction of miR-142 levels in T cells could be induced by secreted factors during disease growth and evolution.

**Fig. 5:**
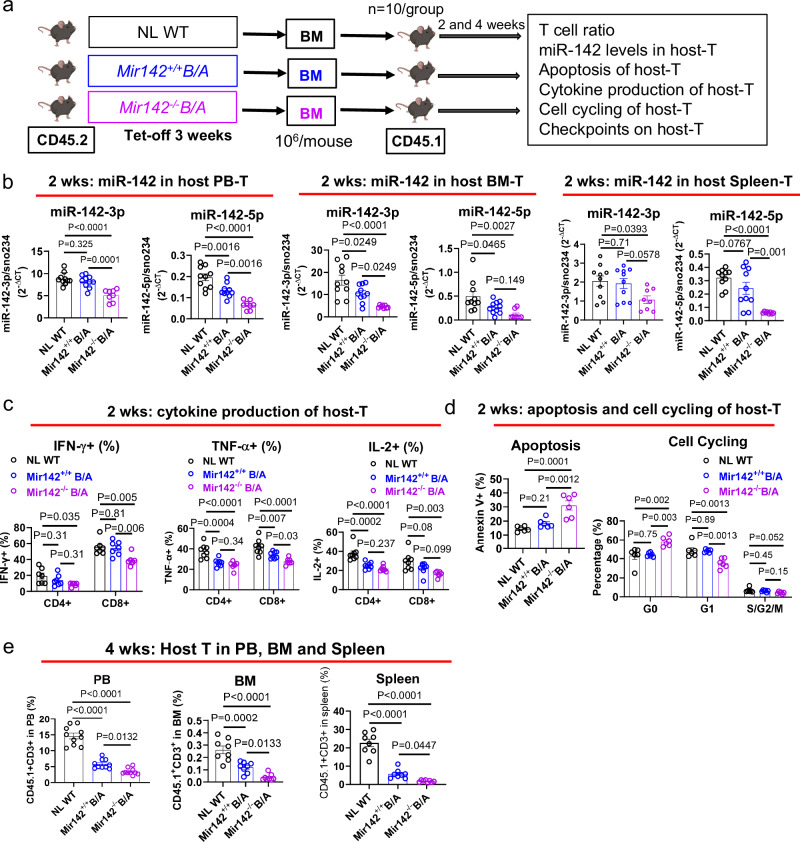
T cell miR-142 deficit in BC CML is mediated by blast-secreted cytokines. **a**–**e** Experimental design and results. BM MNCs from CD45.2 normal wt, *Mir142*^*+/+*^*BCR-ABL* and *Mir142*^*−/−*^*BCR-ABL* mice were transplanted into congenic CD45.1 recipients (**a**; 10^6^/mouse, *n* = 10 mice per group; mouse images created in BioRender. Chen, F. (2025) https://BioRender.com/e61c469). miR-142 levels in host T cells (CD45.1^+^ CD3^+^) from PB, BM and spleen of the recipients was determined by Q-RT-PCR at 2 weeks after transplantation (**b**; *n* = 10 mice for normal wt and *Mir142*^*+/+*^*BCR-ABL* groups; *n* = 8 for *Mir142*^*−/−*^*BCR-ABL* group). Cytokine production (**c**) of IFN-γ (*n* = 7 mice per group), TNF-α (*n* = 8 mice per group), and IL-2 (*n* = 8 mice per group) and apoptosis and cell cycling (**d**; *n* = 6 mice per group) of host T cells from the spleen of the recipients at 2 weeks after transplantation, and percentages of host T cells in PB (*n* = 10 mice per group), BM (*n* = 8 mice per group) and spleen (*n* = 15 mice per group) at 4 weeks after transplantation (**e**) were analyzed by flow cytometry. wks weeks, BM bone marrow, MNC mononuclear cells, NL WT normal wild-type, *B/A* *BCR-ABL,* tet tetracycline, PB peripheral blood. For **b**–**e**, comparisons among multi-groups were performed by one-way ANOVA. *P* values were corrected for multiple comparisons using Holm–Šídák test. Results shown represent mean ± SEM. Source data are provided as a Source Data file.

Using a Luminex assay, we then compared PB, BM and spleen cytokines levels (Supplementary Fig. 12f). Treatments of normal wt T cells with cytokines that were found significantly higher in the BC mouse, narrowed down to IL-6 as one of the main cytokines that downregulated miR-142 (Supplementary Fig. 12g, h). Of note, IL-6 has been previously reported to be significantly higher in the serum of BC CML patients compared with CP CML patients^25^, and has been also linked to miR-142 downregulation^26^. We also observed increased IL-6 expression in BC CML PB MNCs compared to CP CML PB MNCs or normal PB MNCs (Supplementary Fig. 12i). Accordingly, we showed in vitro reduction of miR-142 levels in LMPPs from the *Mir142*^*+/+*^*BCR-ABL* mouse co-cultured with OP9-DL1 cells in the presence of IL-6 (Supplementary Fig. 13a), which also promoted myeloid differentiation and impaired T cell differentiation (Supplementary Fig. 13b–h). On day 6 of co-cultures, we detected 62% myeloid cells (CD11b+) in IL-6-treated LMPPs vs 48% in vehicle (PBS)-treated LMPPs (*p* = 0.0006; Supplementary Fig. 13b, e); on day 10, we observed 14% myeloid cells in IL-6-treated LMPPs vs 7% in PBS-treated LMPPs (*p* = 0.0007; Supplementary Fig. 13c, e). Gating on non-myeloid cells (38% vs 52% at day 6), we observed a delay in lymphoid differentiation at the early stage of T cell development, i.e., DN1 to DN2 and DN3 on day 6 (55%, 34%, 5.9% vs 43%, 48%, 7.8%, respectively; Supplementary Fig. 13b) and to DN4 on day 19 (8% vs 29%; Supplementary Fig. 13d, f) in IL-6-treated vs PBS-treated LMPP co-cultures. On day 19 of the OP9-DL1 co-culture system, a significant reduction in the late stage of T cell development, i.e., DP (0.199% vs 7.59%, *p* = 0.03) and CD4+ (0.29% vs 0.65%, *p* = 0.0007) and CD8^+^ (1.1% vs 3.5%, *p* = 0.04) mature T cells, was also observed in the IL-6-treated LMPPs compared with the PBS-treated LMPPs (Supplementary Fig. 13d, g, h). These results suggest that IL-6 may play a role in redirecting LMPPs to myeloid differentiation through downregulating miR-142.

Of note, we also observed an increase of miR-142 levels in T cells from normal wt mice or from healthy donors that were co-cultured respectively with BM MNCs from *Mir142*^*−/−*^*BCR-ABL* mice or from BC CML patients and treated with anti-IL-6 blocking antibody (Ab) compared with those treated with IgG (Supplementary Fig. 13i, j). Furthermore, to assess if leukemia-induced decrease in miR-142 levels and activity of T cells could be rescued by blocking IL-6, we transplanted BM cells from *Mir142*^*−/−*^*BCR-ABL* mice (CD45.2) into congenic normal wt recipients (CD45.1, 10^6^/mouse). Starting on Day 3 after transplant, we treated these mice with IL-6 blocking Ab (100 µg, ip, 3 times per week) or IgG for 2 weeks (Supplementary Fig. 13k). We observed increased miR-142 levels in the CD45.1^+^CD3^+^ host T cells from the IL-6 Ab-treated mice compared with those from the IgG-treated controls (Supplementary Fig. 13l). The IL-6 Ab-treated mice also showed an increase of host T cells in PB at 4 weeks post transplantation and survived longer than the IgG-treated controls (Supplementary Fig. 13m, n). Taken altogether, these data support that IL-6 can impair both T cell differentiation and immune activity by downregulating miR-142.

### Upregulation of the PD-1/PD-L1 axis during BC transformation

Programmed cell death protein 1 (PD-1) is a marker for T cell activation and, if accompanied by other indicators of reduced T cell activity, for possible exhaustion^27^. We noticed that T cells from *Mir142*^*−/−*^*BCR-ABL* mice had an increase in PD-1 expression (Supplementary Fig. 14a–d). In addition to the aforementioned reduction of cytokine production, cell cycling and anti-leukemic activity and increase of apoptosis rate (Fig. 3b; Supplementary Fig. 8a–d), increased levels of other immune checkpoints (e.g., Tim-3 and CTLA-4) were also observed in the CD4^+^ and CD8^+^ spleen T cells from the *Mir142*^*−/−*^*BCR-ABL* mouse compared to those from the *Mir142*^*+/+*^*BCR-ABL* mouse (Supplementary Fig. 14e, f), suggesting T cell exhaustion in the BC mouse.

The causative impact of miR-142 deficit on PD-1 expression was supported by the increase in PD-1 expression in normal wt T cells treated with a miR-142 inhibitor (2 μM anti-miR-142-3p/5p) compared to SCR-treated controls (Supplementary Fig. 14g, h). Conversely, treatment with a synthetic miR-142 mimic compound [i.e., 2μΜ miR-142-3p and -5p mimics hereafter called collectively M-miR-142^16^] reduced both in vitro and in vivo PD-1 expression and spontaneous apoptosis rate (Supplementary Figs. 14i–k, 15a), and increased proliferation and cytokine production (IFNγ; Supplementary Fig. 15b–d) of *Mir142*^*−/−*^*BCR-ABL* T cells. Of note, concurrently with the increase in T cells’ PD-1 expression, we also noticed increased expression of the programmed cell death ligand 1 (PD-L1) on LSKs (Supplementary Fig. 15e) from *Mir142*^*−/−*^*BCR-ABL* mice compared with those from *Mir142*^*+/+*^*BCR-ABL* or normal wt mice, which was partly rescued by treatment with M-miR-142 (2 μΜ; Supplementary Fig. 15f). The relevance of these findings to human disease was supported by the observation of reduced miR-142 levels (Supplementary Fig. 1a) and increased PDCD1 (PD-1) and CTLA-4 mRNA expression (by RT-PCR; Supplementary Fig. 15g), along with increased membrane surface levels of PD-1 and TIM-3 proteins (by flow cytometry analysis; Supplementary Fig. 15h–j), in T cells from BC CML patients compared with those from CP CML patients. Like in the mouse, CD4^+^ and CD8^+^ effector and effector memory T cells from BC CML patients had significantly increased PD-1 levels compared to their counterparts from CP CML patients (Supplementary Fig. 15j).

To test further the interplay between miR-142 deficit and PD-1 expression in T cells and understand if the latter may be indicative also of T cell exhaustion, we isolated LSKs from *Mir142*^*+/+*^*BCR-ABL* and *Mir142*^*−/−*^*BCR-ABL* mice and T cells from *Mir142*^*−/−*^ and *Mir142*^*+/+*^ normal mice and co-cultured four different cell combinations for 72 h in the presence of activating anti-CD3/CD28 antibody-coated beads +/- PD-1 blocking Ab (Supplementary Fig. 16a). We observed increased PD-1 expression on *Mir142*^*−/−*^ T cells along with increased LSK viability in the co-cultures of *Mir142*^*−/−*^ LSK/*Mir142*^*−/−*^ T cells compared to those of *Mir142*^*−/−*^ LSK/*Mir142*^*+/+*^ T cells (Supplementary Fig. 16b–d). T cell PD-1 expression and LSK growth were rescued by PD-1 Ab (1 µg/ml, 96 h; Supplementary Fig. 16b–d). To confirm these results in vivo, we treated a cohort of *Mir142*^*−/−*^*BCR-ABL* mice with PD-1 blocking Ab (BioXcell, cat: BE0273) or IgG control (10 mg/kg, ip, 3x/week for 4 weeks) starting at day 2 post BCR-ABL induction (Supplementary Fig. 16e). PD-1 Ab-treated mice survived significantly longer (median: 139 vs 75 days, *P* = 0.02; Supplementary Fig. 16f) than IgG-treated controls.

Of note, engraftment of BM MNCs from CD45.2 *Mir142*^*−/−*^*BCR-ABL* mice into CD45.1 normal wt recipients (Fig. 5a) was associated with both reduced miR-142 levels (Fig. 5b) and increased PD-1 expression (Supplementary Fig. 16g) in the host T cells of the recipients compared with those of the recipients of *Mir142*^*+/+*^*BCR-ABL* or *Mir142*^*+/+*^ BM MNCs. These features were partly rescued by M-miR-142 treatment (30 mg/kg/day, iv, for 3 weeks; Supplementary Fig. 16h). Similar results were observed in co-cultures of mouse T cells with BM MNCs from *Mir142*^*−/−*^*BCR-ABL, Mir142*^*+/+*^*BCR-ABL* or normal wt mice (Supplementary Figs.12d, 16i), or in co-cultures of human T cells with BM MNCs from BC CML or CP CML patients or healthy donors (Supplementary Figs. 12e, 16j). The reduced miR-142 levels and increased PD-1 expression in T cells co-cultured with BC CML MNCs were rescued by anti-IL-6 Ab treatment (Supplementary Figs. 13i, j and 16i, j, right panel).

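Mouse Tgfbr1, which encodes a serine/threonine kinase subunit of the TGF-β receptor, is listed in the deposited counts on the plus strand of chromosome 4 from 47353222 to 47414924 of mm10. Tgfbr2, which encodes the ligand-binding subunit, is listed on the minus strand of chromosome 9 from 116087695 to 116175363. A microRNA binds its targets mainly through its seed, the bases near its 5′ end, and the strongest common match in a 3′UTR is an 8-base site (8mer) complementary to the seed and followed by an A. In the GENCODE vM21 annotation of the same genome, the longest 3′UTR of Tgfbr1 had 4154 bases and ran from 47410778 to 47414931 on chromosome 4. It held 1 8mer of miR-142-3p, ACACTACA, at bases 4097 to 4104 of the 3′UTR (chromosome 4 from 47414874 to 47414881), within the sequence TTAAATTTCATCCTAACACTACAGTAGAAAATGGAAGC. It also held 2 shorter matches to miR-142-5p with the sequence CTTTATA, at bases 2036 to 2042 and 3629 to 3635. The longest 3′UTR of Tgfbr2 had 6085 bases and ran from 116084293 to 116090377 on chromosome 9, so the gene as listed with the counts covers only part of it. It held no match of these kinds to miR-142-3p and 1 match of 7 bases to miR-142-5p, ACTTTAT, at bases 300 to 306 (chromosome 9 from 116090072 to 116090078), within the sequence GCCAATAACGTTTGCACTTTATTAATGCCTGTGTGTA. Neither 3′UTR held the 8mer of miR-142-5p, ACTTTATA.

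**Figure D1:**
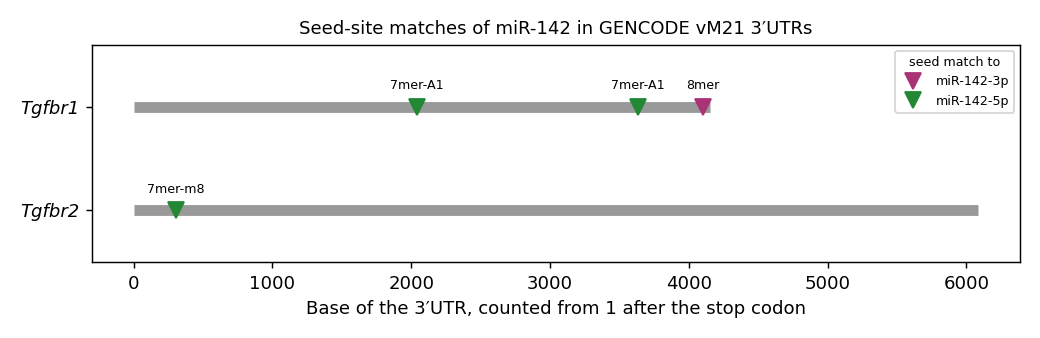
Matches to the seeds of miR-142-3p and miR-142-5p along the longest 3′UTRs of Tgfbr1 (4154 bases) and Tgfbr2 (6085 bases) in GENCODE vM21. The x axis counts bases from 1 after the stop codon, and each triangle is 1 match with its kind written above it (7mer-m8 is the 8mer without its final A, 7mer-A1 is the 8mer without its first base).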

TGFBR1 and TGFBR2 are validated miR-142-3p and -5p targets, respectively^28^. TGFBR1 and TGFBR2 form a heterodimeric complex receptor for TGF-β that reportedly upregulates PD-1 on T cells through a signaling pathway converging on NFATc1^29,30^. To this end, RNA-seq analysis supported enhanced TGF-β signaling in T cells (Supplementary Fig. 17a) from *Mir142*^*−/−*^*BCR-ABL* mice compared with those from *Mir142*^*+/+*^*BCR-ABL* mice. Furthermore, we observed significantly increased expression levels of *Tgfbr1*, *Tgfbr2*, *Nfatc1* and *Pdcd1* in BM-T and spleen-T cells from *Mir142*^*−/−*^*BCR-ABL* mice compared with those from *Mir142*^*+/+*^*BCR-ABL* mice by Q-RT-PCR (Supplementary Fig. 17b, c). 

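Spleen T cells (200000 per sample) were sorted from 8 Mir142+/+BCR-ABL mice (CP CML) and 6 Mir142−/−BCR-ABL mice (BC CML) in which BCR-ABL had been induced for 3 weeks by tetracycline withdrawal (tet-off), and the mRNA of each mouse was sequenced as a separate library with paired reads of 101 bases. The authors trimmed the reads, aligned them to the mouse genome mm10 and deposited the number of reads counted on each of 24091 genes, without normalization. The total ranged from 15703702 to 19914531 reads in the CP CML mice (median 17186326) and from 16145537 to 19399720 reads in the BC CML mice (median 18746069.5). Mir142, the deleted gene, is listed on chromosome 11 from 87756864 to 87756927 and had between 302 and 650 reads in each of the 8 CP CML mice and 0 reads in each of the 6 BC CML mice. Against a floor of 3 reads, its normalized count was at least 147.6-fold lower in BC CML. Mature microRNA is not captured by mRNA libraries, so these reads come from the primary transcript. Counts were normalized for library size and composition by edgeR's TMM method, and genes with too few reads for a test were removed by edgeR's filterByExpr, which left 12248 genes. BC CML was compared with CP CML by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The paper's methods name edgeR's likelihood ratio test for this step, with which 7909 genes had an adjusted p-value below the threshold of 0.05, against 7986 with the quasi-likelihood test. The standard errors include the differences between mice as well as counting error. The names of all CP CML mice share one prefix and those of all BC CML mice another, so a difference between cohorts cannot be told apart from the difference in genotype.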

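The TGF-β signaling hallmark set was examined with 48 of its 54 genes, those that passed the filter. All 12248 genes were ranked by the sign of the log2 fold change times −log10 of the p-value, and pre-ranked gene set enrichment with 10000 gene permutations gave a normalized enrichment score of 1.79 (enrichment score 0.54, permutation p = 0.000937) toward genes higher in BC CML. The gene list was written from knowledge of the hallmark collection. Of the 48 genes, 25 were higher and 15 lower in BC CML at an adjusted p-value below 0.05 over all genes tested, and 26 were higher and 15 lower when the adjustment was made over the set alone. The median log2 fold change of the set was 0.17. The leading edge held 17 genes, and the 5 with the lowest p-values were Bmpr2, Ctnnb1, Id2, Smad3 and Tgfbr1. Bmpr2, a BMP receptor gene, rose from 17.6 ± 1.67 normalized counts (CPM, relative to library size; SD, n = 8 mice) in CP CML to 107.2 ± 8.55 (SD, n = 6 mice) in BC CML, a log2 fold change of 2.61 (standard error 0.06, adjusted p = 9.9e-16 from edgeR's quasi-likelihood test). Ctnnb1 had a log2 fold change of 1.46 (standard error 0.04), Id2 of 1.34 (standard error 0.06) and Smad3 of 0.90 (standard error 0.04), and for each of these genes every BC CML mouse was above every CP CML mouse. Gene permutation treats the genes of a set as independent. With limma's camera test, which allows for their correlation, the set was shifted in the same direction with p = 0.0578 (correlation between genes of 0.0256). A Reactome list of the TGF-β receptor complex, of which 62 genes were tested, had a normalized enrichment score of -1.04 (permutation p = 0.356).

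**Figure D2:**
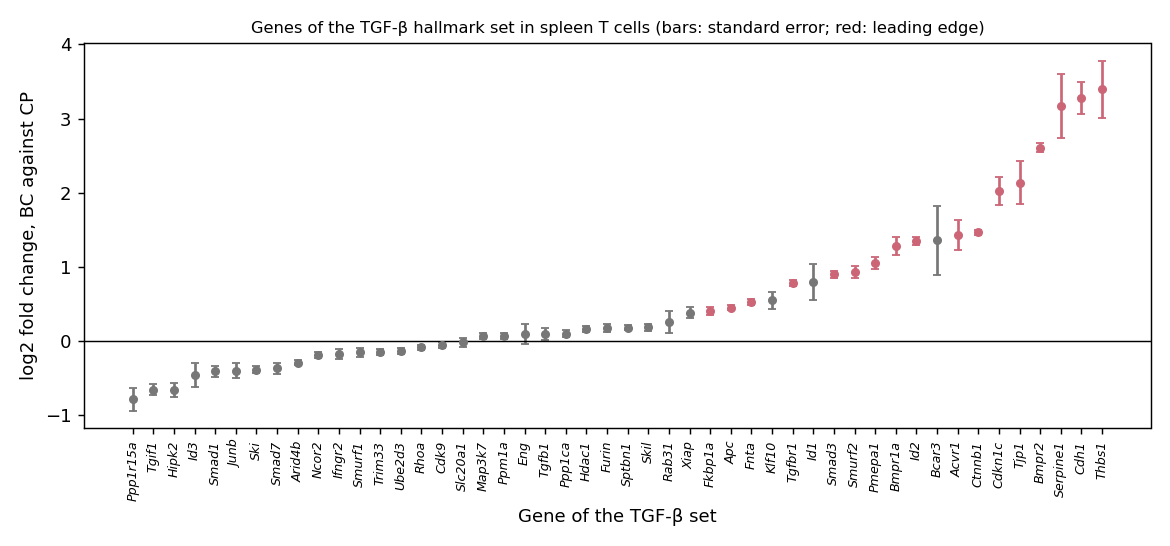
The log2 fold change between BC CML (n = 6 mice) and CP CML (n = 8 mice) of each of the 48 tested genes of the TGF-β hallmark set, sorted from lowest to highest, with 1 standard error. Red points are the 17 genes of the leading edge, and 31 genes lie above 0 and 17 below it.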

Western blot analysis confirmed increased protein levels of Tgfbr1, Tgfbr2, Nfatc1 and Pdcd1 in spleen T cells from *Mir142*^*−/−*^*BCR-ABL* mice compared with those from *Mir142*^*+/+*^*BCR-ABL* mice (Supplementary Fig. 17d). Tgfbr1, Tgfbr2, Nfatc1 and Pdcd1 were also increased in the host T cells (Supplementary Fig. 17e), along with the decreased miR-142 levels (Fig. 5b), from the recipients of *Mir142*^*−/−*^*BCR-ABL* BM MNCs compared with the recipients of *Mir142*^*+/+*^*BCR-ABL* and *Mir142*^*+/+*^ BM MNCs. The increased levels of Tgfbr1, Tgfbr2, Nfatc1 and Pdcd1 in the T cells from *Mir142*^*−/−*^*BCR-ABL* mice were rescued by treatment with M-miR-142 (2 μΜ, 72 h; Supplementary Fig. 17f, g). Thus, we concluded that PD-1 upregulation in T cells carrying miR-142 deficit was likely mediated by an increased TGF-β signaling via upregulation of the miR-142 targets, TGFBR1 and TGFBR2, thereby suggesting that miR-142 deficit impacts on T cell activation and differentiation at least partly through TGF-β-mediated mechanisms^31^.

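In the RNA-seq of spleen T cells, Tgfbr1 had 77.1 ± 3.23 normalized counts (CPM; SD, n = 8 mice) in CP CML and 132.4 ± 8.52 (SD, n = 6 mice) in BC CML. This was a log2 fold change of 0.78 (standard error 0.04, adjusted p = 3.8e-11 from edgeR's quasi-likelihood test), and every BC CML mouse was above every CP CML mouse. Tgfbr2 went the other way, from 387.3 ± 19.5 (SD, n = 8) normalized counts (CPM) in CP CML to 333.9 ± 16.2 (SD, n = 6) in BC CML. Its log2 fold change was -0.21 (standard error 0.04, adjusted p = 0.00018), and every BC CML mouse was below every CP CML mouse. Nfatc1, listed on chromosome 18 from 80606205 to 80713071, had 225.8 ± 10.1 (SD, n = 8) normalized counts (CPM) in CP CML and 243.4 ± 18.3 (SD, n = 6) in BC CML, with overlapping mice. Its log2 fold change of 0.11 (standard error 0.05, adjusted p = 0.045) corresponds to a difference smaller than the SD of the BC CML mice, and lost the threshold when the likelihood ratio test was used (adjusted p = 0.0604). Pdcd1, which encodes PD-1 and is listed on chromosome 1 from 94038305 to 94052553, had 24.8 ± 3.03 (SD, n = 8) normalized counts (CPM) in CP CML and 30.2 ± 9.44 (SD, n = 6) in BC CML. The log2 fold change of 0.29 (standard error 0.14, adjusted p = 0.090) did not pass the threshold. The mean in BC CML rested on replicate 5, which had 49.2 normalized counts (CPM), while the next highest BC CML mouse had 28.8. Without that mouse the log2 fold change of Pdcd1 was 0.09. These values are from T cells as a whole and measure mRNA, not protein. The BC CML samples had a lower score of naive T cell markers and a higher score of myeloid markers. With the myeloid score as a covariate, Tgfbr1 (log2 fold change 0.80, adjusted p = 8.6e-08) and Tgfbr2 (-0.29, adjusted p = 0.000868) passed the threshold, and Nfatc1 (0.07, adjusted p = 0.455) and Pdcd1 (0.20, adjusted p = 0.53) did not. With the naive score, Tgfbr1 passed it (0.57, adjusted p = 0.0026), and Tgfbr2 (-0.13, adjusted p = 0.493), Nfatc1 (-0.19, adjusted p = 0.272) and Pdcd1 (-0.05, adjusted p = 0.953) did not. The naive score nearly follows the group (correlation -0.942), and the standard error of Tgfbr2 rose from 0.04 to 0.12 with it. The paper draws on the RNA-seq enrichment, the increased expression and protein levels it reports for these genes, and their rescue by M-miR-142. It also draws on host T cells with decreased miR-142 and on earlier reports of TGF-β and NFATc1. It concludes that the rise of PD-1 in T cells with a miR-142 deficit was likely mediated by increased TGF-β signaling through both receptors. The paper describes both receptors as miR-142 targets.

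**Figure D3:**
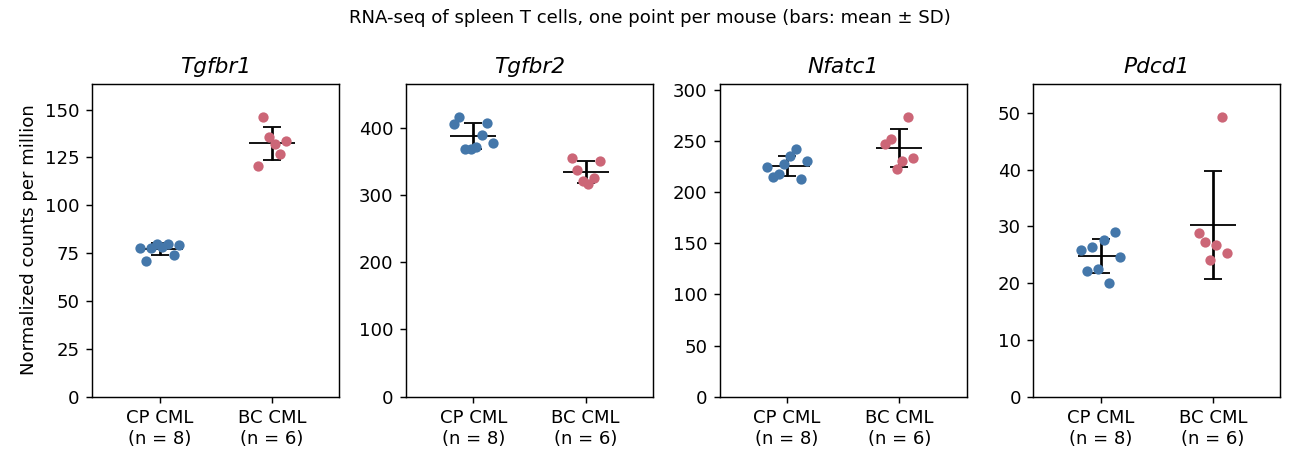
Normalized counts (CPM) of Tgfbr1, Tgfbr2, Nfatc1 and Pdcd1 in spleen T cells by RNA-seq, with 1 point per mouse and bars at the mean ± SD. The CP CML (n = 8) and BC CML (n = 6) mice are separate for Tgfbr1 (higher in BC CML) and Tgfbr2 (lower in BC CML), and overlap for Nfatc1 and Pdcd1.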

### M-miR-142 restores T cell antileukemic activity

To rescue miR-142 deficit of BC T cells, we produced synthetic miR-142-3p and -5p mimic hereafter called M-miR-142^32–34^. We confirmed effective drug uptake by human and mouse T cells using Cy3-conjugated M-miR-142 (Fig. 6a). We showed that treatment with M-miR-142 (2 μΜ) rescued the spontaneous apoptosis and poor cytokine production in T cells from *Mir142*^*−/−*^*BCR-ABL* mice (Supplementary Figs. 14i–k and 15a–d). Next, we performed in vivo experiments and delivered the drug (20 mg/kg M-miR-142-3p and 10 mg/kg M-miR-142-5p; hereafter collectively indicated as 30 mg/kg M-miR-142; see methods for details) by intravenous injection.

**Fig. 6:**
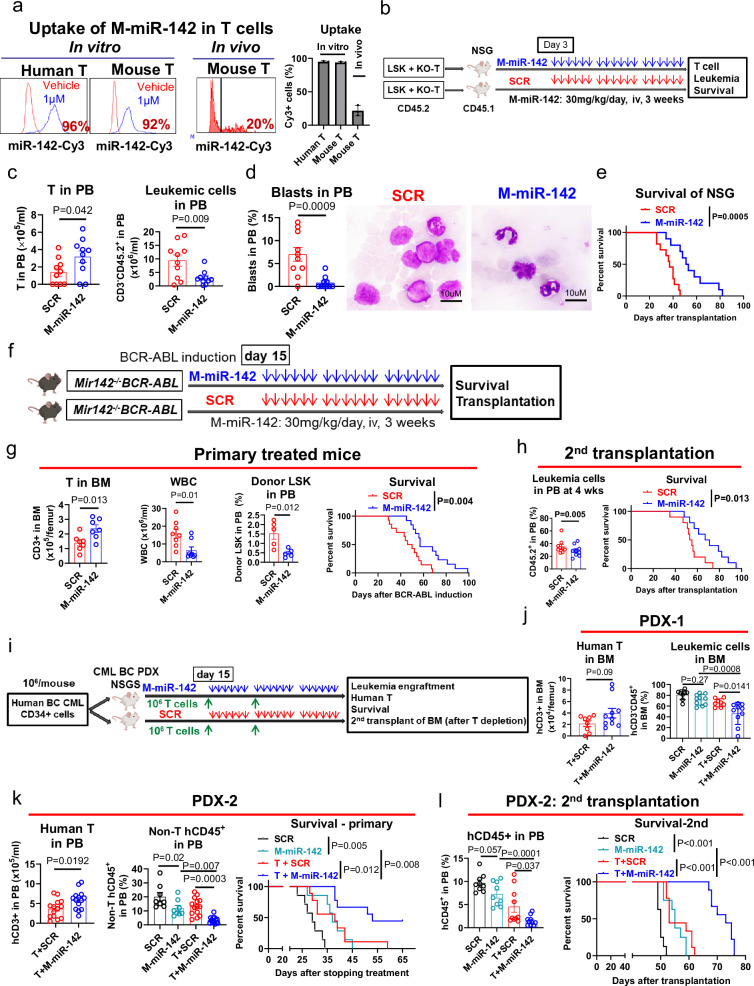
M-miR-142 restores T cell antileukemic activity. **a** Representative plots and combined results of uptake of Cy3-conjugated M-miR-142 by human and mouse T cells (in vitro: 1μΜ; in vivo: 30 mg/kg; *n* = 3). **b**–**e**. Experimental design and results. NSG mice were co-transplanted with *Mir142*^*−/−*^*BCR-ABL* LSK+*Mir142*^*−/−*^ T cells and then treated with SCR or M-miR-142 for 3 weeks (**b**), circulating T and leukemic cell counts (**c**), circulating blasts (%) and blood smear (**d**), and survival (**e**) were shown (*n* = 10 per group). **f**–**h**. Experimental design and results. *Mir142*^*−/−*^*BCR-ABL* mice were treated with SCR or M-miR-142 for 3 weeks (**f**), then BM T cells (*n* = 7 per group), WBC counts (*n* = 8), PB LSKs (*n* = 5), and survival (*n* = 14 for SCR group; *n* = 13 for M-miR-142 group) were shown (**g**). Leukemic cell engraftment (*n* = 9) and survival (*n* = 10) of the 2nd recipients were shown (**h**). **i**–**l** Experimental design and results. Two cohorts of BC CML PDX were given autologous human T cells and then treated with SCR or M-miR-142 (30 mg/kg/day, iv) for 3 weeks (**i**). Human T and leukemic cell engraftment in PDX-1 (**j**; *n* = 8 for SCR and T+ SCR groups; *n* = 12 for M-miR-142 and T+M-miR-142 groups) and PDX-2 (**k**; n = 8 for SCR and M-miR-142 groups; *n* = 14 for T+ SCR and T+M-miR-142 groups) and the survival of PDX-2 (**k**; *n* = 7 for SCR and M-miR-142 groups; *n* = 9 for T+ SCR and T+M-miR-142 groups) were shown. PB human leukemic cell engraftment and survival (**l**; *n* = 8 for SCR and M-miR-142 groups; *n* = 9 for T+ SCR and T+M-miR-142 groups) of the 2nd recipients receiving BM cells from the treated PDX-2 were shown. SCR scramble RNA, LSK Lin^−^Sca-1^+^c-Kit^+^, PDX patient-derived xenograft. For **c**, **d**, **g**, **h**, **j** and **k**, comparison between two groups was performed by two-tailed, unpaired *t*-test. For **j**–**l**, comparisons among multi-groups were performed by one-way ANOVA. For **e**, **g**, **h**, **k** and **l**, log-rank test was used to compare two or more survival curves. *P* values were corrected for multiple comparisons using Holm–Šídák method. Results shown represent mean ± SEM. For **b**, **f** and **i**, mouse images were created in BioRender. Chen, F. (2025) https://BioRender.com/e61c469. Source data are provided as a Source Data file.

To test the in vivo activity of M-miR-142, we transplanted *Mir142*^*−/−*^*BCR-ABL* LSKs (CD45.2, 10,000/mouse) on day 1 and *Mir142*^*−/−*^ T cells (CD45.2, 10^6^/mouse) on day 2 into NSG mice (CD45.1). Starting on day 3, we treated these mice with M-miR-142 (30 mg/kg, iv) or SCR daily for 3 weeks (Fig. 6b). T cell (CD3^+^) and leukemic cell (CD45.2^+^ minus CD3^+^) engraftments were monitored by PB analysis. At the end of treatment, we observed a significant increase of circulating T cells (mean: 3.2 × 10^5^/ml vs 1.4 × 10^5^/ml, *P* = 0.042) and a decrease of circulating leukemic blasts (0.8% vs 7%, *P* = 0.0009) in the recipients treated with M-miR-142 compared with those treated with SCR (Fig. 6c, d). Importantly, we also observed an increased survival (median: 52 vs 37 days, *p* = 0.0005; Fig. 6e) of recipients treated with M-miR-142 vs those treated with SCR. To confirm these results also in mice with an already established BC phenotype, we treated a cohort of *Mir142*^*−/−*^*BCR-ABL* mice with M-miR-142 or SCR starting on day 15 after BCR-ABL induction (Fig. 6f). After 3 weeks of treatment, we observed increased BM T cell number (mean: 2.36 × 10^5^ vs 1.39 × 10^5^ per femur, *P* = 0.013), reduced circulating blasts (LSK: 0.48% vs 1.52%, *P* = 0.012), and significantly prolonged survival (median: 57 vs 48 days, *P* = 0.004) in M-miR-142-treated mice compared with SCR-treated controls (Fig. 6g). Secondary (2nd) recipients of BM cells from M-miR-142-treated donors also showed significantly longer survival than recipients of BM cells from SCR-treated donors (median: 69 vs 54 days, *P* = 0.013; Fig. 6h), suggesting that M-miR-142 may decrease LSC burden through restoring T cell activity.

To test the relevance of these findings to human disease, we first generated two BC CML PDX models with high human leukemic cell burden (both: >50%) by transplanting CD34^+^ cells from a few BC CML patients into NSG-SGM3 (NSGS) mice. Two weeks after transplantation, >5% circulating human CD45^+^ cells were detected and each mouse received autologous human T cells (T cells from the same patient, expanded by anti-CD3/CD28 Ab-coated beads for 2 weeks, 10^6 ^T cells on day 14 and day 21 respectively), and SCR (as control) or M-miR-142 (30 mg/kg/day, iv) for 3 weeks (Fig. 6i). Of note, since untreated PDX model 1 had a prolonged elapsed time-to-death (>16 weeks), only changes in leukemic burden, rather than median survival, were evaluated as the endpoint for treatment activity. In contrast, since untreated PDX model 2 had a relatively short median survival (≤60 days), changes in both leukemia burden and survival were measured as the endpoint for treatment activity. PDX-1 mice that received T cells and M-miR-142 had a trend for increased human T cells (BM: 3.96 × 10^4^ vs 2.125 × 10^4^ per femur, *P* = 0.09) and a significant reduction in human leukemic burden (BM: 46.22% vs 66.01%, *P* = 0.0141) compared with the mice receiving T cells and SCR (Fig. 6j). PDX-2 mice that received T cells and M-miR-142 had a significant increase of human T cells (PB: 5.9 × 10^5^/ml vs 3.67 × 10^5^/ml, *P* = 0.0192), decrease of leukemic burden (PB: 3.35% vs 13.12%, *P* = 0.0003), and prolonged survival (median: 53 vs 38 days, *P* = 0.012) compared with controls receiving T cells and SCR (Fig. 6k).

Of note, after prolonged follow-up, while the T+ SCR-treated PDX-2 mice died of leukemia, the T+M-miR-142-treated PDX-2 mice showed very low leukemic burden (<5% in PB and BM and spleen) and high T cell percentage (>50%), with diarrhea, weight loss, fur ruffling, hunching, and lethargy, suggesting that these mice eventually developed graft-vs-host disease (GVHD). To evaluate the impact of treatment on LSC burden, after completion of treatment of another cohort of PDX-2 mice, we transplanted T cell-depleted BM MNCs (10^6^) from T+M-miR-142- or T+ SCR-treated primary mice into 2nd NSGS recipients. Significantly lower human cell engraftment rates (1.5% vs 4.6% at 4 weeks post-transplantation; *P* = 0.037; Fig. 6l) and increased survival (median: 73 vs 53 days, *P* < 0.001; Fig. 6l) were observed in the recipients of BM from T+M-miR-142-treated donors compared to the recipients of BM from T+ SCR-treated donors.

### Enhanced antileukemic activity of M-miR-142 in combination with TKI and PD-1 antibody

Since TKIs represent a first line targeting approach for CML, next, we tested if targeting miR-142 deficit and/or the consequential PD-1 upregulation enhanced TKI activity in BC models. To this end, we generated a cohort of BC CML mice by transplanting leukemic blasts from diseased CD45.2 *Mir142*^*−/−*^*BCR-ABL* mice into congenic normal wt CD45.1 recipients. On day 15 after transplantation, we treated the recipient mice with TKI (nilotinib, 30 mg/kg/day, oral gavage), TKI+M-miR-142 (30 mg/kg/day, iv), TKI+PD-1 blocking Ab (10 mg/kg, ip, 3x/week), TKI+M-miR-142+PD-1 Ab (“triplet”), or vehicle for 3 weeks (Fig. 7a). We observed significantly reduced donor-cell derived leukemic burden (mean: 40.17% vs 71.64%, *P* < 0.0001) and prolonged survival (median: 66 vs 40 days, Log-rank test, *P* = 0.005) in the TKI-treated group compared with the vehicle-treated group (Fig. 7b–e). TKI+M-miR-142 treatment decreased BC CML leukemic burden in PB (19.23 vs 40.17%, *P* = 0.0002) and prolonged survival (median: 89 vs 66 days, *P* = 0.041) compared to TKI alone treatment (Fig. 7b–e). Treatment with TKI+PD-1 Ab also decreased circulating leukemic burden (mean: 21.64% vs 40.17%, *P* = 0.001) and prolonged survival (median: 86 vs 66 days, *P* = 0.041) compared to TKI treatment (Fig. 7c–e). Of note, mice treated with the “triplet” TKI+M-miR-142+PD-1 Ab had fewer leukemic blasts and longer survival (median: unreached after monitoring for 120 days) compared with TKI+M-miR-142 (89 days, *P* = 0.025), TKI+PD-1 Ab (86 days, *P* = 0.025), TKI (66 days, *P* < 0.001), or vehicle (40 days, *P* < 0.001) -treated mice (Fig. 7c–e). BM cells from the treated mice were also transplanted into 2nd recipient mice to evaluate post-treatment LSC burden. In 2nd transplant experiments, recipients of BM cells from the “triplet”-treated mice also had lower leukemic burden (mean: 7.7%) than TKI+M-miR-142 (23.75%, *P* = 0.06), TKI+PD-1 Ab (26.74%, *P* = 0.026), TKI (52.98%, *P* < 0.0001), or vehicle (47.52%, *P* < 0.0001) -treated mice at 4 weeks post transplantation and longer survival (median: unreached after monitoring for 150 days) than TKI+M-miR-142 (102.5 days, *P* = 0.017), TKI+PD-1 Ab (77 days, *P* = 0.003), TKI (55 days, *P* < 0.001), or vehicle (52 days, *P* < 0.001) -treated mice (Fig. 7f).

**Fig. 7:**
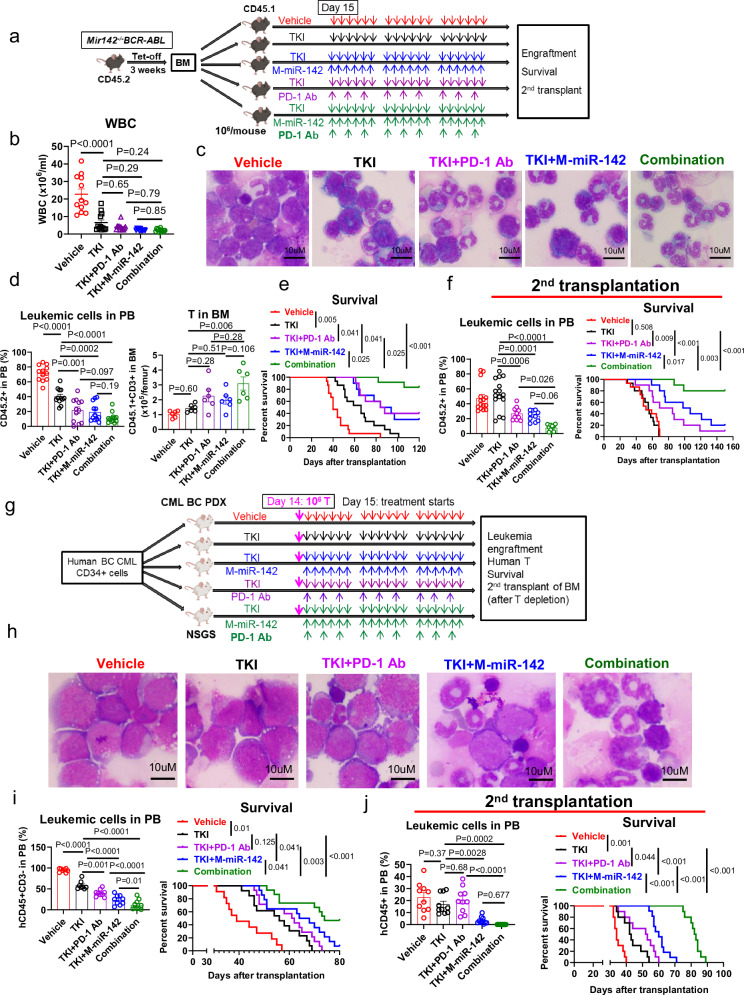
M-miR-142 in combination with TKI and PD-1 Ab showed enhanced antileukemic activity in BC CML models. **a**–**f** Experimental design and results. A cohort of BC CML mice were treated with NIL (30 mg/kg/day, oral gavage), NIL+M-miR-142(30 mg/kg/day, iv), NIL+PD-1 Ab (10 mg/kg, 3x/week), NIL+M-miR-142+PD-1 Ab, or vehicle for 3 weeks (**a**; *n* = 15 per group). WBC counts (**b**), blood smear (**c**), leukemic cell engraftment and host T cell percentages in PB (**d**), and survival of the treated mice (**e**) are shown. BM cells from the treated mice were transplanted into 2nd recipients (*n* = 15 for vehicle and NIL groups and n = 10 for the remaining three groups). Leukemic cell engraftment in PB and survival of the 2nd recipients (**f**) are shown. **g**–**j** Experimental design and results. A cohort of BC CML PDX mice were given autologous human T cells (10^6^/mouse on day 14) and 3 weeks’ treatment with vehicle, NIL (30 mg/kg/day, oral gavage), NIL+M-miR-142(30 mg/kg/day, iv), NIL+PD-1 Ab (10 mg/kg, 3x/week), or NIL+M-miR-142+PD-1 Ab (**g**). Blood smear (**h**), human (h) leukemic cell engraftment in PB (**i**, left; % of hCD45^+^ minus % of hCD3^+^; *n* = 8 for vehicle and NIL groups; *n* = 9 for NIL+M-miR-142 and NIL+PD-1 Ab groups; *n* = 10 for NIL+M-miR-142+PD-1 Ab group) and survival (**i**, right; *n* = 11 for vehicle group; *n* = 13 for NIL group; *n* = 14 for NIL+M-miR-142 and NIL+PD-1 Ab groups; *n* = 15 for NIL + M-miR-142 + PD-1 Ab group) were monitored. BM cells from the treated mice were transplanted into 2nd NSGS recipient mice (*n* = 10 per group). Human cell engraftment in PB and survival of the 2nd recipients are shown (**j**). TKI tyrosine kinase inhibitor, Ab antibody, BC blast crisis, CML chronic myeloid leukemia, NIL nilotinib, WBC white blood cell, PB peripheral blood, 2nd: secondary; PDX: patient-derived xenograft. For **b**, **d**, **f**, **i** and **j**, comparisons among multi-groups were performed by one-way ANOVA. For **e**, **f**, **i** and **j**, log-rank test was used to compare survival curves among multi-groups. *P* values were corrected for multiple comparisons using Holm–Šídák method. Results shown represent mean ± SEM. For **a** and **g**, mouse images were created in BioRender. Chen, F. (2025) https://BioRender.com/e61c469. Source data are provided as a Source Data file.

Next, we generated a cohort of BC CML PDX-2 mice as described above. Two weeks after transplantation and upon detecting >5% circulating human CD45^+^ cells, each mouse received autologous human T cells (10^6^ T cells on day 14), and three-week treatment with vehicle or TKI alone, doublet (TKI+M-miR-142 or TKI+PD-1 Ab) or triplet (TKI+M-miR-142+PD-1 Ab; see methods for details; Fig. 7g). We observed lower percentage of leukemic blasts and human BC CML cells (mean: 58.4% vs 94.56%, *P* < 0.0001) and longer survival (median: 56 vs 39 days, *P* = 0.01) in the TKI-treated group than in the vehicle-treated group (Fig. 7h, i). TKI+M-miR-142 treatment significantly decreased human BC CML leukemic burden (mean: 23.42% vs 58.4%, *P* < 0.0001) and prolonged survival (median: 66 vs 56 days, *P* = 0.041) compared to TKI treatment (Fig. 7h, i). Treatment with TKI+PD-1 Ab also reduced human BC CML leukemic burden (mean: 40.01% vs 58.4%; *P* = 0.001) but did not change survival significantly (median: 61.5 vs 56 days, *P* = 0.125) compared to TKI alone (Fig. 7i). Mice treated with “triplet” had lower leukemic burden (mean: 11.55%) after 3 weeks’ treatment and longer survival (median: 74 days) than TKI+M-miR-142 (mean: 23.42%, *P* = 0.01; median: 66 days, *P* = 0.041), TKI + PD-1 Ab (40.01%, *P* < 0.0001; 61.5 days, *P* = 0.003), TKI (58.4%, *P* < 0.0001; 56 days, *P* < 0.001), or vehicle (94.56%, *P* < 0.0001; 39 days, *P* < 0.001) -treated mice (Fig. 7h, i). In 2nd transplant experiments, recipients of BM MNCs from triplet-treated mice also had lower leukemic burden than the other groups at 4 weeks post transplantation and survived longer (median: 82.5 days) than the recipients of BM MNCs from TKI+M-miR-142 (60 days, *P* < 0.001), TKI+PD-1 Ab (52.5 days, *P* < 0.001), TKI (42.5 days, *P* < 0.001), or vehicle (34 days, *P* < 0.001) -treated mice (Fig. 7j).

## Discussion

While autonomous mechanisms of transformation of CP-LSCs into BC-LSCs have been extensively studied^35^, the impact of the leukemic microenvironment, including the immune system in the BC transformed niche, remains to be fully elucidated. We have recently shown that miR-142 deficit acquired by CP-LSCs enhances mitochondrial fusion and OxPhos and transforms these cells into BC-LSCs^16^. Previous reports have suggested that lower miR-142 levels associated with accelerated phase and reduced response to TKI treatment in CML patients^36–38^. Using BC GEMM and PDX models, herein we show that during BC evolution, an acquired miR-142 deficit causes a loss of T cells, thereby allowing BC immune escape. Using a combination of scRNA-seq and immunophenotypic analyses and in vivo differentiation studies, we demonstrated that miR-142 deficit redirected LMPPs preferentially toward the myeloid lineage differentiation in *Mir142*^*−/−*^*BCR-ABL* mice compared with those from the control mouse strains (i.e., *Mir142*^*+/+*^, *Mir142*^*−/−*^ or *Mir142*^*+/+*^*BCR-ABL*). Furthermore, we showed that miR-142 deficit also impaired LMPPs’ downstream thymic T differentiation. To this end, the thymus of the *Mir142*^*−/−*^*BCR-ABL* mouse was significantly smaller than that of the *Mir142*^*+/+*^*BCR-ABL* mouse, and the thymic T cell precursors were found arrested at the DN stage. In the *Mir142*^*−/−*^*BCR-ABL* mouse, the fewer mature T cells that eventually emerged were depleted in Tnaïve and Treg and enriched in CD8^+^ Tcm and Teff. These results are consistent with a recent report showing that Treg-miR-142 KO in miR-142^f/f^Foxp3Cre mice causes reduction of Treg number and activity^39^. Thus, Treg reduction, along with increase in cytokines released by leukemic blasts, could potentially explain the Teff enrichment observed in the *Mir142*^*−/−*^*BCR-ABL* mouse. However, the enrichment in CD8^+^ Tcm and Teff cells in the *Mir142*^*−/−*^*BCR-ABL* mouse did not translate into antileukemic activity. To this end, Teff cells in the *Mir142*^*−/−*^*BCR-ABL* mouse showed higher immune checkpoint levels, less cytokine production, loss of the activating metabolic switch (i.e., concurrent increase in glycolysis and OxPhos)^24^ and an increased rate of spontaneous apoptosis compared with those from the control *Mir142*^*+/+*^*BCR-ABL* mouse. Furthermore, we confirmed decrease in antileukemic activity both in vitro using co-cultures of LSK blasts with *Mir142*^*−/−*^ T cells, and in vivo using combinatorial transplants of *Mir142*^*−/−*^*BCR-ABL* LSK and *Mir142*^*−/−*^ *or Mir142*^*+/−*^ or *Mir142*^*+/+*^ T cells into congenic recipient mice. In fact, leukemic mice hosting *Mir142*^*−/−*^ or *Mir142*^*+/−*^ T cells invariably had a shorter survival compared with those hosting *Mir142*^*+/+*^ T cells. Based on these results, we then postulated that T cell immune escape mechanisms could be mediated by T lymphopenia due to a cytokine-mediated miR-142 deficit acquired during BC evolution. Of note, while we demonstrated in vitro decrease of cytokine production and cytotoxic activity, whether this functional impact also contributed to leukemia immune escape remains to be fully elucidated. Reduced miR-142 levels and T lymphopenia were also observed in the BC vs CP CML samples, even though the difference in miR-142 levels between BC vs CP CML could also be accounted for by the difference in T cell subtypes.

Of note, while GEMMs are valuable tools to study the functional consequence of miR-142 deficit and how it impacts leukemogenesis, they are not useful to explain how miR-142 deficit is acquired by T cells during human BC transformation. To this end, we showed that IL-6 was increased both in BC mouse models and primary patient blasts. IL-6 was previously reported to be higher in BC CML patients than in CP CML patients^25,40^ and to be both a target and a regulator of miR-142^26^. Our data supports that IL-6 secreted by growing myeloid blasts contributes to miR-142 downregulation both in LMPP and T cells, thereby reducing T cell production, persistence and in turn their antileukemic activity. Of note, IL-6 has also been shown to be involved in inducing PD-1 expression through mechanisms that remain to be fully elucidated^41^. Our study provided evidence that IL-6 can induce PD-1 upregulation in T cells via miR-142 downregulation. To this end, TGFBR1 and TGFBR2 are reported targets of miR-142-3p and -5p respectively^28^ and our RNA-seq data showed upregulation of TGF-β signaling in the T cells from the *Mir142*^*−/−*^*BCR-ABL* mice. Accordingly, we showed IL-6-induced miR-142 deficit resulted in TGFBR1/TGFBR1 upregulation, enhanced TGF-β/Nfatc1 signaling and ultimately PD-1 upregulation, which possibly impact on T cell activity. Of note, CD8^+^ T cell exhaustion has also been reportedly associated with high levels of PD-1 and decrease in cytotoxicity, proliferation, and cytokine production in CML^42–46^. Taken together, our data showed that enhanced TGF-β signaling driven by miR-142 deficit could associate with PD-1 upregulation and possibly with a negative impact on T cell activity, as previously reported^28,47,48^.

We believe that our observations have a twofold clinical relevance. Firstly, they add novel insights to the mechanisms of BC transformation, which also included acquisition of overexpressed or mutated driver genes that could impact both on leukemic growth and immune evasion^35^. Secondly, as we showed that BC CML immune escape was rescued by M-miR-142^16^, a synthetic miR-142 mimic, they may offer conceptually new treatment strategies. In fact, BC CML GEMMs and PDXs carrying miR-142^−/− or low^ T cells have a more rapid disease growth and shorter survival than controls with miR-142^+/+^ T cells. Treatment of these mice with M-miR-142 rescued the BC phenotype and prolonged survival compared with those treated with SCR control, by restoring T cell activity and reducing mitochondrial oxidative metabolism in LSCs^16^. The recent progress made in the design and formulation of RNA-based therapeutics supports the growing enthusiasm for this class of compounds and the increasing hope that they can be used to aim at otherwise non druggable targets. One of the advantages of leukemia-targeted miRNA-based therapeutics is the ability to concurrently target distinct compartments of the leukemic niche, thereby affecting both intrinsic and extrinsic mechanisms of LSC homeostasis. To this end, miR-142 deficit drives BC transformation by acting both on LSCs^16^ and T cells. Of note, the activity of M-miR-142 was enhanced by the PD-1 blocking Ab, and the triple combination of M-miR-142, PD-1 Ab and TKI induced the longest survival compared with any doublet combination or single agent, thereby opening a window for novel therapeutic approaches for BC patents. Of note, it is likely that our observation can be extended to other types of myeloproliferative neoplasms transforming into secondary AML.

Of note, miR-142 reportedly regulates differentiation and activation of immune cells other than T cells [i.e., B, dendritic cells (DC), NK cells and myeloid cells]^4,5,9,49^. While our study showed that miR-142 deficit affects the output of T cells from LMPP as well as the persistence and activity of mature T cells, changes in other immune cell subpopulations may also occur and contribute to the immune escape and disease growth.

In conclusion, herein we unveil novel immune escape mechanisms of BC transformation mediated by an acquired miR-142 deficit that causes loss of T cells. The miR-142 deficit is promptly rescued with a synthetic miR-142 mimic, M-miR-142, that alone or in combination with PD-1 Ab and/or TKI extends survival of BC murine and PDX models. IND-enabling studies for M-miR-142 are also underway for a rapid translation of our observations from the bench to the bedside.

## Methods

Our research complies with all relevant ethical regulations. Animal experiments were carried out following the federal guidelines and protocols were approved by the Institutional Animal Care and Use Committee at City of Hope.

### Human samples

Normal PB and BM samples were obtained from healthy donors at the City of Hope National Medical Center (COHNMC). CP and BC CML samples were obtained from patients who had not received TKI treatment at the COHNMC. All CML samples used in this study are P210 BCR–ABL positive, as confirmed by FISH analysis and qPCR. MNCs were isolated using Ficoll™ separation. When necessary, CD34+ cells were then isolated using a positive magnetic bead selection protocol (Miltenyi Biotech, Germany). All CML patients and healthy donors signed an informed consent form. Sample acquisition was approved by the Institutional Review Board (IRB # 06229 and IRB# 18067 protocols) at the COHNMC, in accordance with an assurance filed with and approved by the Department of Health and Human Services and met all requirements of the Declaration of Helsinki.

### Animal studies

All mouse models used in this study are in CD45.2 C57Bl/6j background and 6–10 weeks old male and female mice were used. SCLtTA/BCR-ABL transgenic mice (hereafter called BCR-ABL)^17,50^ were maintained on tetracycline (tet)-containing water at 0.5 g/l. Withdrawal of tet results in expression of BCR-ABL and generation of a CP CML-like disease in these mice^17,50^. MiR-142 KO (i.e., *Mir142*^*−/−*^) and *Mir142*^*f/f*^ mice were generated by our collaborator Dr. Mark Boldin^4^. *Mir142*^−/−^*BCR-ABL* mice were generated by crossing *Mir142*^*−/−*^ with *BCR-ABL* mice. *Mir142*^*f/f*^*Lck-cre*^+^(miR-142 KO in T cells, also called *Mir142*^TΔ/Δ^) mice were generated by crossing *Mir142*^*f/f*^ with *Lck-cre*^+^(Jax lab, 3802) mice. *Mir142*^TΔ/Δ^*BCR-ABL* mice were generated by crossing *Mir142*^*f/f*^*Lck-cre*^+^ mice with *BCR-ABL* mice. The genotyping of the above mice was performed by Transnetyx. All *Mir142*^+/+^*BCR-ABL* and *Mir142*^−/−^*BCR-ABL* mice used in this study were 6-10 weeks old and BCR-ABL expression was induced by tet-off for 3 weeks, unless indicated differently. To evaluate the contribution of miR-142 deficit in T cells to BC disease growth, we co-transplanted *Mir142*^−/−^*BCR-ABL* LSKs with *Mir142*^*+/+*^ T cells or *Mir142*^*+/−*^ T cells or *Mir142*^*−/−*^ T cells into CD45.1 normal wt recipients [irradiated with 6Gy (X-ray) to deplete T cells] or NSG recipients (lacking T cells). We also transplanted *Mir142*^−/−^*BCR-ABL* LSKs or *Mir142*^+/+^*BCR-ABL* LSKs into *Mir142*^*−/−*^ (homozygous KO), *Mir142*^*+/−*^ (heterozygous KO), or *Mir142*^*+/+*^ (wt) recipients, or into *Mir142*^*−/−*^ (global KO), *Mir142*^TΔ/Δ^ (T-KO), or wt recipients. To evaluate the impact of expanded leukemic blasts on host T cells, we transplanted BM MNCs from CD45.2 normal wt, *Mir142*^+/+^*BCR-ABL* (CP CML), or *Mir142*^−/−^*BCR-ABL* (BC CML) mice into congenic CD45.1 normal wt recipient mice and measured miR-142 levels and activity of CD45.1^+^CD3^+^ host T cells in the recipients at 2 and 4 weeks post transplantation. Six- to ten-week-old CD45.1 C57Bl/6j (from Charles River) male or female mice were irradiated at 6Gy (X-ray) within 24 hrs before transplantation and used as recipients to allow tracking of CD45.2 C57Bl/6j donor cells. The number of mice for each study group was chosen based on the expected endpoint variation (i.e., engraftment rate and latency period of leukemia) and on the availability of mice from different strains. To achieve a meaningful comparison, we matched *Mir142*^−/−^*BCR-ABL* and *Mir142*^*+/+*^*BCR-ABL* mice not only for age and gender but also for SCL and BCR-ABL level (by Q-RT-PCR). Investigators were blinded to mouse genotype while performing treatment or monitoring for engraftment or survival. All the experimental mice were housed in 68-79F temperature and 30-70% humidity, in a 12:12-h light:dark cycle. Mice are group-housed in individually ventilated cages (Optimice, Animal Care Systems, Centennial, CO). Mice are allowed free access to rodent chow (no. 5053, LabDiet, St Louis, MO), and reverse-osmosis–purified water. Mouse care and experimental procedures were performed in accordance with federal guidelines and protocols and were approved by the Institutional Animal Care and Use Committee at City of Hope.

### Flow cytometry analyses

Human T cells and CD34^+^ cells were selected using the CD3 microbeads and indirect CD34 microbead kit (Miltenyi Biotec, San Diego, CA) respectively. For flow cytometry analysis, cells were washed and suspended in phosphate-buffered saline (PBS; Gibco) supplemented with 1% BSA and stained with corresponding Abs (Supplementary Table 2). Mouse cells were obtained from PB, BM (both tibias and femurs), or spleen. To measure intracellular cytokine production, mouse and human T cells were treated with stimulation cocktail (PMA plus ionomycin, eBioscience) and protein transport inhibitor (Brefeldin A and Monensin, eBioscience) for 5 h according to the manufactures’ protocol, then T cells were fixed and permeabilized using Foxp3/Transcription Factor Staining Buffer Set (eBioscience) and stained with Abs against intracellular cytokines. The mouse and human Abs used in this study were described in Supplementary Table 2. Stem and progenitor subpopulations were identified as LSK (Lin^−^Sca-1^hi^c-Kit^hi^). Lymphoid-primed multipotent progenitors (LMPPs) were identified as Flt3^+^CD150^−^ LSK^17,51^. To sort LSK or LMPP cells, c-kit^+^ cells were selected with anti-mouse CD117 microbeads (Miltenyi Biotec, San Diego, CA) or Lin^−^ cells were selected with Lineage depletion microbeads (Miltenyi Biotec, San Diego, CA) and then stained with mouse Abs before sorting. To determine engraftment rate of human CML cells in NSGS mice, PB, BM and spleen cells were stained with anti-human CD45, CD33 and CD34 Abs (Supplementary Table 2). All analyses were performed on a Fortessa x20 flow cytometer (BD Biosciences) and sorting was performed on Aria Fusion instrument (BD Biosciences) and data were analyzed by BD FACSDiva (v9.0) or FlowJo (v10.8.1) software.

### LMPP in vitro and in vivo differentiation assay

LMPP (Flt3^+^CD150^−^ LSK) cells were sorted from the BM of *Mir142*^*+/+*^*BCR-ABL* or *Mir142*^*−/−*^*BCR-ABL* mice (BCR-ABL were induced by tet-off for 3 weeks). To support the differentiation of LMPP cells into T lymphocytes, OP9-DL1 stromal cells (RIKEN) were cultured in MEMα medium with 20%FBS in 24 well plates until 50% confluent, then 5 × 10^4^ LMPPs in 1 mL of MEMα (without nucleotide) medium with 20% FBS, 5 ng/mL of Flt3L and 1 ng/ml of IL-7 were seeded on the feeder OP9-DL1 cells. LMPPs were passaged every 3 or 4 days and transferred to a new plate of OP9-DL1 cells with 50% confluent. On day 6, 10, 15, and 19, cell numbers were counted; cells were aliquoted for RNA isolation and flow cytometry analysis of myeloid, B and T lineage differentiation by staining with CD11b, CD19, CD25, CD44, CD3, CD4 and CD8 Abs (Supplementary Table 2).

To compare LMPP thymic homing and differentiation, we next transplanted BM LMPPs from CD45.2 *Mir142*^*−/−*^*BCR-ABL* and *Mir142*^*+/+*^*BCR-ABL* mice into normal wt CD45.1 recipients. We also transplanted BM LMPPs from CD45.2 *Mir142*^*−/−*^ or *Mir142*^*+/+*^ mice into CD45.1 normal wt recipients. Thymic homing of LMPPs at 24 h were measured. After transplantation, donor LMPP-derived cells, including CD4 and CD8 DN, DP, and SP cells, in thymus on day 14 and mature T cells, including αβ T and γδ T cells in PB, BM and spleen on day 28 after transplantation were analyzed by flow cytometry.

### Cell Culture

Murine BM LSKs were cultured in Stemspan™ serum-free medium II (SFEM II, StemCell Technologies) supplemented with 10 ng/ml SCF and 10 ng/ml TPO. Human and mouse T cells were cultured in advanced RPMI1640 medium with 10% FBS supplemented respectively with human or mouse 100 μ/ml IL-2 and 2.5 ng/ml IL-7. The co-culture of T cells and BM MNCs was conducted in a 24-transwell plate with lower and upper chambers separated by a membrane with 0.4 μm-diameter pores (Corning Costar). BM MNCs (2 × 10^6^ per well) were seeded into the lower chamber and T cells (2 × 10^5^ per well) were added into the upper compartment. T cells were harvested at 72 h for RNA extraction and flow cytometry analysis. All the cultured cells were maintained at 37 °C with 5% CO_2_ and high humidity.

### Apoptosis, cell cycling and cell growth

Human T cells from CP CML or BC CML patients and murine T cells from *Mir142*^*+/+*^*BCR-ABL* (CP CML) or *Mir142*^−/−^*BCR-ABL* (BC CML) mice were analyzed for apoptosis, cell cycling and cell growth. T cells were also treated with scrRNA or M-miR-142 (2 µM) or miR-142 inhibitor (2 µM), for 72 h and analyzed for apoptosis, cell cycling and cell growth. Apoptosis was measured by labeling cells with annexin V (Supplementary Table 2) and 4, 6‐diamidino‐2‐phenylindole (DAPI, BD-PharMingen, San Diego, CA) and analyzed by flow cytometry. Cell cycling was measured by Ki-67/DAPI staining (Supplementary Table 2). T cells’ ex vivo proliferation rate was also analyzed by CellTrace™ Violet Cell Proliferation Kit (Thermal Fisher). T cells were pre-stained with 5 μM Celltrace™ violet dye and then cultured with CD3/CD28 Dynabeads™ for 3 days, followed by flow cytometry analysis of T cell proliferation. Cell growth was detected using Cell-Titer Glo® Luminescent Cell Viability Assay (Promega) following the manufacturer’s protocol.

### Gene expression by Q-RT-PCR

To measure the miRNA and mRNA expression, total RNA was extracted using the miRNeasy Mini Kit (Qiagen, Valencia, CA). For miRNA expression, reverse transcription using MultiScribe™ Reverse Transcriptase and Q-PCR analysis using Taqman assays (Applied Biosystems; Supplementary Table 3) were performed according to the manufacturer’s protocol. RNU44 and snoRNA234 were used as internal controls for human and mouse miRNA respectively. For mRNA expression, first-strand cDNA was synthesized using the SuperScript III First-Strand Kit and then Q-PCR was performed using TaqMan Gene Expression Assays (Applied Biosystems; Supplementary Table 3). *BCR-ABL* expression in human and mouse samples were measured with primer and probe sequences for *BCR-ABL* (B3A2 or B2A2), as previously described^52^. B2M was used as internal controls, and the results are presented as log2-transformed ratio according to the 2^–ΔCt^ method (ΔCt=Ct of target –Ct of reference).

### Single cell RNA sequencing

Murine BM LMPPs from *Mir142*^*+/+*^*, Mir142*^*−/−*^*, Mir142*^*+/+*^*BCR-ABL* (CP CML), and *Mir142*^*−/−*^*BCR-ABL* (BC CML) mice (BCR-ABL was induced by tet-off for 3 weeks) and human LMPPs from CP CML or BC CML patients were sorted for scRNA-seq. PB MNCs and BM and spleen T cells (CD3^+^) isolated from *Mir142*^*+/+*^*BCR-ABL* and *Mir142*^*−/−*^*BCR-ABL* mice (BCR-ABL was induced by tet-off for 3 weeks) were also subjected to scRNA-seq. Flow cytometry sorted single cells were captured on a Chromium Controller (10xGenomics) using a single cell 3’ Reagent V3.1 Chemistry Dual Index kit (10X Genomics, PN-1000121) targeting ~5000–7000 cells/sample. Single-cell RNA-seq libraries were constructed by following the manufacturer’s instruction. The cDNA and library quality were analyzed on a High Sensitivity DNA Chip (Agilent Technologies, #5067-4626). Qubit High Sensitivity DNA assay Kit (ThermoFisher Scientific) was used for sequencing library quantification. The sequencing was performed on Illumina NovaSeq 6000 platform (Illumina) at The Translational Genomics Research Institute (TGen) with the sequencing depth of 50K–75K reads/cell. Real-time analysis (RTA) v3.4.4 software was used to process the image analysis.

Raw sequencing data were aligned back to the mouse genome (mm10) using cellranger count command to produce expression data at a single-cell resolution according to 10x Genomics (https://support.10xgenomics.com/single-cell-gene-expression/software/pipelines/latest/using/count).

The Seurat R package^53^ was employed to facilitate various critical data processing and analysis tasks, including gene and cell filtration, data normalization, principal component analysis (PCA), identification of variable genes, clustering analysis, and Uniform Manifold Approximation and Projection (UMAP) dimension reduction. To provide a succinct overview of the methodology, individual matrices containing gene-by-cell expression data were imported to create distinct Seurat objects for each sample. Subsequently, cells with fewer than 200 detectable genes and a mitochondrial gene content exceeding 15% were systematically excluded. Following this, the data from different samples were harmoniously integrated using scTransform package for subsequent analytical procedures. Dimensionality reduction was carried out through PCA and the first few principal components were selected based on an elbow plot and retained for clustering. The resulting clusters were visually represented using UMAP embedding, and a comprehensive examination of gene expression patterns was conducted through the utilization of various visualization techniques, including VlnPlot, FeaturePlot, and DotPlot. The T cell clusters were annotated based on expression patterns of known markers shown in Supplementary Table 1. Differentially expressed (DE) genes in each cluster or using whole cells between two samples were discovered with function FindAllMarkers. Gene ontology (GO) and Kyoto encyclopedia of genes and genomes pathway analysis were performed with DE genes using GSEA function implemented in clusterProfiler package^54^, then being plotted with ggplot2 (H. Wickham. ggplot2: Elegant Graphics for Data Analysis. Springer-Verlag New York, 2016.).

### Bulk RNA sequencing

T cells (2 × 10^5^/sample) from the spleen of *Mir142*^*+/+*^*BCR-ABL* (CP CML, *n* = 8 mice) and *Mir142*^*−/−*^*BCR-ABL* (BC CML, *n* = 6 mice) (BCR-ABL were induced by tet-off for 3 weeks) mice were sorted, and total RNA was extracted using the miRNeasy Micro Kit (Qiagen, Valencia, CA). RNA sequencing libraries were prepared with Kapa mRNA HyperPrep kit (Kapa Biosystems) according to the manufacturer’s protocol. RNA-seq libraries were sequencing on Illumina NovaSeq6000 with the sequencing length of 2 × 101 bp. RNA-Seq reads were trimmed to remove sequencing adapters using Trimmomatic^55^ and polyA tails using FASTP^56^. The processed reads were mapped to the mouse genome mm10 using STAR (v. 2.6.0.a)^57^, and gene expression levels were summarized by HTSeq-count v.0.11.1^58^. Gene expression raw counts were normalized using TMM normalization method and differential expression analysis was conducted using log likelihood ratio test implemented in “edgeR”^59–62^. DEGs between BC vs CP T cells were considered significant with an FDR-adjusted *p*-value less than 0.05. Genes ranked according to their log2 fold change and *p*-values were then subjected to pre-ranked GSEA analysis using hallmark pathways. Heatmaps were generated using “pheatmap” package.

### Untargeted metabolomics

CD3^+^ T cells were sorted by flow cytometry from the spleen of *Mir142*^*−/−*^*BCR-ABL* and *Mir142*^*+/+*^*BCR-ABL* mice (BCR-ABL expression was induced by tet-off for 3 weeks, *n* = 9 mice per group). After sorting, T cells from 5 mice per group were snap-frozen in liquid nitrogen as resting T cells. T cells from 4 mice per group were cultured in advanced RPMI1640 with 10% FBS and 50 μ/ml IL-2 in the presence of Dynabeads™ Mouse T-Activator CD3/CD28 (11452D, ThermoFisher) for 24 h and then snap-frozen as activated T cells. Metabolite extraction was performed on resting (6 × 10^6^/sample, *n* = 5 sample per group) and activated (3 × 10^6^/sample, *n* = 4 sample per group) T cells from both *Mir142*^*−/−*^*BCR-ABL* and *Mir142*^*+/+*^*BCR-ABL* mice and subjected to untargeted metabolomics as described previously^16^. A matrix pooled QC was used for determining instrument variability, performing batch correction and normalization^16,63^. System suitability was performed before and after batch using inhouse standard metabolite extract^16,63^.The raw data were processed using Compound discoverer 3.2 where minimum peak intensities of 70,000 and 60,000 for the respective positive and negative modes were used as an threshold for compound detection^16,63^. The data were searched against HMDB, KEGG, LipidMaps and MzCloud databases for putative metabolite annotation. Compounds with <25% RSD (relative standard deviation) in pooled QC post SERRF (Systematic Error Removal Using Random Forest) normalization were subjected to normalization using internal standard followed by VSN (variance stabilizing normalization)^16,64^. The precursor ion extraction of metabolites from glycolysis, TCA cycle and oxidative phosphorylation was performed on skyline 20.1.0.155 with mass error threshold of ±5 ppm. One-way ANOVA in R was performed to determine differentially abundant compounds among multi-groups, and the *p*-values were adjusted for multiple comparisons using Tukey method. Compounds with *P* < 0.05 were considered statistically significant. Each annotated compound was manually verified for its match to predicted/expected retention time, product ions, mz logic score, ionization preference prior and after the statistical analysis. Only endogenous metabolites were used for data representation and interpretation (The global metabolome profile is available in Supplementary Data 4).

### Seahorse assay

An Agilent Seahorse XF Sensor Cartridge was hydrated in Agilent Seahorse XF Calibrant at 37 °C in a non-CO2 incubator overnight. On the day of assay, each well of a Seahorse XF-96-well cell culture microplate was seeded with 400,000 resting T cells or 200,000 activated T cells [cultured with Dynabeads™ Mouse T-Activator CD3/CD28 (11452D, ThermoFisher) for 24 h] in 180 μl of Seahorse assay medium, consisting of basal XF media, 1 mM sodium pyruvate, 2 mM glutamine, and 20 mM glucose, with a pH of 7.4. Four wells have only Seahorse assay medium without cells as controls. The cell culture plate was thereafter placed in a non-CO2 incubator at 37 °C for 1 h prior to the assay. Stressor mix (1 μM oligomycin and 5 μM FCCP for resting T cells; 1 μM oligomycin and 1 μM FCCP for activated T cells) was subsequently loaded into the hydrated sensor cartridge. The sensor cartridge was then mounted onto the cell culture plate and loaded into the Seahorse XF96 Analyzer (Agilent, Santa Clara, CA), and Agilent Seahorse XF Cell Energy Phenotype Test was performed with simultaneous injection of oligomycin and FCCP.

### Measurement of cytokine and chemokine expression by Luminex assay

To measure cytokine and chemokine levels, 0.5 ml peripheral blood per mouse was collected from *Mir142*^*−/−*^*BCR-ABL* and *Mir142*^*+/+*^*BCR-ABL* mice (BCR-ABL expression was induced by tet-off for 3 weeks), and plasma was obtained and aliquoted. Bone marrow (BM) was flushed out from the two femurs using 0.2 ml IMDM medium. Spleen was weighed, cut into small pieces, and squeezed through a 100 µm cell strainer using 1 ml IMDM medium. BM and spleen cell suspensions were centrifuged, and supernatants were aliquoted and snap frozen in liquid nitrogen. Customized Luminex assay for a panel of murine cytokines and chemokines (R&D systems; Supplementary Table 4) were performed on plasma and BM and spleen supernatants and concentrations of cytokines/chemokines calculated using standard curves, based on the manufacturer’s protocol. The volume of the two femur cavities is about 20 μl, and the measured concentrations were adjusted based on this dilution factor (200/20 = 10×) to obtain the concentrations of cytokines/chemokines per unit volume BM. Concentrations in splenic supernatants were normalized to weight.

### Western blotting

T cells were lysed in the RIPA buffer (Thermal Fisher) with protease inhibitor cocktail (Sigma Aldrich). The protein concentration of the lysates was quantified by the Bradford protein assay kit (Bio-Rad). Equal amounts of protein (20 μg) were electrophoresed in 12% sodium dodecyl sulfate-polyacrylamide gel and transferred to polyvinyldifluoride membranes (Millipore). The membranes were blocked for 1 h with 5% non-fat milk, and incubated with primary Abs (TGFBR1, ab235578, Abcam; TGFBR2, ab269279, Abcam; PD-1, AF1021, R&D; ACTIN, 8H10D10, Cell Signaling) diluted by 1:1,000 in 5% non-fat milk at 4 °C overnight. For NFATC1, the membrane was blocked for 1 h with 5% BSA and incubated with primary Ab (NFAT2, #8032, Cell Signaling) diluted by 1:1000 in 5% BSA. After washing, membranes were incubated with the corresponding horseradish peroxidase-conjugated secondary Ab diluted by 1:2000 in 5% non-fat milk. The immune complexes were visualized using SuperSignal™ West Femto Maximum Sensitivity Substrate detection kit according to the manufacturer’s instructions (ThermoFisher). When necessary, membranes were stripped by stripping buffer (Bioland Scientific) for 10 min at room temperature, and re-probed with Abs.

### Lentiviral transduction of human T cells

GFP-expressing miRZip anti-miR-142-3p/5p (CS940MZ-1, a custom order from System Biosciences, with H1 promoter for anti-miR-142-3p and EF1a promoter for GFP-T2A-Puro expression) and non-target control (cat: SI506A-1, from System Biosciences) lentiviruses were produced and used for transduction of human T cells. Briefly, human T cells were activated using Dynabeads™ Human T-Activator CD3/CD28 (11131D, ThermoFisher) with a ratio of 3:1 in 24-well culture plate in the presence of 30 μ/ml IL-2. On the second day, cells were transferred into RetroNectin-coated plate followed by addition of lentivirus with a MOI of 3 and TransDux virus transduction reagent (System Biosciences). The plate was then centrifuged for 90 min at 1500 × *g* for spinoculation. After 3 days of culturing, GFP positive cells were sorted, and then analyzed for apoptosis, cell cycling, cell growth and intracellular cytokines.

### Oligodeoxynucleotide design and synthesis

MiR-142-3p inhibitor and miR-142-5p inhibitor (collectively called miR-142-3p/5p inhibitor) and miR-142-3p and -5p mimics (collectively called M-miR-142) were designed and synthesized as previously stated^33,34^. The double-stranded sequence of miR-142 mimic was conjugated through the 5′ end of the passenger strand to the 3′ end of a single-stranded, partly phosphorothioated oligodeoxynucleotide (CpG ODN) using a synthetic carbon linked to obtain CpG-M-miR-142. To ensure the maximum activity and target specificity and to confer nuclease resistance to M-miR-142, the miR-142 moiety was also 2′-O-methyl modified at the 3′ end of the passenger strand. The constructs were also conjugated with Cy3 to track the internalization in the cells by flow cytometry. The sequences were as follows: miR-142-3p inhibitor: 5′ G*G*T GCA TCG ATG CAGG*G*G* G*G xxxxx mUmCmC mAmUmA mAmAmG mUmAmG mGmAmA mAmCmA mCmUmA mCmA-3′; miR-142-5p inhibitor: 5′- G*G*T GCA TCG ATG CAG G*G*G* G*G/iSpC3//iSpC3//iSpC3//iSpC3//iSpC3/mA mGmUmA mGmUmG mCmUmU mUmCmU mAmCmU mUmUmA mUmG -3′; miR-142-3p mimic (guide): 5′- rUrGrU rArGrU rGrUrU rUrCrCrUrArC rUrUrU rArUrG rGrA -3′; CpG-miR-142-3p mimic (passenger): 5′- G*G*T GCA TCG ATG CAG G*G*G* G*G xxxxx rC rArUrA rArArGrUrArG rGrArA rArCrA rCrUrA rCrAmA rA-3′; miR-142-5p mimic (guide): 5′- rCrArU rArArA rGrUrA rGrArA rArGrC rArCrU rArCrU -3′; CpG-miR-142-5p mimic (passenger): 5’- G*G*T GCA TCG ATG CAG G*G*G* G*G/iSpC3//iSpC3//iSpC3//iSpC3//iSpC3/rU rArGrU rGrCrU rUrUrC rUrArC rUrUrU rArUrG mArA -3′; Scramble RNA (scrRNA, guide): 5′-rGrGrCrGrUrGrUrArUrUrArArGrGrCrUrArArArUrCrU-3′; CpG-scrRNA (passenger): 5′-G*G*T GCATCGATGCAGG*G*G*G*G xxxxx rArUrUrUrArGrCrCrUrUrArArUrArCrArCrGrCrCmArA-3′, where ‘r’ indicates ribo, ‘*’ indicates phosphorothioation, one nonbridging atom of oxygen on phosphate was replaced with sulfur, ‘x’ indicates a C3 Spacer, and ‘m’ indicates the 2′-O-methyl analog of the nucleotide. The annealed miR-142-3p mimic is as follows:
The annealed miR-142-5p mimic is as follows:
### In vivo treatment of mice

To evaluate the impact of upregulating miR-142 in T cells by the homemade drug M-miR-142 on T cell antileukemic activity in vivo, we performed in vivo experiments and delivered M-miR-142 to the mice by retroorbital injection (i.e., 20 mg/kg miR-142-3p mimic and 10 mg/kg miR-142-5p mimic, hereafter called collectively 30 mg/kg M-miR-142). We chose these doses based on our previous experience working with miRNA mimics and the expression levels of miR-142-3p vs -5p in T cells (higher base levels of miR-142-3p vs -5p). We first co-transplanted *Mir142*^*−/−*^*BCR-ABL* LSKs (CD45.2) and *Mir142*^*−/−*^ T cells (CD45.2) into NSG mice (CD45.1, lacking T cells) and then treated these recipient mice with M-miR-142 or SCR (30 mg/kg/day, iv) for 3 weeks, starting on day 3 after transplantation, and monitored them for leukemic burden and survival. To determine if M-miR-142 could rescue miR-142 deficit and T cell hypofunction and therefore inhibit BC evolution, a cohort of *Mir142*^*−/−*^*BCR-ABL* mice were treated with M-miR-142 or SCR (30 mg/kg/day, iv), starting on day 15 after tet-off BCR-ABL induction, for 3 weeks. T cells in PB, BM and spleen, leukemic blasts, and survival were monitored. A 2nd transplant experiment was also performed by transplanting BM cells from the treated mice into 2nd recipient mice to evaluate post-treatment LSC burden. To study the effect of M-miR-142 on human T cells, we generated BC CML PDX model by transplanting human BC CML CD34^+^ cells into NSGS (2Gy, The Jackson Laboratory) mice. Two weeks after transplantation, we detected >5% circulating human CD45^+^ cells and gave each mouse autologous human T cells (T cells from the same patient, expanded by Dynabeads™ Human T-Activator CD3/CD28 for 2 weeks, 10^6^ T cells respectively on day 14 and day 21 post transplantation), and M-miR-142 or SCR (30 mg/kg/day, iv, starting on day 15 after transplantation, for 3 weeks). A cohort of mice were monitored for T cells and leukemic blasts and survival, and another cohort were used for 2nd transplant to evaluate post-treatment LSC burden.

Since TKIs represent a first-line targeting approach for CML, to test if targeting miR-142 deficit and/or the consequential PD-1 upregulation would enhance TKI activity in BC models, we generated a cohort of BC CML mice with a similar leukemia onset time by transplanting BM cells (from both tibias and femurs) from diseased *Mir142*^*−/−*^*BCR-ABL* mice (CD45.2, BCR-ABL was induced by tet-off for 3 weeks) into congenic normal wt recipient mice (CD45.1). On day 15 after transplantation, we treated these mice with TKI (nilotinib; NIL, 30 mg/kg/day, oral gavage), TKI+M-miR-142 (30 mg/kg/day, iv), TKI+PD-1 blocking Ab (10 mg/kg, ip, 3x/week), TKI+M-miR-142 + PD-1 Ab (“triplet”), or vehicle for 3 weeks. Leukemic burden, host T cells, and survival were monitored. A 2nd transplant experiment was also performed to evaluate post-treatment LSC burden. A cohort of BC CML PDX mice were also generated by transplanting 10^6^ CD34^+^ cells from BC CML patients into NSGS mice (2 Gy). Two weeks after transplantation, we detected >5% circulating human CD45^+^ cells and gave each mouse autologous human T cells (10^6^ on day 14 post transplantation; only one dose of human T cells was administrated to NSGS mice to avoid GVHD), and NIL (30 mg/kg/day, oral gavage), NIL+M-miR-142 (30 mg/kg/day, iv), NIL+PD-1 blocking Ab (10 mg/kg, ip, 3x/week), “triplet”, or vehicle for 3 weeks. A 2nd transplant experiment was also performed to evaluate post-treatment LSC burden. Human CD45^+^ cell engraftment rates and survival were monitored both in the primary treated and the 2nd recipient mice.

### Statistics and reproducibility

All statistical analyses were performed using Prism version 10 software (GraphPad Software) and SAS version 9.4 (SAS Institute). For all animal experiments, numbers of biologically independent mice were provided. For immunoblotting experiments, results from one of three independent experiments are shown. For all in vitro experiments, numbers of biologically independent samples used in each experiment are provided. Randomization was used for all animal experiments. For some experiments, investigators were blinded to mouse genotype while performing treatment or monitoring for engraftment or survival. For the remaining experiments, the investigators were not blinded to allocation during experiments and outcome assessment. All data were summarized by descriptive statistics. For continuous variables, the difference between two independent groups was assessed by two-tailed, unpaired *t*-test. Differences among multiple independent groups were assessed by one-way ANOVA models. For overall survival data, Kaplan–Meier method and log-rank tests were used to estimate and compare two or more survival curves. Sample size was determined based on daily laboratory practice. No data were excluded from the analyses. *P* values were corrected for multiple comparisons by Holm–Šídák method. For all cases, statistical significance was set as *p* < 0.05. Results shown represent mean ± standard error of the mean (SEM).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Reporting Summary

Transparent Peer Review file

## Source data

Source Data

## Data Availability

The RNA-seq (GSE261798) and scRNA-seq (GSE254285 for mouse cells and GSE276130 for human cells) data generated in this study are available at the Gene Expression Omnibus (GEO) repository of the National Center for Biotechnology Information. Metabolomic profiles are available at the NIH Common Fund’s National Metabolomics Data Repository (NMDR) website [http://dev.metabolomicsworkbench.org:22222/data/DRCCMetadata.php?Mode=Study&StudyID=ST003091&Access=HieS7992, The DOI for this project (PR001920) is: 10.21228/M8JB09], the Metabolomics Workbench^65^. Supplementary information, including Supplementary Figs. and legends, Supplementary Tables, Supplementary Data, and Source data are provided with the online version of this paper. Source data are provided with this paper.

# Supplementary material for: miR-142 deficit in T cells during blast crisis promotes chronic myeloid leukemia immune escape
**Source:** Nat Commun. 2025 Feb 1;16:1253. doi: 10.1038/s41467-025-56383-y
**Supplement:** Supplementary file 1 — Supplementary Information

# **miR-142 deficit in T cells during blast crisis promotes chronic myeloid leukemia immune escape**

## **Inventory of Supplementary Information**

Supplementary figure 1  
Supplementary figure 2  
Supplementary figure 3  
Supplementary figure 4  
Supplementary figure 5  
Supplementary figure 6  
Supplementary figure 7  
Supplementary figure 8  
Supplementary figure 9  
Supplementary figure 10  
Supplementary figure 11  
Supplementary figure 12  
Supplementary figure 13  
Supplementary figure 14  
Supplementary figure 15  
Supplementary figure 16  
Supplementary figure 17  
Supplementary Figure 18  
Supplementary Table 1  
Supplementary Table 2  
Supplementary Table 3  
Supplementary Table 4

Supplementary Fig. 1

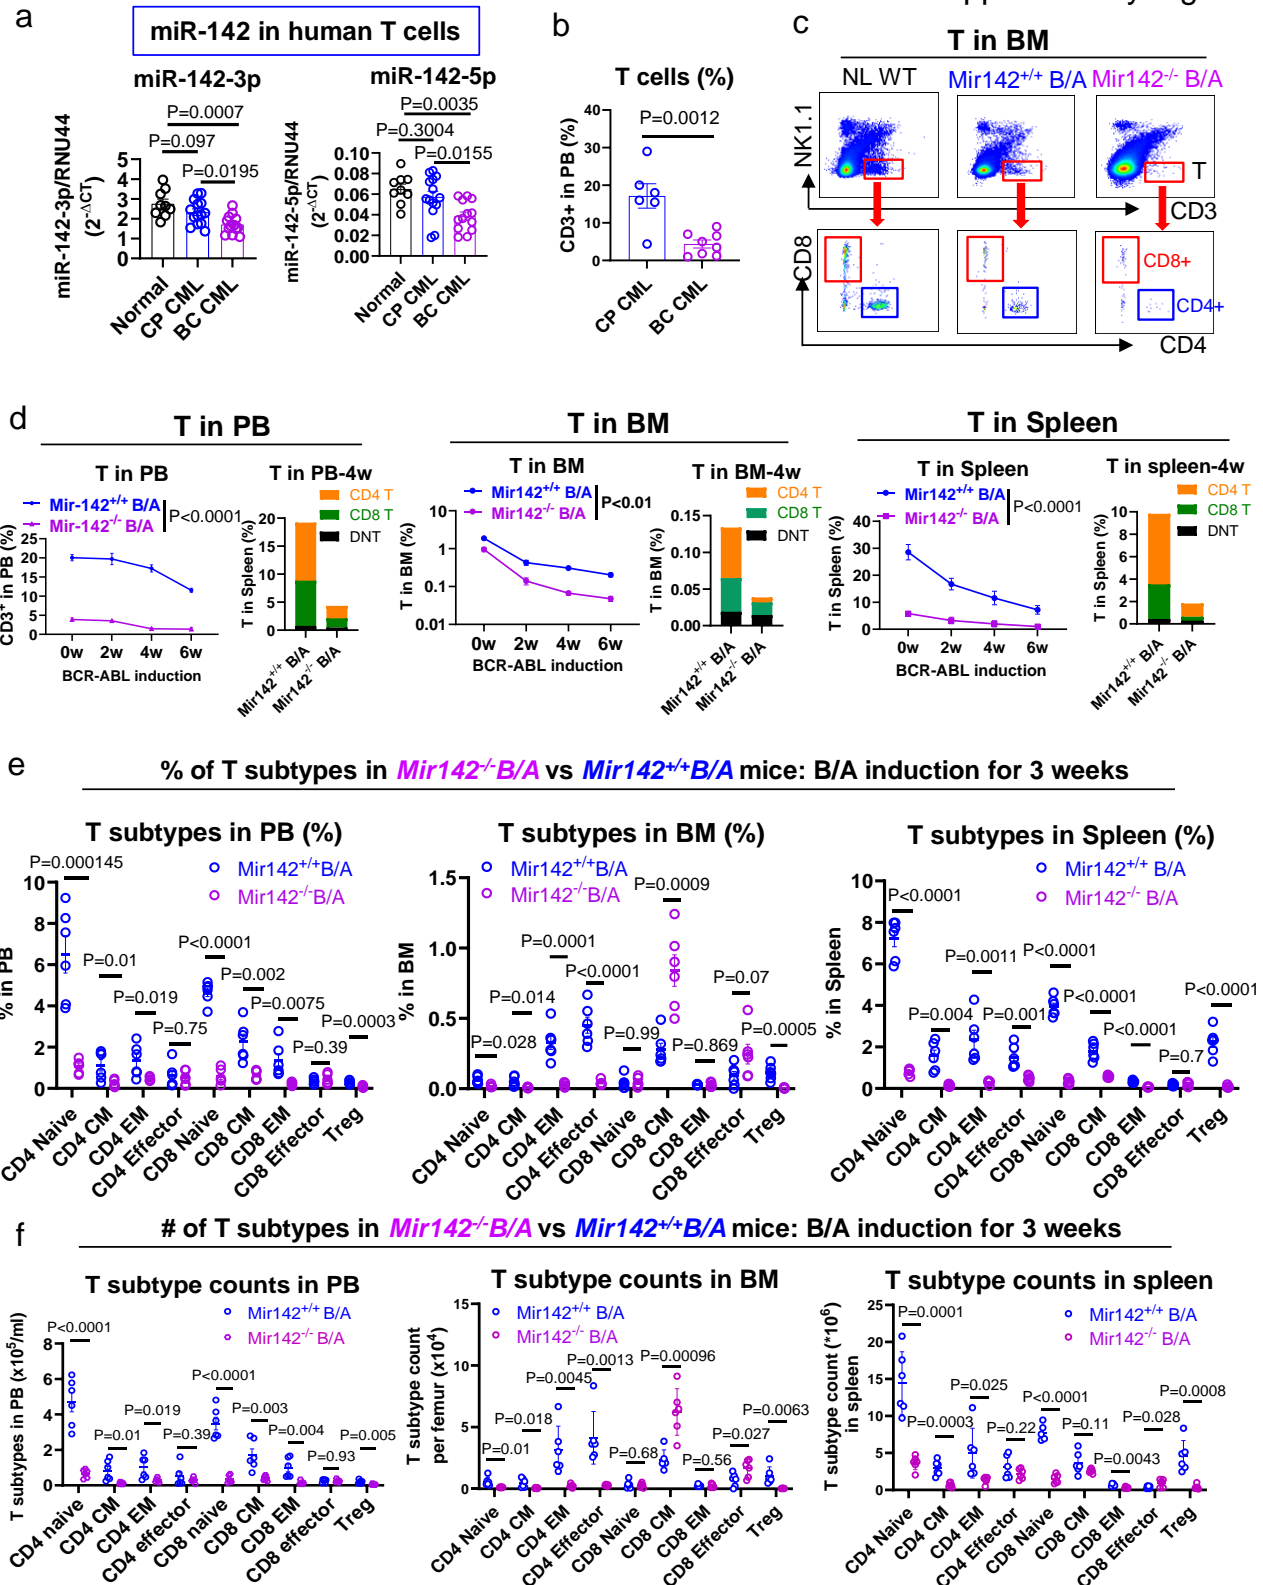

**Supplementary Fig. 1: *Mir142*<sup>-/-</sup>*BCR-ABL* mice exhibit significant T lymphopenia compared with *Mir142*<sup>+/+</sup>*BCR-ABL* mice.** **a.** Levels of miR-142-3p and -5p in human T cells collected from healthy donors (normal; 3p: n=7 samples; 5p: n=9 samples), CP CML (3p: n=18 samples; 5p: n=14 samples) and BC CML (n=14 samples for both) patients, analyzed by Q-RT-PCR. **b.** Frequencies of T cells in PB samples from CP CML (n=6 samples) or BC CML (n=8 samples) patients, analyzed by flow cytometry. **c.** Representative plots of CD3+, CD3+CD4+, and CD3+CD8+ T cells in BM MNCs from normal wt, *Mir142*<sup>+/+</sup>*BCR-ABL* (n=11) and *Mir142*<sup>-/-</sup>*BCR-ABL* (n=9) mice (BCR-ABL were induced by tet-off for 4 weeks), analyzed by flow cytometry. **d.** Percentages of CD3+ (T), CD3+CD4+ (CD4 T), CD3+CD8+ (CD8 T), and CD3+CD4-CD8- (DNT) cells in PB (n=9 each), BM (n=7 each) and spleen (n=6 each) from *Mir142*<sup>+/+</sup>*BCR-ABL* and *Mir142*<sup>-/-</sup>*BCR-ABL* mice before (0w) and after BCR-ABL induction by tet-off (2w, 4w and 6w), analyzed by flow cytometry. **e-f.** Percentages (**e**) and absolute numbers (**f**) of CD4+ and CD8+ T cell subpopulations in PB, BM and spleen of *Mir142*<sup>-/-</sup>*BCR-ABL* versus *Mir142*<sup>+/+</sup>*BCR-ABL* mice (BCR-ABL were induced by tet-off for 3 weeks). Abbreviation: CP: chronic phase; BC: blast crisis; CML: chronic myeloid leukemia; B/A: *BCR-ABL*; MNC: mononuclear cells; tet: tetracycline; PB: peripheral blood; BM: bone marrow; CM: central memory; EM: effector memory; Treg: regulatory T cells. For **a**, comparisons among multi-groups were performed by one-way ANOVA and P values were corrected for multiple comparisons using Holm-Šídák method. For **b** and **d-f**, comparison between two groups was performed by two-tailed, unpaired t-test. Results shown represent mean ± standard error of the mean (SEM). Source data are provided as a Source Data file.

# Supplementary Fig. 2

Number of T subtypes in *Mir142<sup>-/-</sup>B/A* vs *Mir142<sup>+/+</sup>B/A* mice: B/A induction for 3 weeks

| Cells               | Immunopheotypes            | PB | BM | Spleen |
|---------------------|----------------------------|----|----|--------|
| <b>CD4 Naïve</b>    | CD3+CD4+CD44-CD62L+        | ↓  | ↓  | ↓      |
| <b>CD4 CM</b>       | CD3+CD4+CD44+CD62L+        | ↓  | ↓  | ↓      |
| <b>CD4 EM</b>       | CD3+CD4+CD44+CD62L-IL-7Rα+ | ↓  | ↓  | ↓      |
| <b>CD4 Effector</b> | CD3+CD4+CD44+CD62L-IL-7Rα- | =  | ↓  | =      |
| <b>CD8 Naïve</b>    | CD3+CD8+CD44-CD62L+        | ↓  | =  | ↓      |
| <b>CD8 CM</b>       | CD3+CD8+CD44+CD62L+        | ↓  | ↑  | =      |
| <b>CD8 EM</b>       | CD3+CD8+CD44+CD62L-IL-7Rα+ | ↓  | =  | ↓      |
| <b>CD8 Effector</b> | CD3+CD8+CD44+CD62L-IL-7Rα- | =  | ↑  | ↑      |
| <b>Treg</b>         | CD3+CD4+CD25+Foxp3+        | ↓  | ↓  | ↓      |

**Supplementary Fig. 2:** Table showing the changes of the absolute numbers of CD4 and CD8 naïve, central memory, effector memory, effector, and regulatory T cells in PB, BM (per femur) and spleen from *Mir142<sup>-/-</sup>BCR-ABL* mice compared with the counterparts from *Mir142<sup>+/+</sup>BCR-ABL* mice (BCR-ABL were induced by tet-off for 3 weeks). ↓ means reduced; ↑ means increased; = means no change. Abbreviation: B/A: *BCR-ABL*; CM: central memory; EM: effector memory; Treg: regulatory T cells; PB: peripheral blood; BM: bone marrow; tet: tetracycline.

Supplementary Fig. 3

Hallmark GSEA of **scRNA-seq**: *Mir142<sup>-/-</sup> B/A LMPP* vs *Mir142<sup>+/+</sup> B/A LMPP*

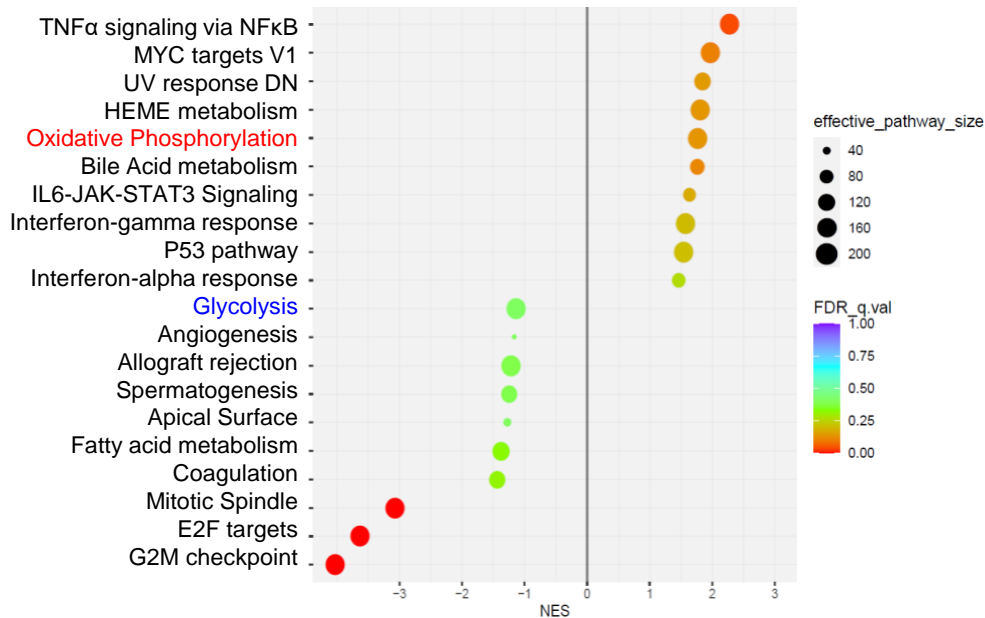

**Supplementary Fig. 3: Single cell RNA-seq analysis identifies enrichment of the hallmark gene sets involved in OxPhos in *Mir142<sup>-/-</sup>BCR-ABL* LMPPs versus *Mir142<sup>+/+</sup>BCR-ABL* LMPPs.** GSEA of scRNA-seq data showing the top 10 upregulated and downregulated hallmark gene sets in LMPPs from *Mir142<sup>-/-</sup>BCR-ABL* mice versus LMPPs from *Mir142<sup>+/+</sup>BCR-ABL* mice (BCR-ABL were induced by tet-off for 3 weeks). Abbreviation: GSEA: gene set enrichment analysis; B/A: *BCR-ABL*; LMPP: lymphoid-primed multipotent progenitors; tet: tetracycline; OxPhos: oxidative phosphorylation.

Supplementary Fig. 4

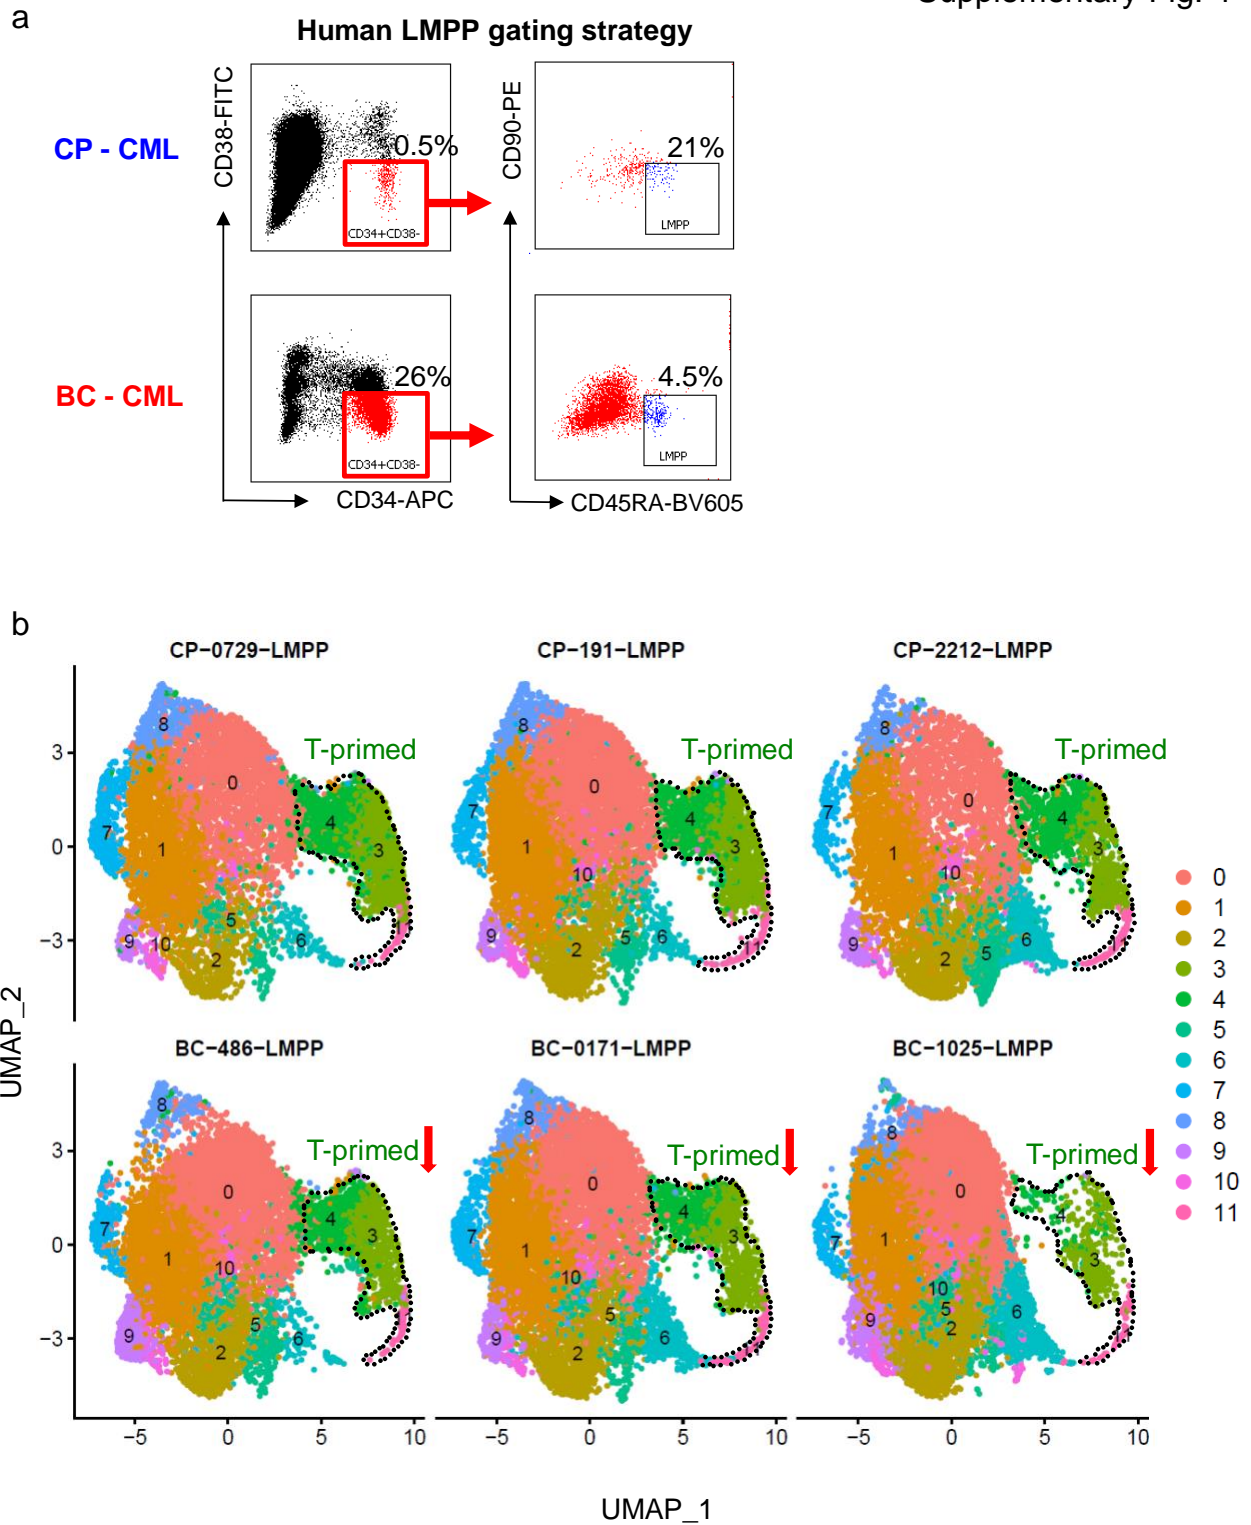

**Supplementary Fig. 4: ScRNA-seq analysis of human LMPPs from CP CML and BC CML patients.** **a.** Representative plots of human LMPP gating. Samples from three CP CML patients and three BC CML patients were stained with antibodies and sorted for LMPPs (CD34+CD38-CD45RA+CD90-) using BD Fusion 2 sorter. The human LMPP cells were then subjected to scRNA-seq. **b.** Eleven clusters (C) including T-primed (C3, C4 and C11), Myeloid-primed (C5), and B/T-primed (C7) were identified. Abbreviation: CP: chronic phase; BC: blast crisis; CML: chronic myeloid leukemia; LMPP: lymphoid-primed multipotent progenitors; sc: single cell.

Supplementary Fig. 5

a

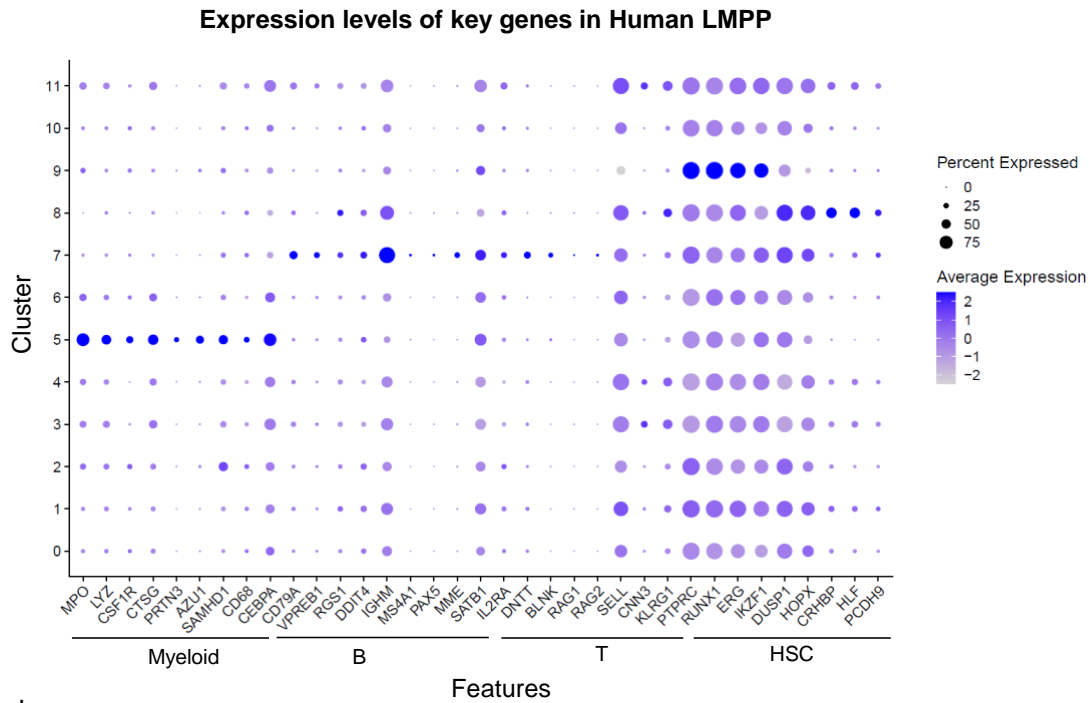

b

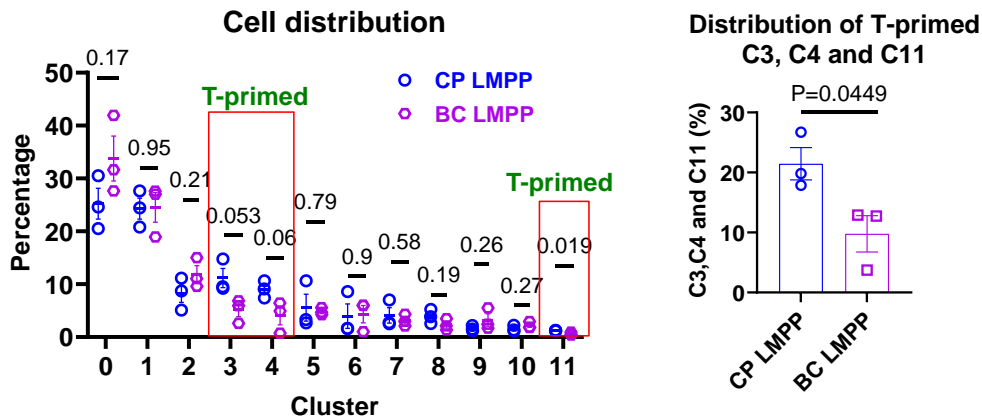

**Supplementary Fig. 5: ScRNA-seq analysis of human LMPPs from CP CML and BC CML patients.** **a.** Expression levels of hematopoietic gene transcription factors and cluster differentiation (CD) antigens in the eleven clusters identified by scRNA-seq analysis. **b.** Cell distribution of each cluster (**left**) and of T-primed cluster 3, 4 and 11 (**right**) in human LMPPs isolated from three CP CML patients and three BC CML patients. Abbreviation: sc: single cell; CP: chronic phase; BC: blast crisis; CML: chronic myeloid leukemia; LMPP: lymphoid-primed multipotent progenitors. Comparison between two groups was performed by two-tailed, unpaired t-test. Results shown represent mean  $\pm$  SEM. Source data are provided as a Source Data file.

Supplementary Fig. 6

a

*Mir142*<sup>-/-</sup> B/A or *Mir142*<sup>+/+</sup> B/A LMPPs (CD45.2) transplanted into normal wt recipients (CD45.1)

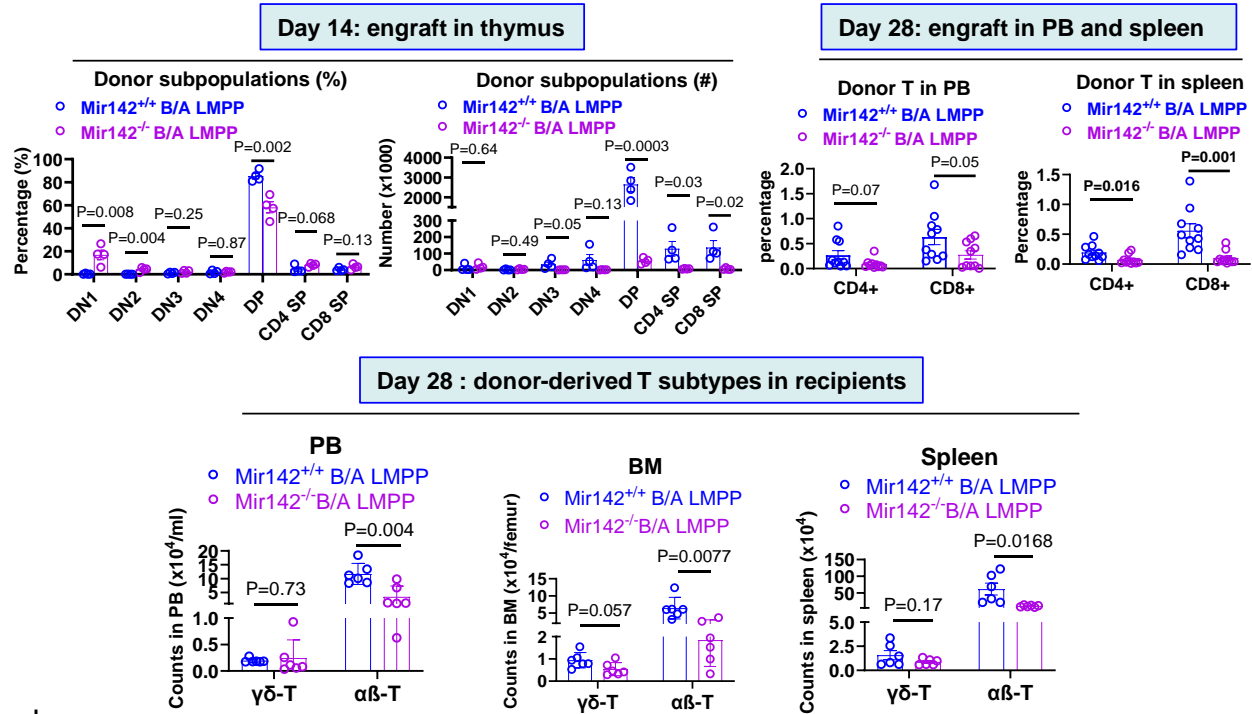

b

*Mir142*<sup>-/-</sup> (KO) or *Mir142*<sup>+/+</sup> (WT) LMPPs (CD45.2) transplanted into normal wt recipients (CD45.1)

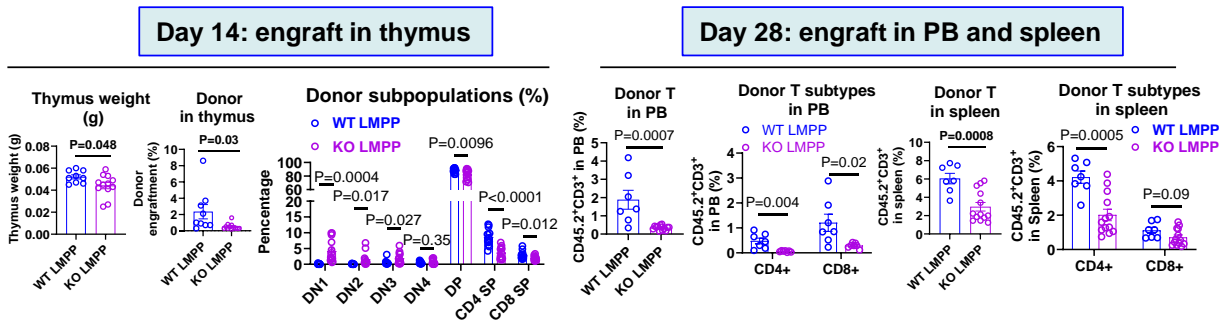

**Supplementary Fig. 6: miR-142 deficit redirects LMPPs toward myeloid lineage and impairs T lymphoid differentiation.** **a.** Relative to **Figs. 2e-h**. LMPPs from CD45.2 *Mir142*<sup>+/+</sup>*BCR-ABL* or *Mir142*<sup>-/-</sup>*BCR-ABL* mice (*BCR-ABL* were induced by tet-off for 3 weeks) were transplanted into congenic CD45.1 wt recipients. After transplantation, percentages and absolute numbers of donor cell subpopulations in thymus on day 14 (upper left panel; n=4 mice per group) and percentages of donor LMPP-derived CD45.2+CD3+CD4+ (donor CD4+ T) and CD45.2+CD3+CD8+ (donor CD8+ T) cells in PB and spleen on day 28 (upper right panel; n=10 mice per group), and absolute numbers of  $\gamma\delta$ -T and  $\alpha\beta$ -T lymphocytes in PB, BM and spleen on day 28 (lower panel; n=6 mice per group) were analyzed by flow cytometry. **b.** LMPPs from CD45.2 *Mir142*<sup>+/+</sup> (WT) or *Mir142*<sup>-/-</sup> (KO) mice were transplanted into congenic CD45.1 wt recipients. After transplantation, thymus weight and percentages of donor LMPPs-derived cells (CD45.2+) and CD4 and CD8 DN, DP and SP subpopulations in thymus on day 14 (left panel; thymus weight and donor in thymus: n=9 for WT LMPP and n=12 for KO LMPP; donor subpopulations: n=13 per group) and percentages of donor LMPP-derived CD45.2+CD3+ (donor T), CD45.2+CD3+CD4+ (donor CD4+ T), CD45.2+CD3+CD8+ (donor CD8+ T) cells in PB and spleen of the recipient mice on day 28 (right panel; WT LMPP: n=7; KO LMPP: n=7 in donor T subtypes in PB and n=13 in all the other figures) were analyzed by flow cytometry. Abbreviation: *B/A*: *BCR-ABL*; LMPP: lymphoid-primed multipotent progenitors; tet: tetracycline; DN: CD4 and CD8 double negative; DP: CD4 and CD8 double positive; SP: CD4 or CD8 single positive; PB: peripheral blood; BM: bone marrow. Comparison between groups was performed by two-tailed, unpaired t-test. Results shown represent mean  $\pm$  SEM. Source data are provided as a Source Data file.

Supplementary Fig. 7

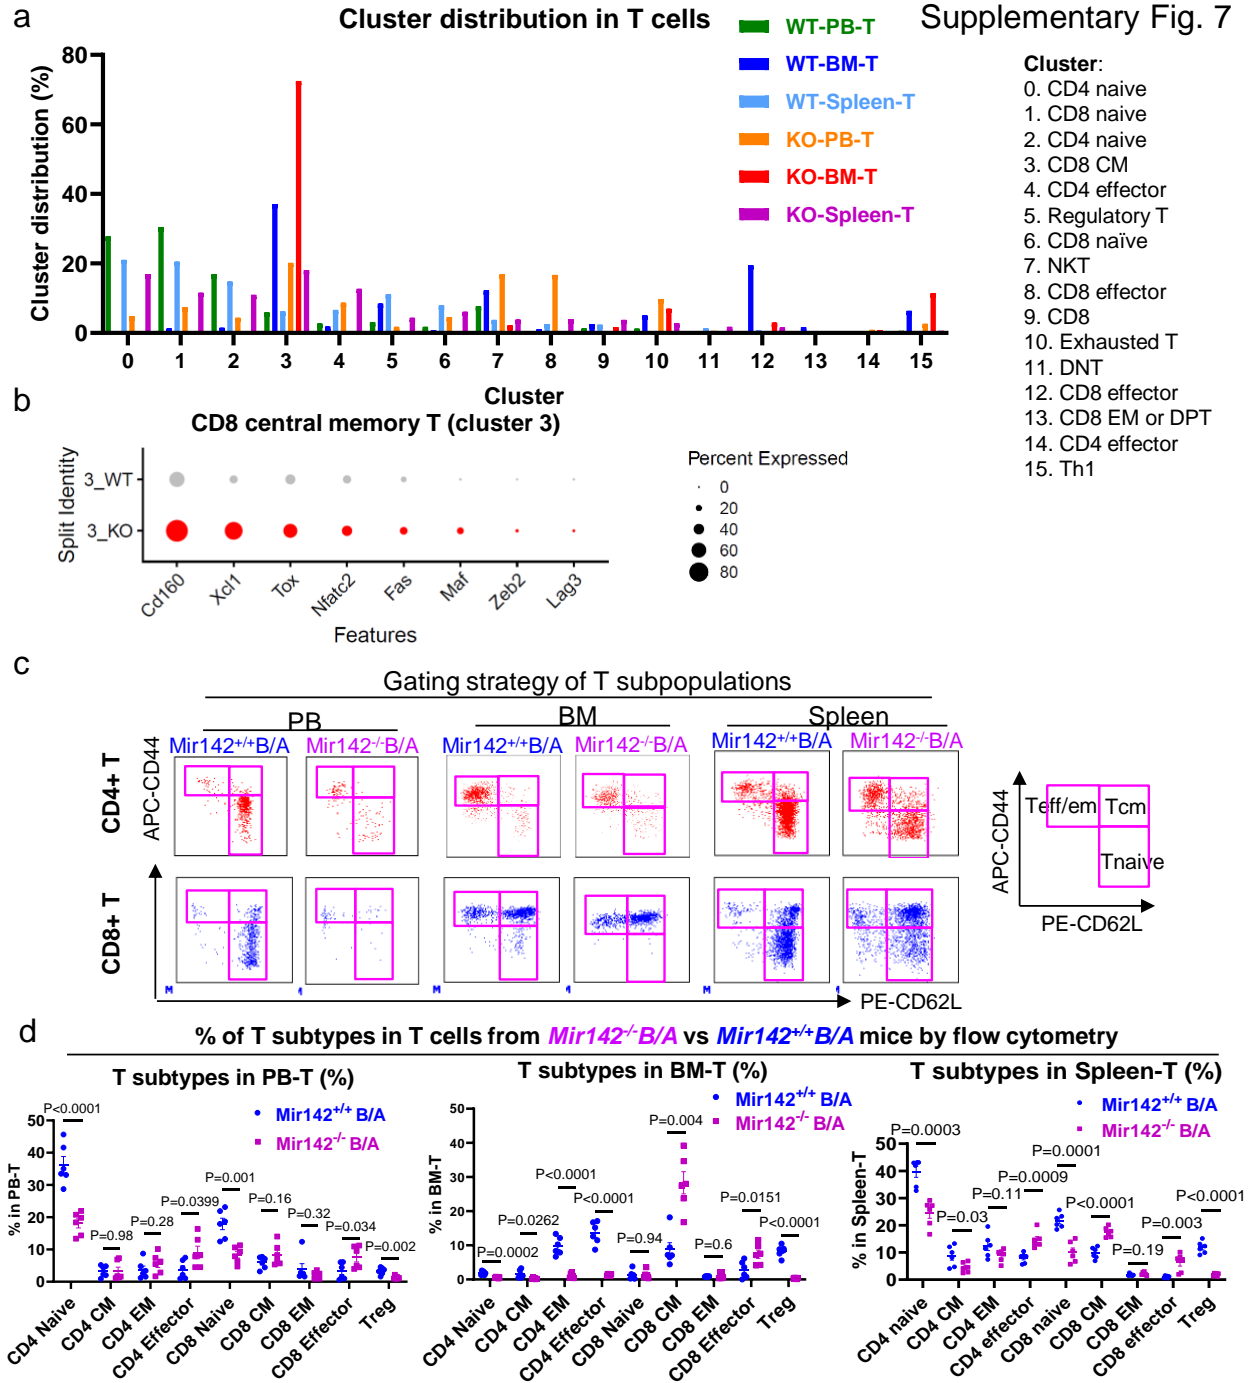

| Cells        | Immunophenotypes           | PB-T | BM-T | Spleen-T |
|--------------|----------------------------|------|------|----------|
| CD4 Naïve    | CD3+CD4+CD44-CD62L+        | ↓    | ↓    | ↓        |
| CD4 CM       | CD3+CD4+CD44+CD62L+        | =    | ↓    | ↓        |
| CD4 EM       | CD3+CD4+CD44+CD62L-IL-7Rα+ | =    | ↓    | =        |
| CD4 Effector | CD3+CD4+CD44+CD62L-IL-7Rα- | ↑    | ↓    | ↑        |
| CD8 Naïve    | CD3+CD8+CD44-CD62L+        | ↓    | =    | ↓        |
| CD8 CM       | CD3+CD8+CD44+CD62L+        | =    | ↑    | ↑        |
| CD8 EM       | CD3+CD8+CD44+CD62L-IL-7Rα+ | =    | =    | =        |
| CD8 Effector | CD3+CD8+CD44+CD62L-IL-7Rα- | ↑    | ↑    | ↑        |
| Treg         | CD3+CD4+CD25+Foxp3+        | ↓    | ↓    | ↓        |

**Supplementary Fig. 7: T cells from *Mir142*<sup>-/-</sup>*BCR-ABL* mice exhibit reduced naïve T and regulatory T and increased effector T and CD8<sup>+</sup> central memory T proportions compared with T cells from *Mir142*<sup>+/+</sup>*BCR-ABL* mice.** **a.** ScRNA-seq analysis showing distribution of clusters, representing CD4 and CD8 subtypes, in PB-T, BM-T and spleen-T cells collected from *Mir142*<sup>-/-</sup>*BCR-ABL* (WT) and *Mir142*<sup>+/+</sup>*BCR-ABL* (KO) mice (BCR-ABL were induced by tet-off for 3 weeks). **b.** Expression levels of exhaustion gene markers in CD8<sup>+</sup> central memory T (cluster 3) from *Mir142*<sup>-/-</sup>*BCR-ABL* (WT) and *Mir142*<sup>+/+</sup>*BCR-ABL* (KO) mice (BCR-ABL were induced by tet-off for 3 weeks), analyzed by scRNA-seq. **c-d.** Representative plots (**c**) and combined results (**d**, **top**) of flow cytometry analysis showing percentages of CD4 and CD8 naïve, central memory (CM), effector memory (EM), effector and regulatory T cells in PB-T, BM-T and spleen-T cells from *Mir142*<sup>-/-</sup>*BCR-ABL* and *Mir142*<sup>+/+</sup>*BCR-ABL* mice (BCR-ABL were induced by tet-off for 3 weeks, n=6 mice per group). **d, bottom.** Table showing the changes of the percentages of CD4 and CD8 naïve, central memory, effector memory, effector, and regulatory T cells in PB-T, BM-T and spleen-T cells from *Mir142*<sup>-/-</sup>*BCR-ABL* mice compared with those in PB-T, BM-T and spleen-T from *Mir142*<sup>+/+</sup>*BCR-ABL* mice (BCR-ABL were induced by tet-off for 3 weeks). ↓ means reduced; ↑ means increased; = means no change. Abbreviation: B/A: *BCR-ABL*; tet: tetracycline; PB: peripheral blood; BM: bone marrow; CM: central memory; EM: effector memory; Treg: regulatory T cells. Comparison between groups was performed by two-tailed, unpaired t-test. Results shown represent mean ± SEM. Source data are provided as a Source Data file.

Supplementary Fig. 8

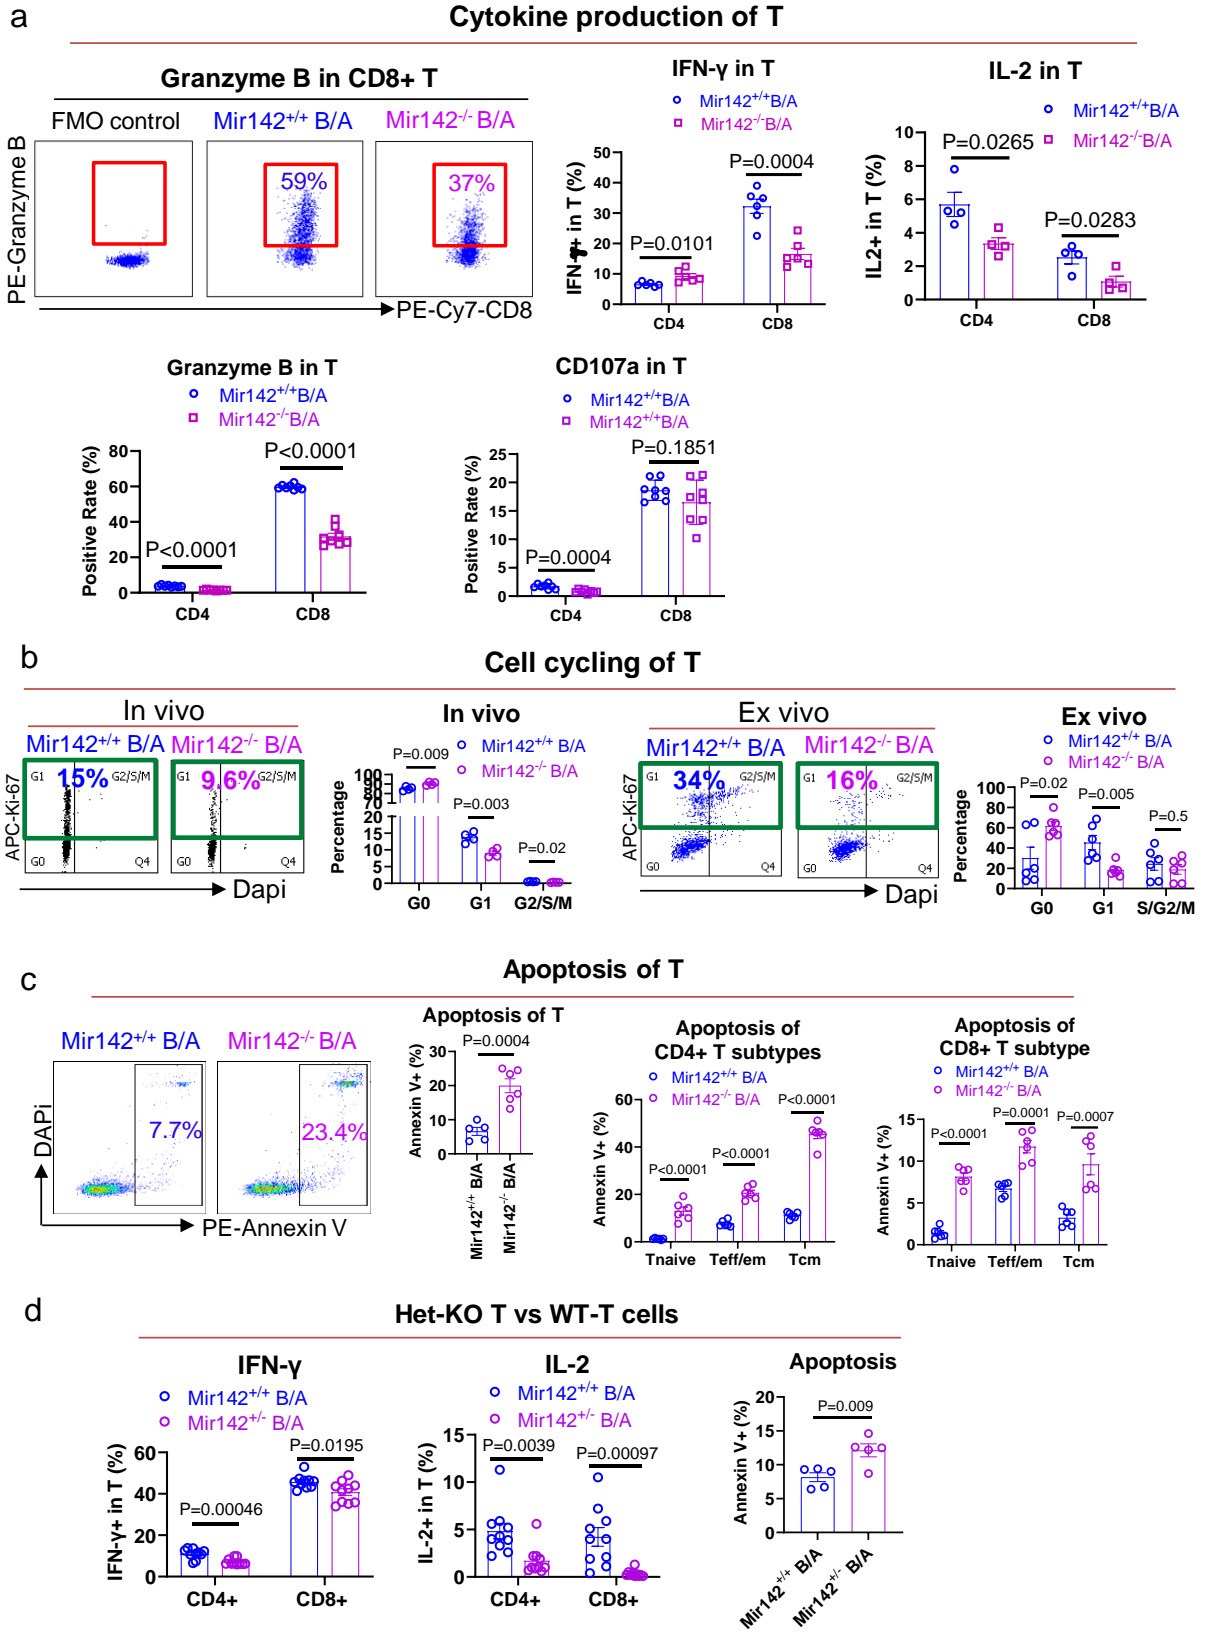

**Supplementary Fig. 8: miR-142 deficit impacts T cell cytokine production, cell cycling and survival. a-c.** Representative plots and combined results showing levels of intracellular cytokines and cytotoxicity associated proteins including IFN- $\gamma$  (n=6 per group), IL-2 (n=4 per group), granzyme B and CD107a (n=8 per group; **a**), cell cycling (**b**; in vivo: n=4 per group, T cells were freshly isolated; ex vivo: n=6 per group, T cells were activated by CD3/CD28 Dynabeads for 3 days), and apoptosis (**c**; n=5 for the apoptosis of *Mir142*<sup>+/+</sup>*BCR-ABL* T; n=6 for all the remaining groups) of T cells from the spleen of *Mir142*<sup>+/+</sup>*BCR-ABL* and *Mir142*<sup>-/-</sup>*BCR-ABL* mice (BCR-ABL were induced by tet-off for 3 weeks), analyzed by flow cytometry. **d.** Cytokine (IFN- $\gamma$  and IL-2) production (n=10 per group) and apoptosis (n=5 per group) of T cells from the spleen of *Mir142*<sup>+/+</sup>*BCR-ABL* and *Mir142*<sup>+/-</sup>*BCR-ABL* mice (miR-142 het KO; BCR-ABL were induced by tet-off for 3 weeks), analyzed by flow cytometry. Abbreviation: *B/A*: *BCR-ABL*; tet: tetracycline; Teff/em: effector and effector memory T; Tcm: central memory T; Het: heterozygous; KO: knock out. Comparison between groups was performed by two-tailed, unpaired t-test. Results shown represent mean  $\pm$  SEM. Source data are provided as a Source Data file.

Supplementary Fig. 9

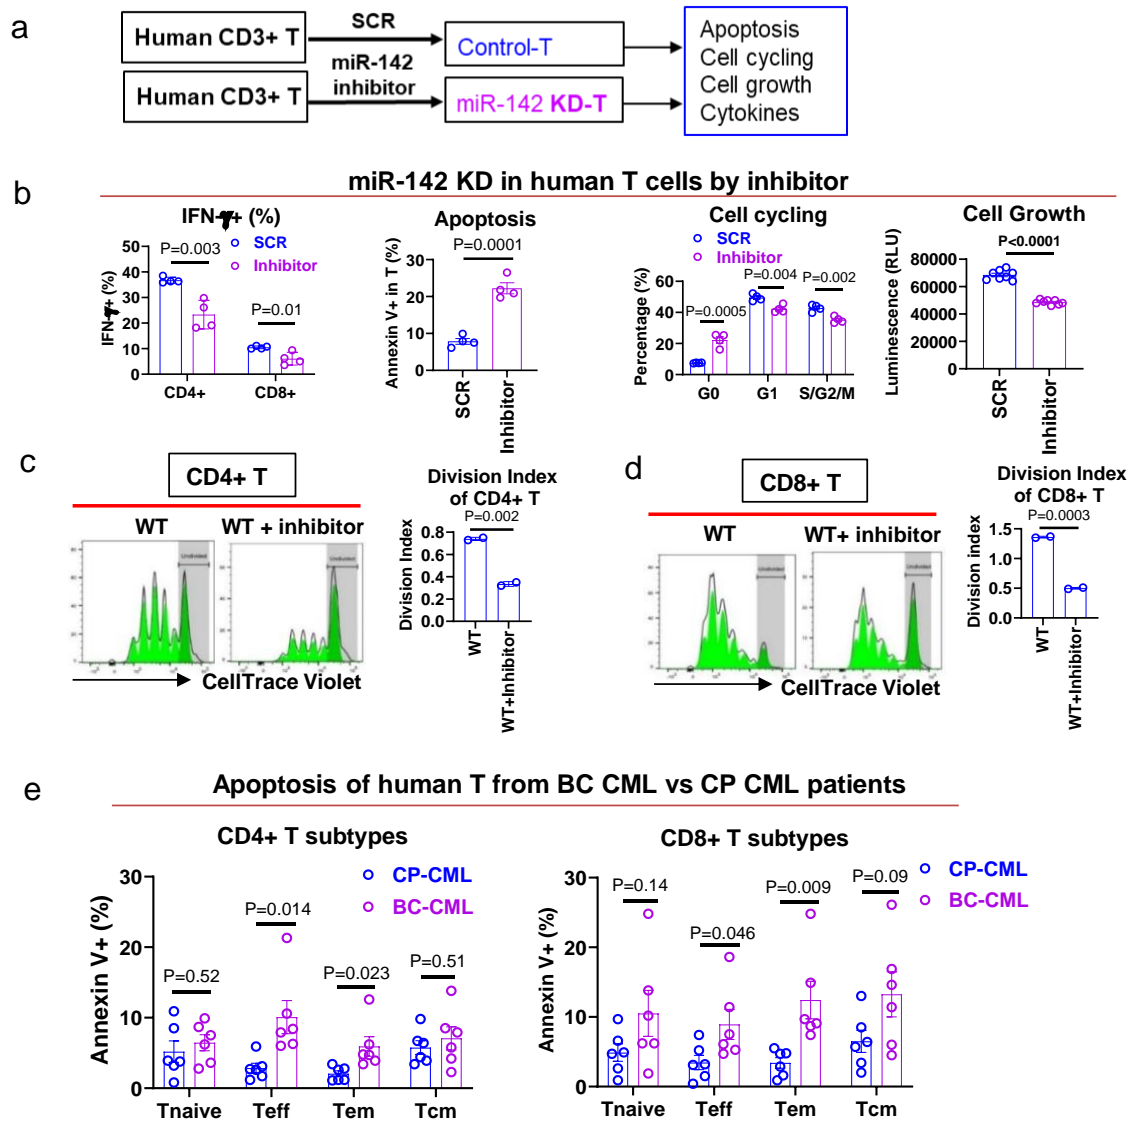

**Supplementary Fig. 9: miR-142 deficit impairs *in vitro* T cell activity. a-d.** Experimental design and results. Human T cells from healthy donors were treated with scramble RNA or miR-142 inhibitor (2 $\mu$ M) for 3 days (**a**), then levels of intracellular cytokine IFN- $\gamma$ , apoptosis, and cell cycling were analyzed by flow cytometry (n=4 samples per group) and cell growth (n=8 per group) were measured by Cell-Titer Glo® Luminescent Cell Viability Assay (**b**). T cells were also stained with Celltrace Violet (5 $\mu$ M), activated with CD3/CD28 Dynabeads for 3 days, then CD4+ (**c**) and CD8+ (**d**) T cells were analyzed for cell proliferation by flow cytometry. For **c** and **d**, experiments were repeated twice with similar results. **e.** Apoptosis of CD4+ and CD8+ T cell subpopulations from CP CML and BC CML patients (n=6 samples per group) were analyzed by flow cytometry. Abbreviation: KD: knock down; WT: wild type; CP: chronic phase; BC: blast crisis; CML: chronic myeloid leukemia; Teff: effector T; Tem: effector memory T; Tcm: central memory T. Comparison between groups was performed by two-tailed, unpaired t-test. Results shown represent mean  $\pm$  SEM. Source data are provided as a Source Data file.

Supplementary Fig. 10

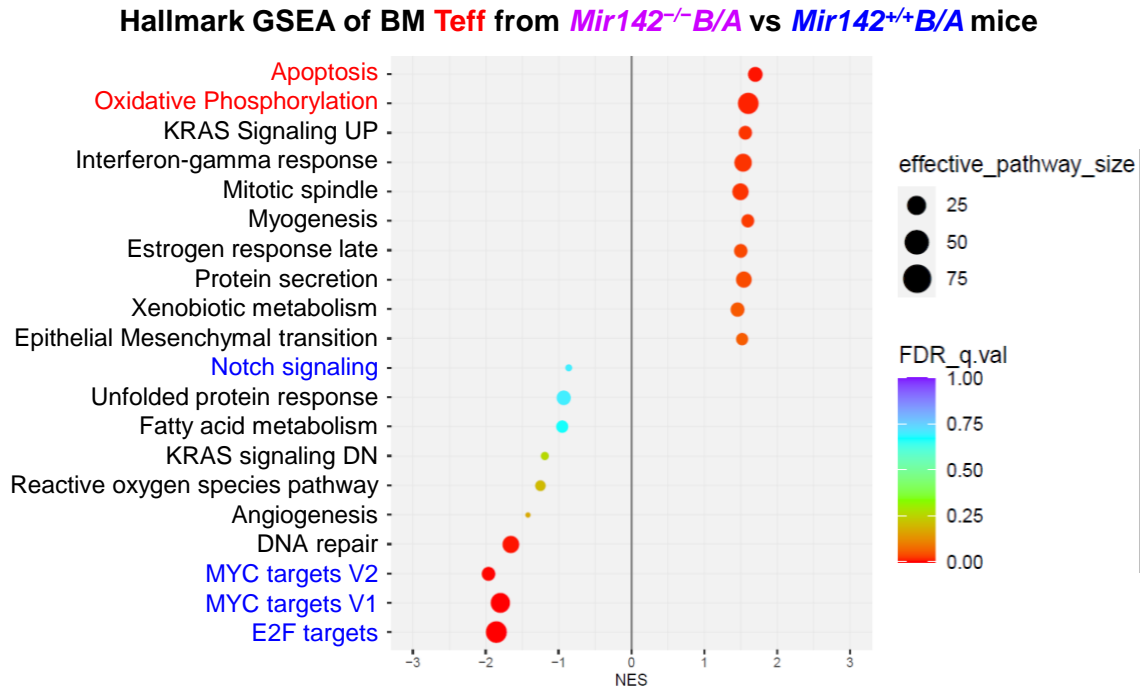

**Supplementary Fig. 10: Hallmark gene sets differentially expressed in BM effector T cells from *Mir142*<sup>-/-</sup> BCR-ABL versus *Mir142*<sup>+/+</sup> BCR-ABL mice.** The top 10 upregulated and downregulated hallmark gene sets in BM effector T cells from *Mir142*<sup>-/-</sup> BCR-ABL versus *Mir142*<sup>+/+</sup> BCR-ABL mice (BCR-ABL were induced by tet-off for 3 weeks), identified by GSEA of scRNA-seq of T cells. Abbreviation: BM: bone marrow; Teff: effector T; B/A: BCR-ABL; tet: tetracycline; GSEA: gene set enrichment analysis.

Supplementary Fig. 11

a

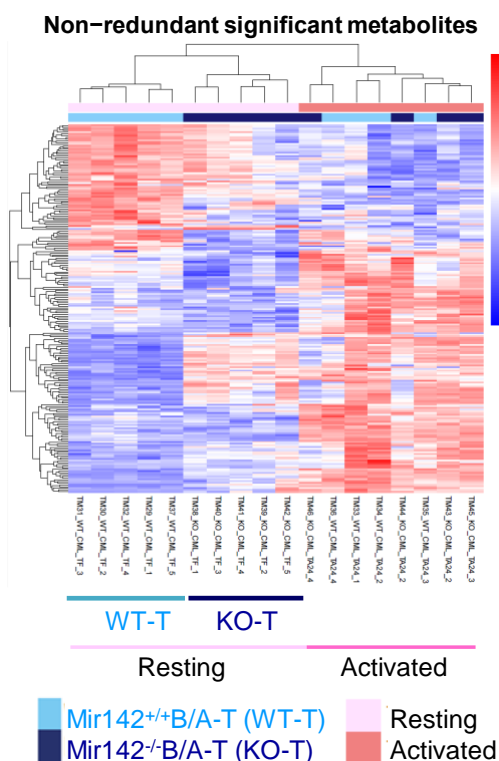

b

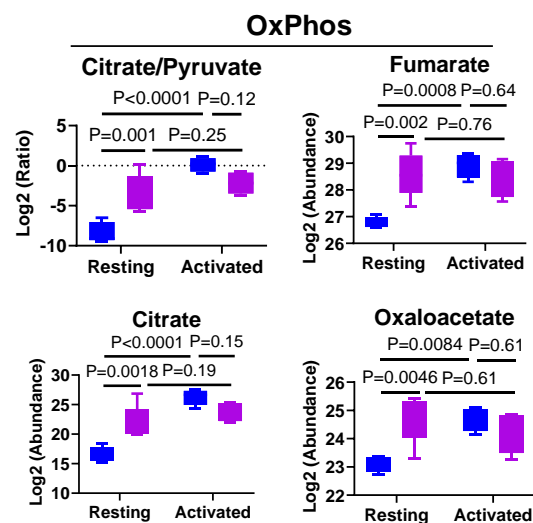

c

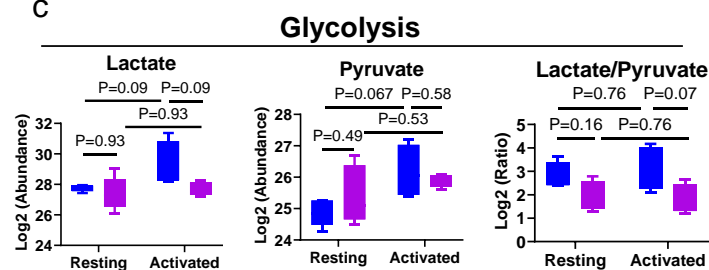

d

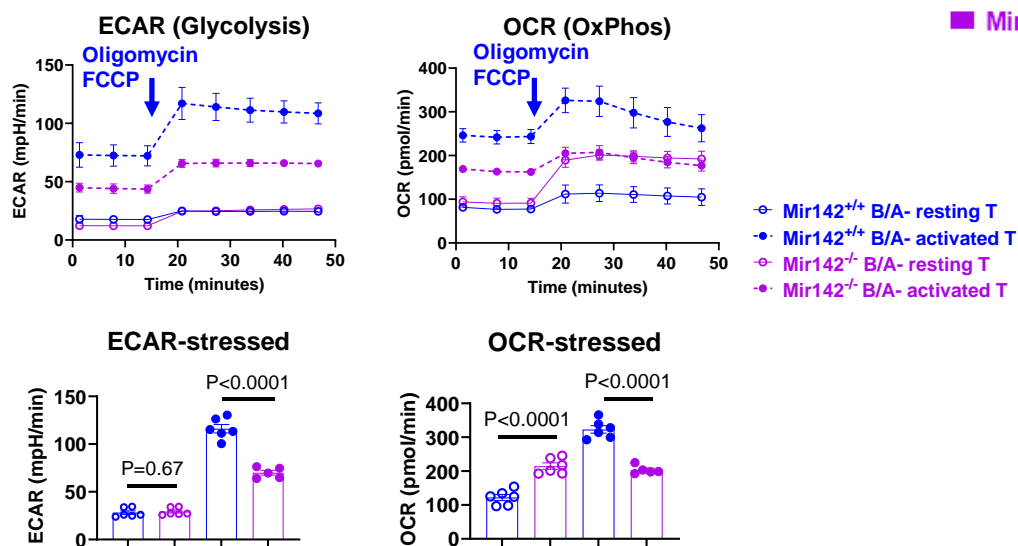

**Supplementary Fig. 11: miR-142 deficit impairs T cells' metabolic switch in BC CML. a-c.**

Unbiased metabolomic profiling of freshly isolated (resting; n=5 per group) and activated (cultured with CD3/CD28 Dynabeads for 24 hours; n=4 per group) T cells from *Mir142<sup>+/+</sup>BCR-ABL* (WT-T) or *Mir142<sup>-/-</sup>BCR-ABL* (KO-T) mice (BCR-ABL were induced by tet-off for 3 weeks). 216 non-redundant endogenous metabolites that were differentially abundant in resting and activated T cells were identified (**a**). The citrate/pyruvate ratio and abundance of fumarate, citrate, and oxaloacetate, representing OxPhos level (**b**), and the abundance of lactate and pyruvate and lactate/pyruvate ratio, representing glycolysis level (**c**), in *Mir142<sup>+/+</sup>BCR-ABL* T cells versus *Mir142<sup>-/-</sup>BCR-ABL* T cells were shown (n=5 per group for resting T; n=4 per group for activated T). **d**. Agilent Seahorse functional assays of ECAR and OCR (**upper**: by Seahorse cell energy phenotype test; **lower**: levels of stressed ECAR and OCR) using resting and activated T cells from *Mir142<sup>+/+</sup>BCR-ABL* versus *Mir142<sup>-/-</sup>BCR-ABL* mice (BCR-ABL were induced by tet-off for 3 weeks, n=6 mice per group). Abbreviation: B/A: *BCR-ABL*; tet: tetracycline; ECAR: extracellular Acidification Rate; OCR: oxygen consumption rate. For **b** and **c**, one-way ANOVA was performed to determine differentially abundant compounds among multi-groups, and P values were adjusted for multiple comparisons using Holm-Šidák method. For **d**, comparison between two groups was performed by two-tailed, unpaired t-test. Results shown represent mean ± SEM. Source data are provided as a Source Data file.

Supplementary Fig. 12

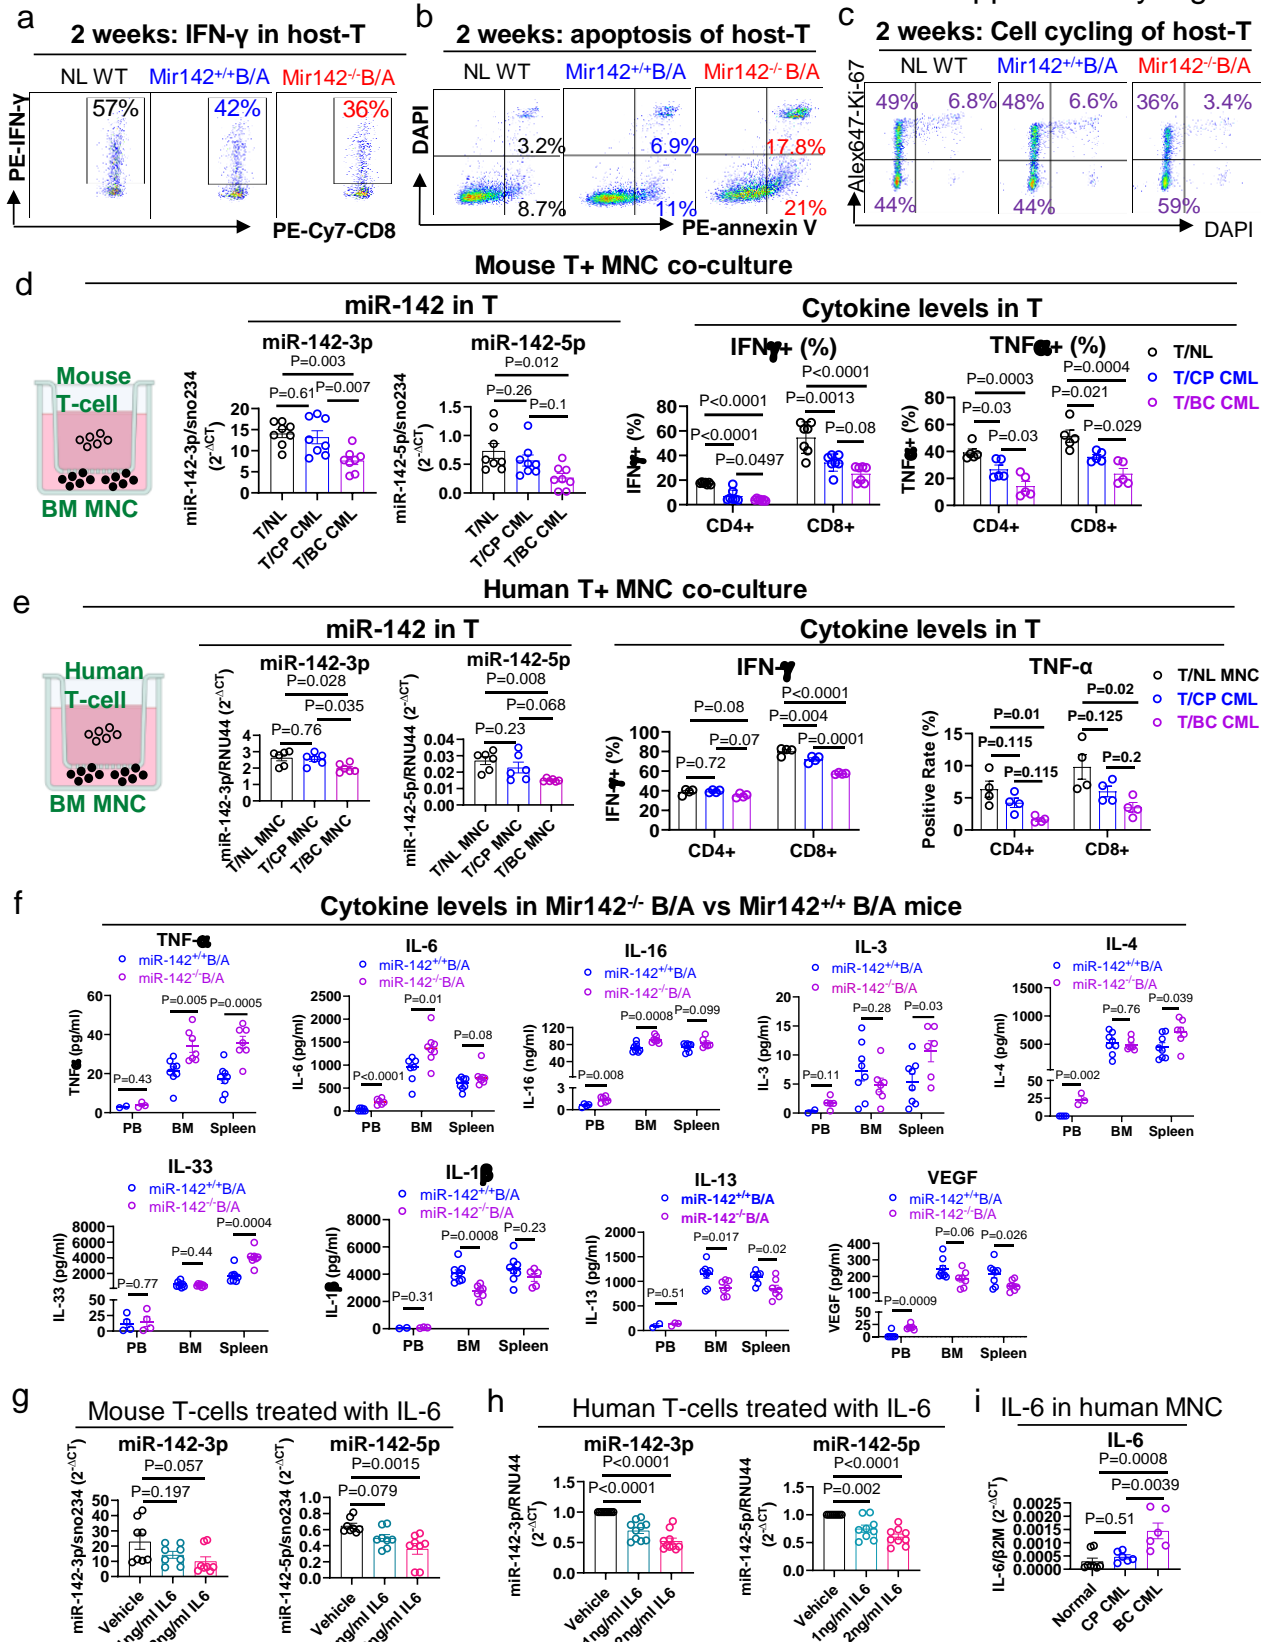

**Supplementary Fig. 12: T cell miR-142 deficit is mediated by increased cytokines in BC CML.** **a-c.** Relative to **Fig. 5**. BM MNCs from CD45.2 normal wt mice, *Mir142*<sup>+/+</sup> *BCR-ABL* and *Mir142*<sup>-/-</sup> *BCR-ABL* mice were transplanted into congenic CD45.1 recipients (10<sup>6</sup>/mouse, n=8 per group). Representative plots of IFN- $\gamma$  production (**a**), apoptosis (**b**), and cell cycling (**c**) of CD45.1+ host-T cells from the recipient mice were analyzed by flow cytometry at 2 weeks after transplantation. **d.** Experimental design and results. Normal wt T cells were co-cultured with BM MNCs from normal wt, *Mir142*<sup>+/+</sup> *BCR-ABL*, or *Mir142*<sup>-/-</sup> *BCR-ABL* mice in a transwell plate for 3 days, then T cell miR-142 levels by Q-RT-PCR (n=8 per group) and cytokine levels of IFN- $\gamma$  (n=7 per group) and TNF- $\alpha$  (n=5) by flow cytometry were analyzed. **e.** Experimental design and results. Healthy donor T cells were co-cultured with BM MNCs from healthy donors, CP CML patients, or BC CML patients in a transwell plate for 3 days, then T cell miR-142 levels (n=6 per group) and cytokine levels of IFN- $\gamma$  and TNF- $\alpha$  (n=4) were analyzed. **f.** Cytokine levels in PB serum and BM and spleen plasma of *Mir142*<sup>+/+</sup> *BCR-ABL* (n=8) and *Mir142*<sup>-/-</sup> *BCR-ABL* (n=7) mice were analyzed using Luminex assay. **g.** miR-142 levels in mouse T cells treated with 1ng/ml and 2ng/ml IL-6 were analyzed by Q-RT-PCR (n=8 per group). **h.** miR-142 levels in human T cells treated with 1ng/ml and 2ng/ml IL-6 were analyzed by Q-RT-PCR (n=10 for miR-142-3p; n=9 for miR-142-5p). **i.** IL-6 mRNA levels in BM MNCs from healthy donors (n=8), CP CML patients (n=6) or BC CML patients (n=6), analyzed by Q-RT-PCR. Abbreviation: BM: bone marrow; MNC: mononuclear cells; B/A: *BCR-ABL*; CP: chronic phase; BC: blast crisis; CML: chronic myeloid leukemia; tet: tetracycline. For **d**, **e**, **g-i**, comparisons among multi-groups were performed by one-way ANOVA and P values were adjusted for multiple comparisons using Holm-Šidák method. For **f**, comparison between two groups was performed by two-tailed, unpaired t-test. Results shown represent mean  $\pm$  SEM. For **d** and **e**, images created in BioRender. Chen, F. (2025) <https://BioRender.com/i04w340>. Source data are provided as a Source Data file.

Supplementary Fig. 13

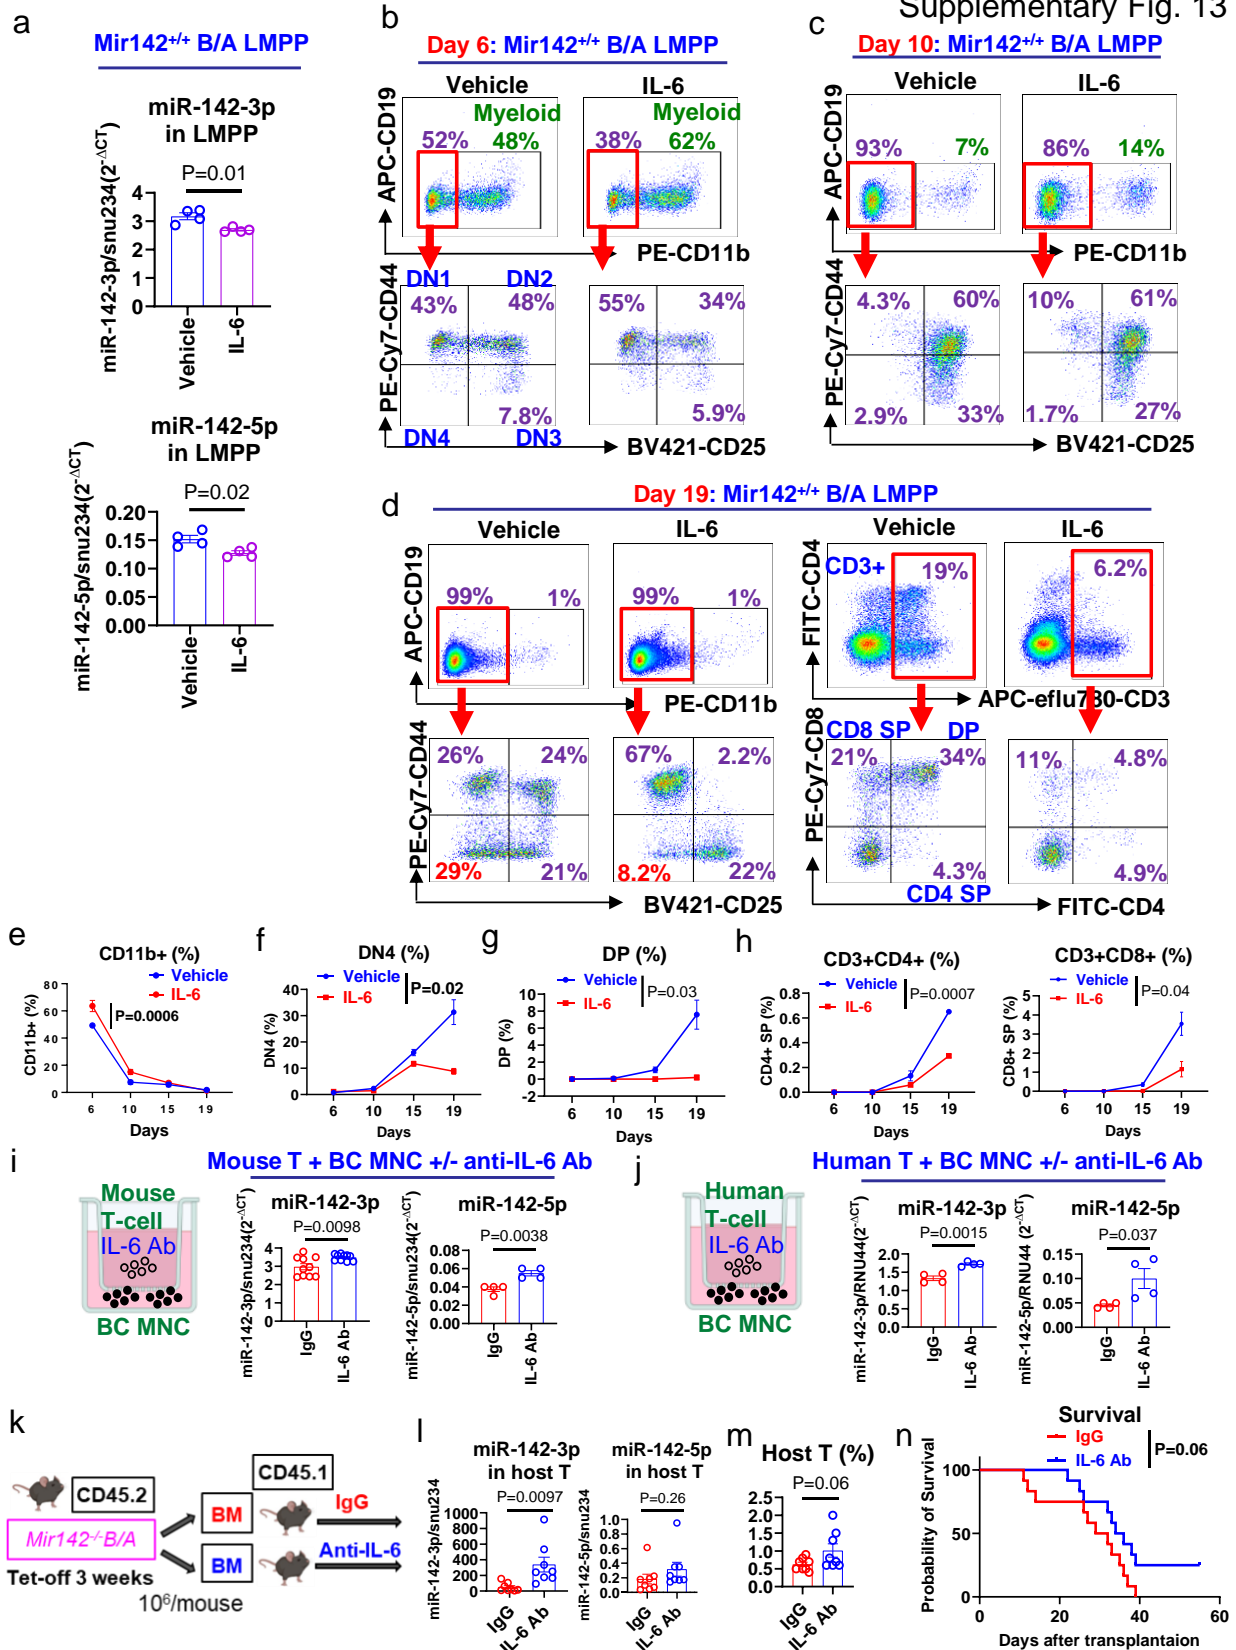

**Supplementary Fig. 13: IL-6 redirects LMPP differentiation towards myeloid lineage and impairs T cell differentiation by downregulating miR-142.** **a-h.** LMPPs from the *Mir142<sup>+/+</sup> BCR-ABL* mouse were co-cultured with OP9-DL1 cells and treated with mouse IL-6 (10ng/ml) or vehicle (PBS) for 19 days. MiR-142 levels in LMPPs (n=4 per group) on day 5 were analyzed by Q-RT-PCR (**a**). Representative plots of LMPP-derived subpopulations on day 6 (**b**), 10 (**c**), and 19 (**d**), analyzed by flow cytometry. Percentages of CD11b<sup>+</sup> myeloid cells (**e**), DN4 (**f**), DP (**g**), and CD3<sup>+</sup>CD4<sup>+</sup> and CD3<sup>+</sup>CD8<sup>+</sup> mature T (**h**) cells on day 6, 10, 15 and 19 of co-culture are shown. **i.** Mouse T cells were cocultured with BM MNCs from *Mir142<sup>-/-</sup> BCR-ABL* mice and treated with IgG or IL-6 blocking Ab (1ug/ml) for 3 days, then miR-142 levels were measured by Q-RT-PCR (n=10 for miR-142-3p; n=4 for miR-142-5p). **j.** Human T cells were cocultured with BM MNCs from BC CML patients and treated with IgG or IL-6 blocking Ab (1ug/ml) for 3 days, then miR-142 levels were measured by Q-RT-PCR (n=4 per group). **k-n.** Experimental design and results. BM cells from the diseased *Mir142<sup>-/-</sup> BCR-ABL* mice (CD45.2) were transplanted into CD45.1 congenic recipients (10<sup>6</sup>/mouse), and the recipient mice were treated with IgG or IL-6 blocking Ab (100μg, ip, 3x/week) for 3 weeks (**k**). After completion of treatment, levels of miR-142 in the CD45.1<sup>+</sup>CD3<sup>+</sup> host T cells by Q-RT-PCR (**l**; n=8 per group), percentages of host T cells in PB by flow cytometry (**m**; n=8 per group), and survival (**n**; n=12 per group) were monitored. Abbreviation: *B/A*: *BCR-ABL*; LMPP: lymphoid-primed multipotent progenitors; tet: tetracycline; DN: CD4 and CD8 double negative; DP: CD4 and CD8 double positive; SP: CD4 or CD8 single positive; BC: blast crisis; BM: bone marrow; MNC: mononuclear cells; Ab: antibody. Comparison between groups was performed by two-tailed, unpaired t-test. Comparison of survival was performed by Log-Rank test. Results shown represent mean ± SEM. For **i** and **j**, images created in BioRender. Chen, F. (2025) <https://BioRender.com/i04w340>. For **k**, mouse images created in BioRender. Chen, F. (2025) <https://BioRender.com/e61c469>. Source data are provided as a Source Data file.

Supplementary Fig. 14

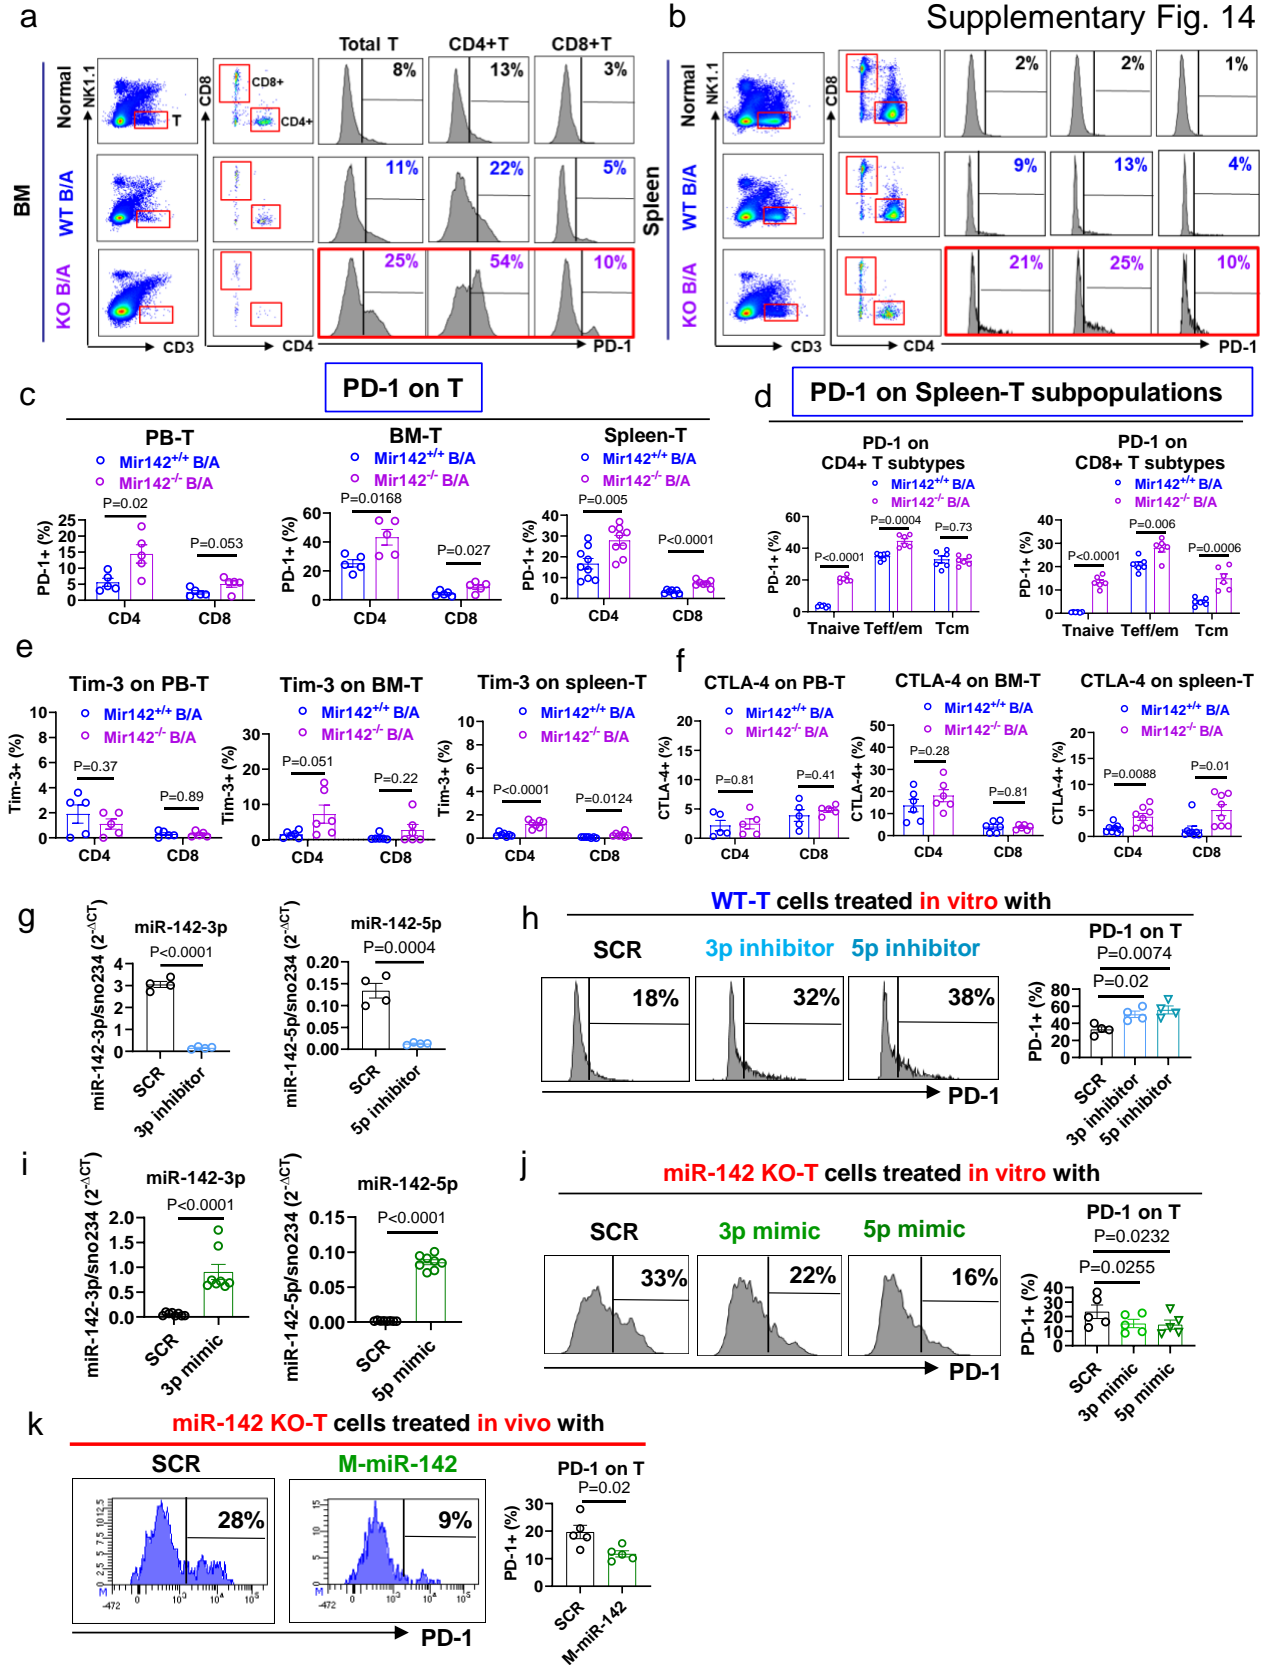

**Supplementary Fig. 14: PD-1/PD-L1 axis is upregulated during BC transformation. a-d.**

Representative plots of PD-1 expression on CD3<sup>+</sup>, CD3<sup>+</sup>CD4<sup>+</sup> and CD3<sup>+</sup>CD8<sup>+</sup> T cells from BM (a) and spleen (b) and combined results showing percentages of PD-1<sup>+</sup> cells in CD4<sup>+</sup> and CD8<sup>+</sup> T cells from PB (n=5 per group), BM (n=5 per group) and spleen (n=7 for CD4 and n=9 for CD8 per group) of normal wt, *Mir142*<sup>+/+</sup>*BCR-ABL* and *Mir142*<sup>-/-</sup>*BCR-ABL* mice (c), and percentages of PD-1<sup>+</sup> cells in CD4<sup>+</sup> and CD8<sup>+</sup> T cell subpopulations from the spleen of *Mir142*<sup>+/+</sup>*BCR-ABL* and *Mir142*<sup>-/-</sup>*BCR-ABL* mice (d; n=6 per group), analyzed by flow cytometry. e-f. Expression levels of Tim-3 (e) and CTLA-4 (f) on CD4<sup>+</sup> and CD8<sup>+</sup> T cells from PB (n=5 mice per group), BM (n=6 mice per group) and spleen (n=7 for Tim-3 and n=8 for CTLA-4 per group) of *Mir142*<sup>-/-</sup>*BCR-ABL* versus *Mir142*<sup>+/+</sup>*BCR-ABL* mice, analyzed by flow cytometry. g-h. Normal wt T cells were treated with SCR or miR-142-3p inhibitor (2μM) or miR-142-5p inhibitor (1μM) for 3 days. Levels of miR-142-3p and miR-142-5p in T cells were quantified by Q-RT-PCR (g; n=4 samples per group) and PD-1 expression on T cells was analyzed by flow cytometry (h; n=4 samples per group). i-j. *Mir142*<sup>-/-</sup> T cells were treated with SCR or miR-142-3p mimic (2μM) or miR-142-5p mimic (1μM) for 3 days and levels of miR-142-3p and miR-142-5p (i; n=8 samples per group) and PD-1 expression (j; n=5 samples per group) were analyzed. k. *Mir142*<sup>-/-</sup>*BCR-ABL* mice were induced for BCR-ABL induction by tet-off for 1 week, then treated with SCR or M-miR-142 (30mg/kg/day; iv) for 3 weeks, and PD-1 expression on T cells were measured by flow cytometry (n=5 mice per group). Abbreviation: B/A: *BCR-ABL*; SCR: scramble RNA; BC: blast crisis; PB: peripheral blood; BM: bone marrow; iv: intravenous injection. For c-g, i and k, comparison between two groups was performed by two-tailed, unpaired t-test. For h and j, comparisons among multi-groups were performed by one-way ANOVA and P values were adjusted for multiple comparisons using Holm-Šídák method. Results shown represent mean ± SEM. Source data are provided as a Source Data file.

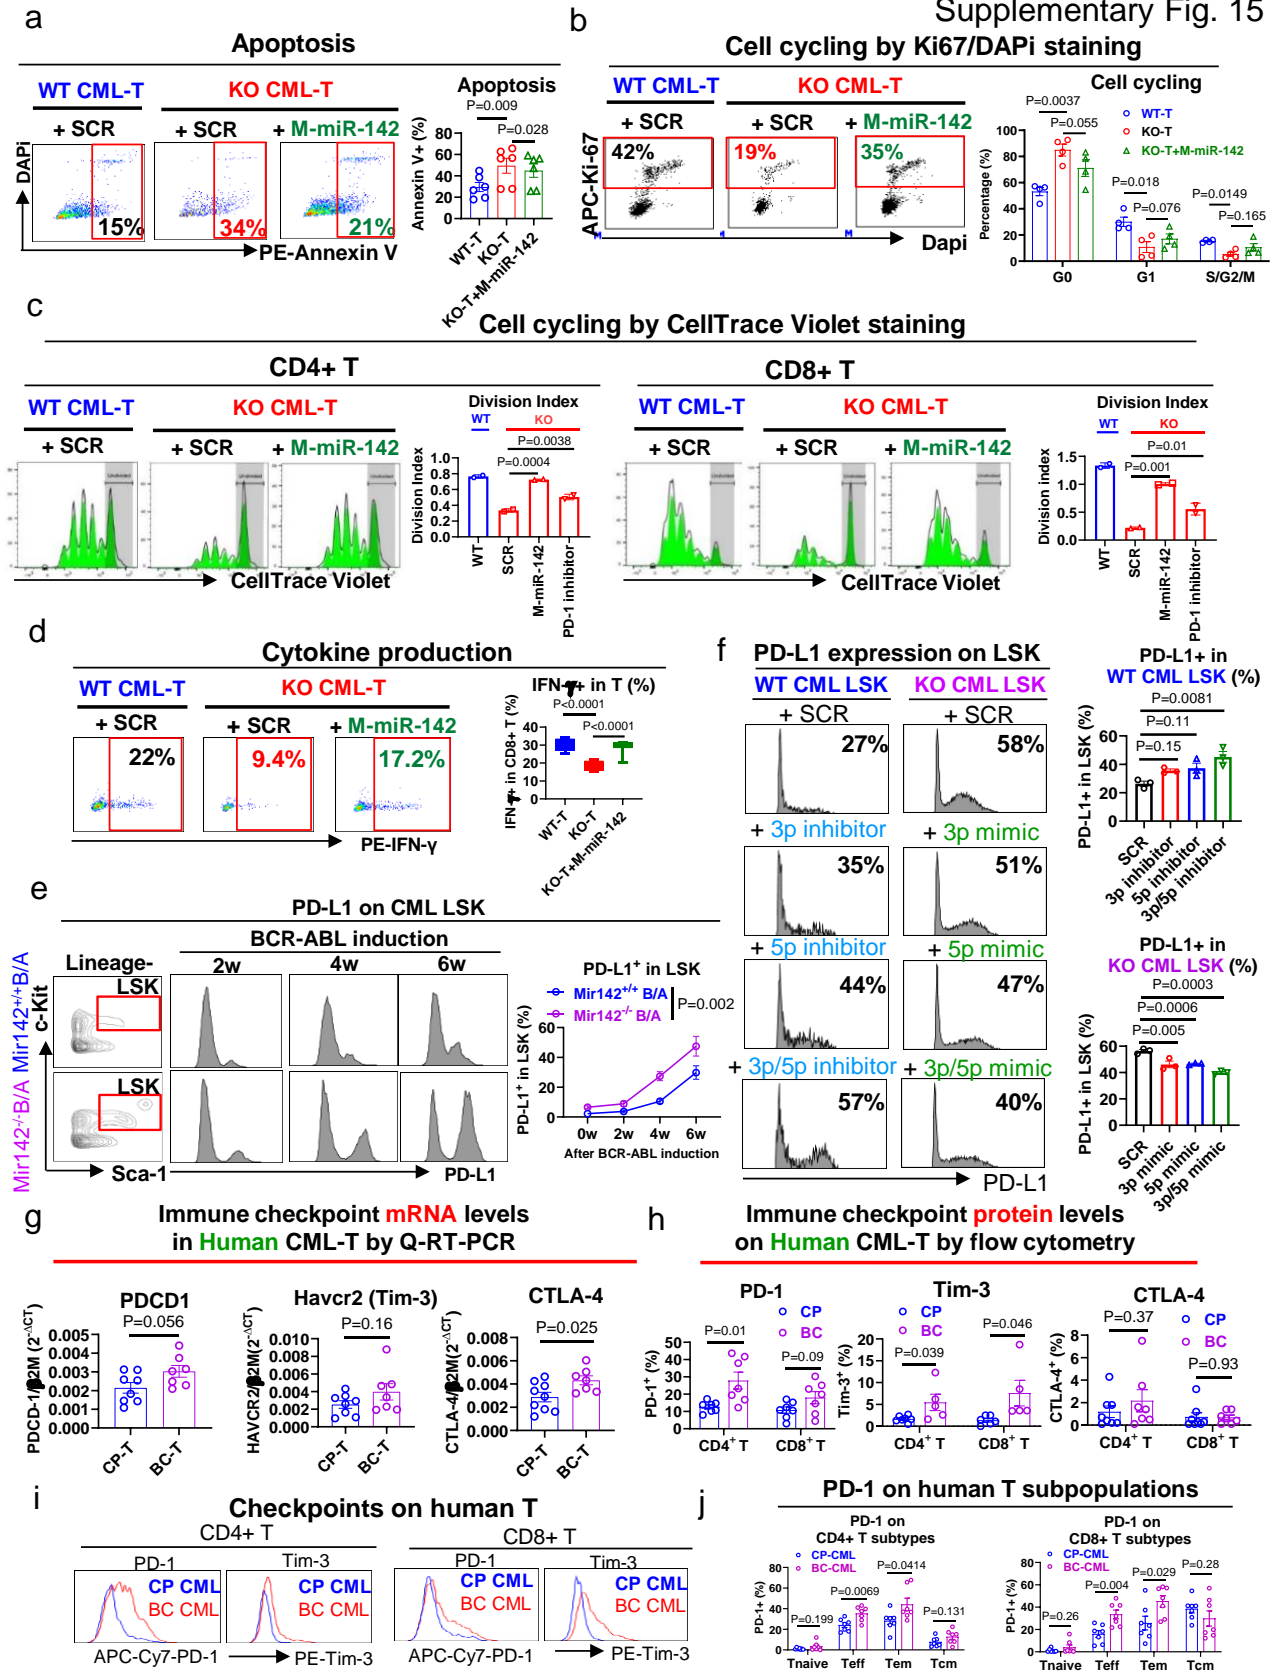

**Supplementary Fig. 15: BC CML T cells exhibit high levels of exhaustion markers and defective activity which could be rescued by M-miR-142. a-d.** Apoptosis (**a**; n=6 per group), cell cycling by Ki-67/Dapi (**b**; n=4 per group) or CellTrace Violet (**c**; n=2 per group) staining, and levels of cytokine IFN- $\gamma$  production (**d**; n=8 per group) in *Mir142<sup>+/+</sup>BCR-ABL* (WT CML) T cells treated with SCR versus *Mir142<sup>-/-</sup>BCR-ABL* (KO CML) T cells treated with SCR or M-miR-142 (2 $\mu$ m, 3 days). **e.** Representative plots and combined results (n=3 per group for 0w and 2w; n=4 per group for 4w; n=5 per group for 6w) of PD-L1 expression on BM LSKs from *Mir142<sup>-/-</sup>BCR-ABL* versus *Mir142<sup>+/+</sup>BCR-ABL* mice after 2, 4 and 6 weeks of BCR-ABL induction. **f.** Representative plots and combined results of PD-L1 expression on *Mir142<sup>+/+</sup>BCR-ABL* LSK cells treated with SCR or miR-142-3p or/and miR-142-5p inhibitor, and on *Mir142<sup>-/-</sup>BCR-ABL* LSK cells treated with SCR or miR-142-3p or/and miR-142-5p mimic (n=3 per group). **g-h.** mRNA (**g**; PD-1 and HAVCR2: n=8 for CP-T and n=7 for BC-T; CTLA-4: n=9 for CP-T and n=7 for BC-T) and protein (**h**; PD-1: n=7 per group; Tim-3: n=7 for CP CD4<sup>+</sup> T, n=6 for CP CD8<sup>+</sup> T, n=5 for BC CD4<sup>+</sup> or CD8<sup>+</sup> T; CTLA-4: n=8 for CP-T and n=7 for BC-T) levels of immune checkpoints (PD-1, HAVCR2 and CTLA-4) in human T cells from CP CML or BC CML patients. **i-j.** Representative plots of PD-1 and Tim-3 expression on CD4<sup>+</sup> and CD8<sup>+</sup> T cells (**i**) and combined results of PD-1 on CD4<sup>+</sup> and CD8<sup>+</sup> T cell subpopulations (**j**) from CP or BC CML patients (n=7 per group). Abbreviation: WT: wild type; KO: knock out; B/A: *BCR-ABL*; SCR: scramble RNA; CP: chronic phase; BC: blast crisis; CML: chronic myeloid leukemia; LSK: Lin-Sca-1+c-Kit<sup>+</sup>. For **a-d** and **f**, comparisons among multi-groups were performed by one-way ANOVA and P values were adjusted for multiple comparisons using Holm-Šidák method. For **e**, **g**, **h** and **j**, comparison between two groups was performed by two-tailed, unpaired t-test. Results shown represent mean  $\pm$  SEM. Source data are provided as a Source Data file.

Supplementary Fig. 16

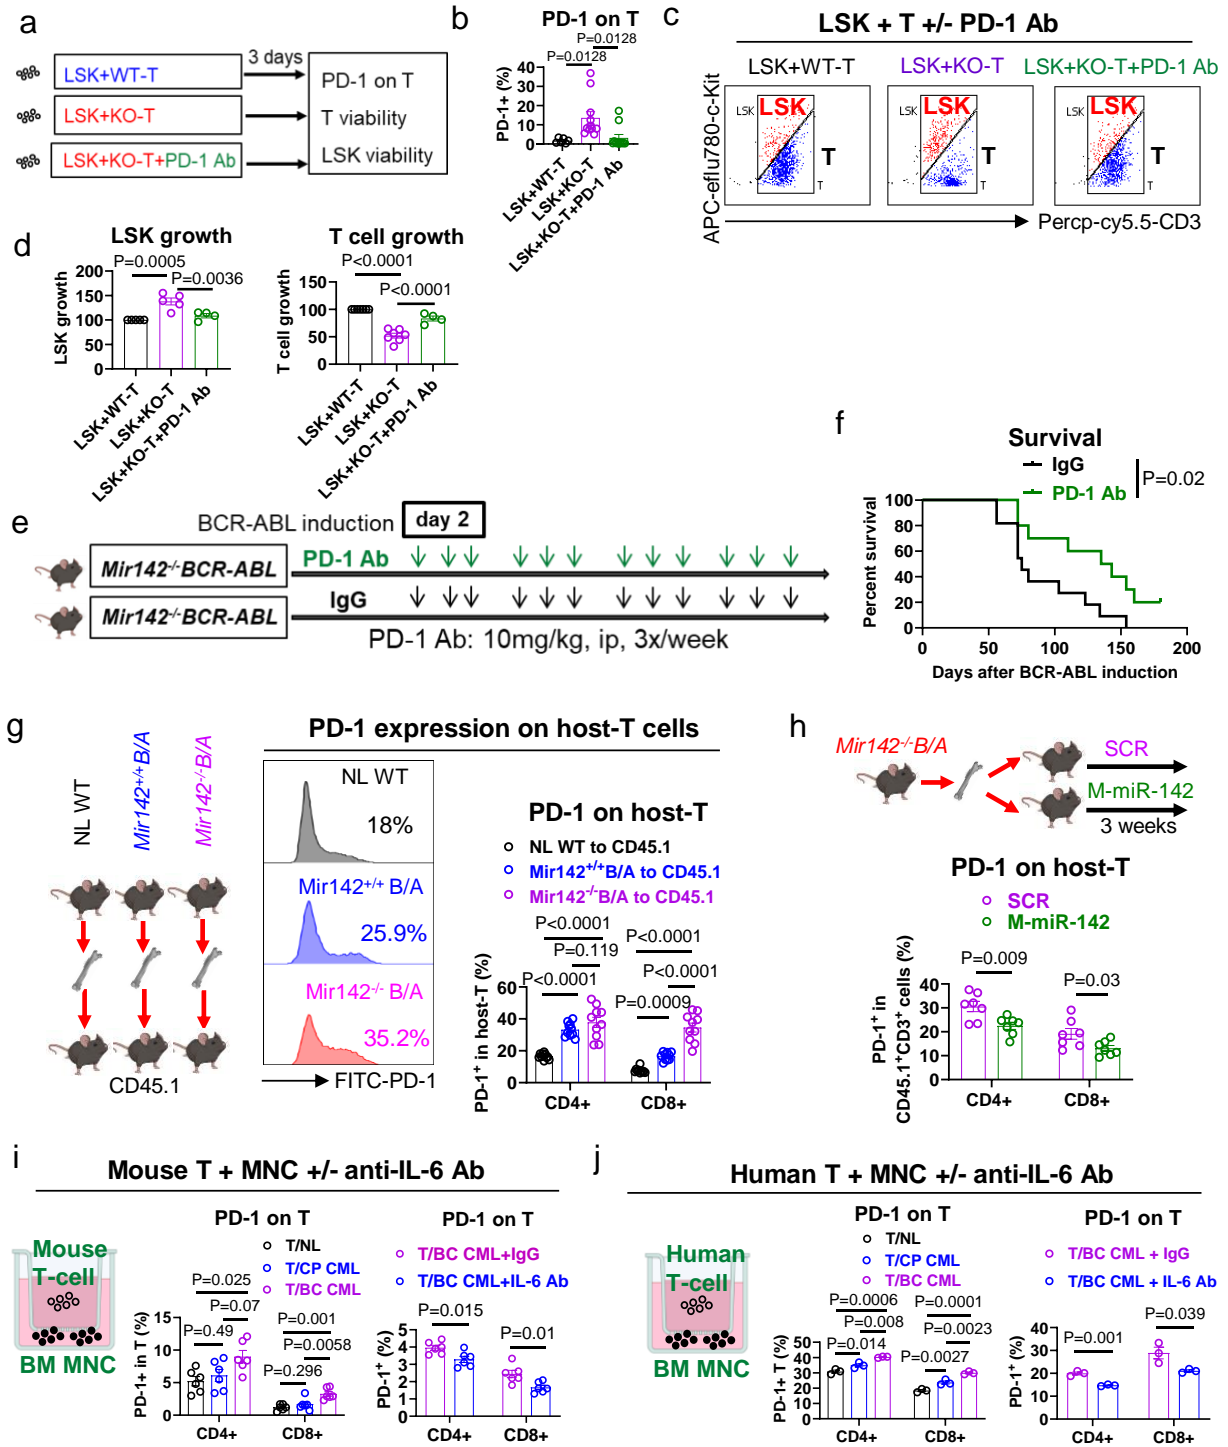

**Supplementary Fig. 16: Blocking the upregulated PD-1 on T cells in BC CML can increase T cell antileukemic activity.** **a-d.** Experimental design and results. *Mir142*<sup>-/-</sup>*BCR-ABL* LSKs were co-cultured with *Mir142*<sup>+/+</sup> T (WT-T) or *Mir142*<sup>-/-</sup> T (KO-T) cells +/- PD-1 blocking Ab (1μg/ml) for 3 days (**a**). PD-1 expression on T cells (**b**; n=6 for WT-T group and n=11 for the other groups), representative plots (**c**) and combined results (**d**; LSK growth: n=5 for WT-T and KO-T groups and n=4 for KO-T+PD-1 Ab group; T cell growth: n=7 for WT-T and KO-T groups and n=4 for KO-T+PD-1 Ab group) of LSK and T cell numbers (relative to LSK+WT-T) were analyzed. **e-f.** Experimental design and results. *Mir142*<sup>-/-</sup>*BCR-ABL* mice were treated with PD-1 blocking Ab or IgG control (10mg/kg, 3x/week) for 4 weeks (**e**) and survival is shown (**f**; n=10 per group; by Log-Rank test). **g.** PD-1 expression on host-T cells from the recipients of BM MNCs from wt, *Mir142*<sup>+/+</sup>*BCR-ABL* or *Mir142*<sup>-/-</sup>*BCR-ABL* mice (n=10 per group). **h.** PD-1 on host-T cells from the recipients of *Mir142*<sup>-/-</sup>*BCR-ABL* BM MNCs, which were treated with SCR or M-miR-142 for 3 weeks (n=7). **i.** PD-1 on T cells cocultured with wt, *Mir142*<sup>+/+</sup>*BCR-ABL* or *Mir142*<sup>-/-</sup>*BCR-ABL* BM MNCs (**left**), or with *Mir142*<sup>-/-</sup>*BCR-ABL* MNCs and treated with IgG or anti-IL-6 blocking Ab (**right**) for 3 days (n=6). **j.** PD-1 on human T cells cocultured with BM MNCs from healthy donors, CP, or BC CML patients (**left**), or with BC CML MNCs and treated with IgG or anti-IL-6 blocking Ab (**right**) for 3 days (n=3). Abbreviation: SCR: scramble RNA; CP: chronic phase; BC: blast crisis; MNC: mononuclear cells; wt: wild-type; Ab: antibody. For **b**, **d**, **g**, **i** and **j**, comparisons among multi-groups were performed by one-way ANOVA and P values were adjusted for multiple comparisons using Holm-Šidák method. For **h-j**, comparison between two groups was performed by two-tailed, unpaired t-test. Results shown represent mean ± SEM. For **e**, **g** and **h**, mouse images created in BioRender. Chen, F. (2025) <https://BioRender.com/e61c469>. For **i** and **j**, images created in BioRender. Chen, F. (2025) <https://BioRender.com/i04w340>. Source data are provided as a Source Data file.

Supplementary Fig. 17

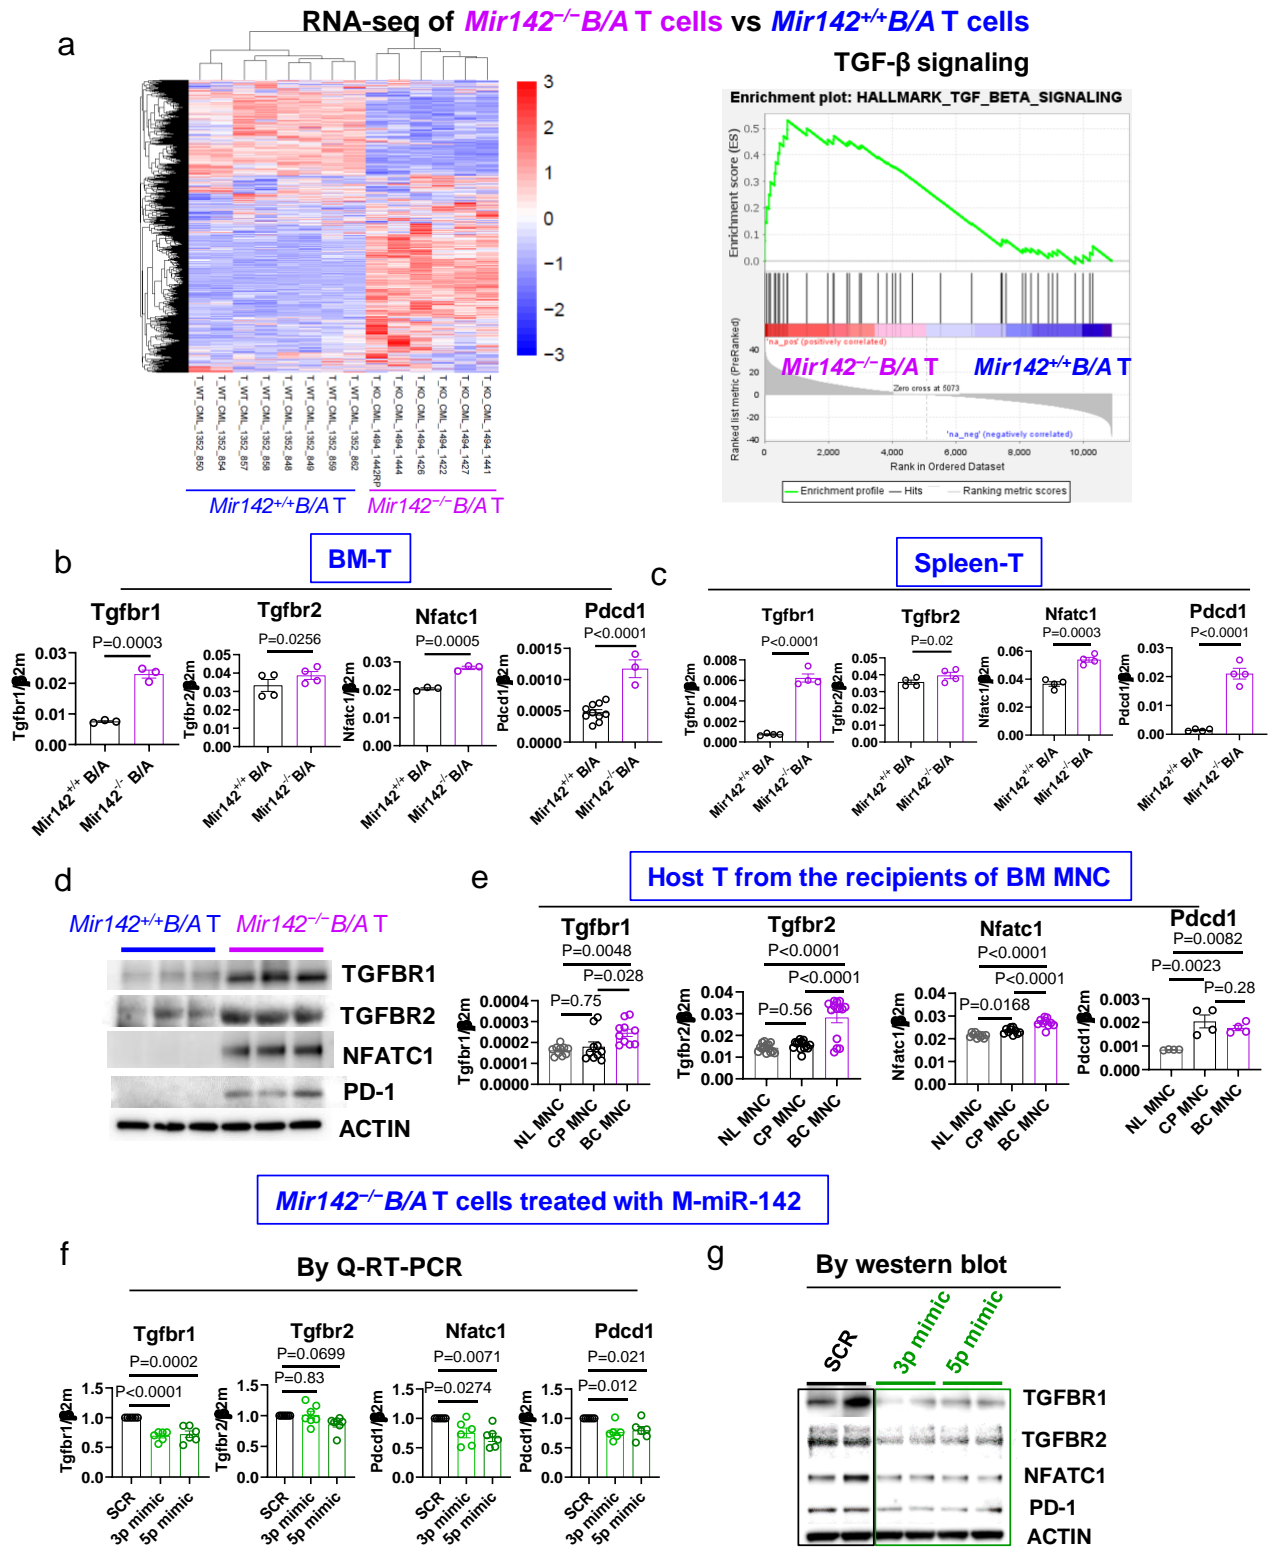

**Supplementary Fig. 17: Increased PD-1 on T cells carrying miR-142 deficit was mediated by enhanced TGF- $\beta$  signaling via upregulation of the miR-142 targets, TGFBR1 and TGFBR2.** **a.** Heat map of differentially expressed genes in T cells from *Mir142*<sup>-/-</sup>*BCR-ABL* versus *Mir142*<sup>+/+</sup>*BCR-ABL* mice (BCR-ABL were induced by tet-off for 3 weeks) by RNA-seq analysis. Hallmark gene sets involved in TGF- $\beta$  signaling are enriched in *Mir142*<sup>-/-</sup>*BCR-ABL* T cells versus *Mir142*<sup>+/+</sup>*BCR-ABL* T cells. **b-d.** *Tgfr1*, *Tgfr2*, *Nfatc1* and *Pdcd1* mRNA levels in T cells from the BM (**b**) and spleen (**c**) by Q-RT-PCR (n=4 mice per group) and protein levels in spleen T cells by Western blotting (**d**; n=3 mice per group), selected from *Mir142*<sup>-/-</sup>*BCR-ABL* versus *Mir142*<sup>+/+</sup>*BCR-ABL* mice (BCR-ABL were induced by tet-off for 3 weeks) are shown. **e.** BM MNCs from CD45.2 normal wt, *Mir142*<sup>+/+</sup>*BCR-ABL* or *Mir142*<sup>-/-</sup>*BCR-ABL* (BCR-ABL were induced by tet-off for 3 weeks) mice were transplanted into CD45.1 congenic normal wt mice, and mRNA expression levels of *Tgfr1*, *Tgfr2*, *Nfatc1* and *Pdcd1* in CD45.1+CD3+ host T cells were quantified by Q-RT-PCR (n=10 per group for *Tgfr1* and *Nfatc1*; n=14 per group for *Tgfr2*; n=4 per group for *Pdcd1*). **f-g.** *Mir142*<sup>-/-</sup>*BCR-ABL* T cells were treated with SCR, miR-142-3p or miR-142-5p mimic (2 $\mu$ M) for 3 days, then mRNA (**f**) and protein (**g**) levels of *Tgfr1*, *Tgfr2*, *Nfatc1* and PD-1 were quantified by Q-RT-PCR (n=6 mice per group for *Tgfr1*, *Nfatc1* and *Pdcd1*; n=7 per group for *Tgfr2*) and Western blotting (n=2 mice per group) respectively. For **d** and **g**: Results from one of the three independent experiments with similar results are shown. Abbreviation: *B/A*: *BCR-ABL*; SCR: scramble RNA; BM: bone marrow; MNC: mononuclear cells; tet: tetracycline; wt: wild-type. For **b** and **c**, comparison between two groups was performed by two-tailed, unpaired t-test. For **e** and **f**, comparisons among multi-groups were performed by one-way ANOVA and P values were adjusted for multiple comparisons using Holm-Šidák method. Results shown represent mean  $\pm$  SEM. Source data are provided as a Source Data file.

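The comparison of RNA-seq counts between BC CML (n = 6 mice) and CP CML (n = 8 mice) spleen T cells found 7986 of 12248 tested genes (65.2%) with an adjusted p-value below 0.05 from edgeR's quasi-likelihood test. Of these, 3987 were higher and 3999 lower in BC CML. Most changes were small, with a median absolute log2 fold change of 0.43 among these genes. A change of at least 1 on the log2 scale was seen for 1584 of them, 1233 higher and 351 lower in BC CML. In 4516 tested genes (36.9%) the groups did not overlap, where chance gives 0.0666% for 6 mice against 8. On the 500 most variable genes, the first principal component carried 83.2% of the variance and separated the groups, and average-linkage clustering on the correlation over all tested genes placed all 14 mice with their own group. The largest rises among well expressed genes without overlap were in Tspoap1, Eya1 and Styk1. Tspoap1, on chromosome 11 from 87760541 to 87785928, starts 3614 bases after Mir142 on the same strand, and rose from 12.4 ± 3.37 (SD, n = 8) to 23084 ± 2070 (SD, n = 6) normalized counts (CPM), a log2 fold change of 10.85 (standard error 0.17). Eya1 rose by 8.77 (standard error 0.25) and Styk1 by 6.88 (standard error 0.20) on the log2 scale. The largest falls besides Mir142 were in Gm14085, with a log2 fold change of -5.04 (standard error 0.24), and Slc6a19, with -3.81 (standard error 0.23). Reads of Gm14085, a gene also named Slc28a2b, could have been divided with its neighbor Slc28a2 in the authors' counting, so its value is uncertain.

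**Figure D4:**
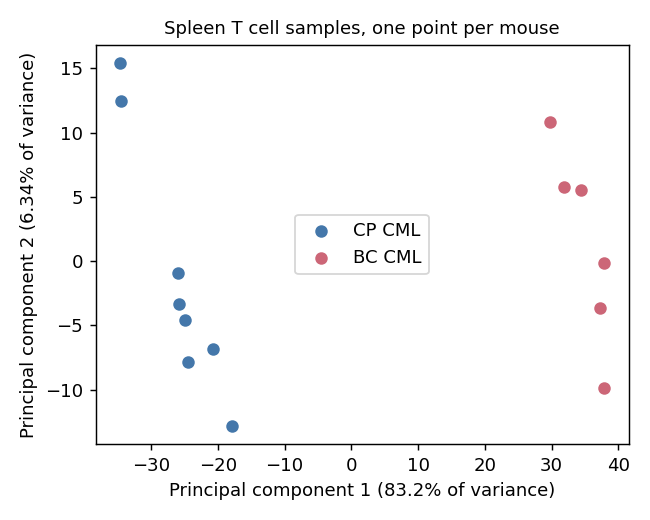
The 14 spleen T cell samples on the first 2 principal components of log2 CPM of the 500 most variable genes, with 1 point per mouse. The first component, on the x axis, carries 83.2% of the variance and has the 8 CP CML mice on the left and the 6 BC CML mice on the right.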

Supplementary Fig. 18

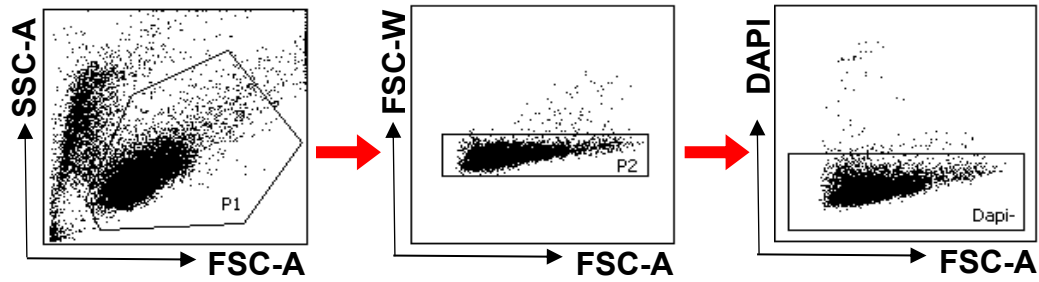

**Supplementary Fig. 18: Gating strategy for flow cytometry analysis.** All samples were FSC-A and SSC-A gated, followed by FSC-A/FSC-W gating to select singlet cells. DAPI negative cells were then gated for subsequent relevant gating, as shown in the main figures or supplementary figures.

**Supplementary Table 1: Gene markers used to annotate the clusters of T cell scRNA-seq data**

| Cell type           | Cluster | Gene markers                                                                                                                                                                                                                                                                                                             | <i>Mir142</i> <sup>-/-</sup> B/A<br>vs<br><i>Mir142</i> <sup>+/+</sup> B/A |
|---------------------|---------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|----------------------------------------------------------------------------|
| CD4 naïve           | 0       | CD4 <sup>high</sup> , CD8a <sup>neg</sup> , CD44 <sup>neg</sup> , Sell (CD62L) <sup>high</sup> , Ccr7 <sup>high</sup> , Lef1, Tcf7, Il7r                                                                                                                                                                                 | ↓                                                                          |
| CD8 naïve           | 1       | CD4 <sup>neg</sup> , CD8a <sup>high</sup> , CD44 <sup>neg</sup> , Sell (CD62L) <sup>high</sup> , Ccr7 <sup>high</sup> , Il7r, Lef1, Tcf7, Nkg7, Ccr9, Dapl1, Plac8, Klf2                                                                                                                                                 | ↓                                                                          |
| CD4 naïve           | 2       | CD4 <sup>high</sup> , CD8a <sup>neg</sup> , CD44 <sup>neg</sup> , Sell (CD62L) <sup>high</sup> , Ccr7 <sup>high</sup> , Lef1, Tcf7, Il7r                                                                                                                                                                                 | ↓                                                                          |
| CD8 central memory  | 3       | CD8 <sup>high</sup> , CD44 <sup>low</sup> , Sell (CD62L) <sup>+</sup> , Il7r, Ccr7 <sup>low</sup> , Eomes, Prf1, Xcl1, Gzmb, Gzmm, Hopx, Tbx21 (T-bet), Id2, Ifngr1, Nkg7, Cxcr6, Tmem176a, CD160, Bcl2, Cxcr3, Id2, Stat4, Ccl5, Plac8, Tox                                                                             | ↑                                                                          |
| CD4 effector        | 4       | CD4, Sell (CD62L) <sup>low</sup> , Ccr7 <sup>low</sup> , CD44 <sup>+</sup> , Il7r <sup>low</sup> , Tcf7, Cxcr5, Pdcd1 (PD-1), Ctla4, Lag3, Icos, Cd28, Tox <sup>high</sup> , Ikzf2, Cxcr3, Cd40lg, Rora, Gata3, Slamf6, Tbc1d4, Btla, Il6st, Bcl6                                                                        | ↑                                                                          |
| Regular T           | 5       | CD4, Foxp3, Il2ra (CD25), Ikzf2, Ctla4, Tnfrsf9                                                                                                                                                                                                                                                                          | ↓                                                                          |
| CD8 naïve           | 6       | CD4 <sup>neg</sup> , CD8a <sup>high</sup> , CD44 <sup>neg</sup> , Sell (CD62L) <sup>high</sup> , Ccr7 <sup>high</sup> , Il7r, Lef1, Tcf7, Nkg7, Ccr9, Dapl1, Plac8, Klf2                                                                                                                                                 | ↓                                                                          |
| NKT                 | 7       | CD4 <sup>low</sup> , CD8 <sup>low</sup> , CD44, Il7r, Id2, Zbtb16 (PLZF), CD160, Il4, Ccl5, Cxcr3, Cxcr6, Gata3, Gzmk, Ifng, Gzma, Gzmb (Granzyme), Prf1 (Perforin), Nkg7, Cxcr6, Ifngr1, Cd40lg, Rora, Prdm1 (Blimp1), T-bet (Tbx21), Sell <sup>-</sup> , Ccr7 <sup>-</sup> , Tcf7 <sup>low</sup> , Lef1 <sup>low</sup> | =                                                                          |
| CD8 effector        | 8       | CD4 <sup>low</sup> , CD8 <sup>low</sup> , Tnfrsf9, Tnf, Lta, Tgfb1, Bcl6, Stat3, Id3, Bcor                                                                                                                                                                                                                               | ↑                                                                          |
| CD8 central memory  | 9       | CD4 <sup>low</sup> , CD8, Il7r, Sell, S1pr1, Klf2, Ifngr1                                                                                                                                                                                                                                                                | ↑                                                                          |
| CD4 effector        | 10      | CD4, CD44, Id2, Cd244, Entpd1, Cd38, Lag3, Zeb2, Tgfb1                                                                                                                                                                                                                                                                   | ↑                                                                          |
| Double negative T   | 11      | Tcf7, Sell, Il7r, Nkg7, Tmem176a, Ccr9, Dntt, Ifngr1, Id3, Plac8, S1pr1, Klf2                                                                                                                                                                                                                                            | ↑                                                                          |
| CD8 effector        | 12      | CD4, CD8, Tmem176a, Btla, CD160, Mki67, Gzmb, Pdcd1, Ctla4, Icos, Tnfrsf9, Hopx, Tbx21, Tox, Tgfb1, Xcl1, Il12rb2, Gata3, Cxcr5, Eomes                                                                                                                                                                                   | ↑                                                                          |
| CD8 effector memory | 13      | CD8, Eomes, Tox, Stat4, Sell, Id3, Slamf6, CD28, CD27, Bcor, Ikzf2                                                                                                                                                                                                                                                       | =                                                                          |
| CD4 effector        | 14      | CD4, Tcf7 <sup>low</sup> , Sell <sup>low</sup> , Lef1 <sup>low</sup> , Ccr7 <sup>low</sup> , Stat4 <sup>low</sup>                                                                                                                                                                                                        | ↑                                                                          |
| Exhausted T         | 15      | Plac8, Tmem176a, CD244, Entpd1, CD38, CD101, Mki67, Havcr2, Tnfrsf14, Hopx, Zeb2, Ifngr1, Tgfb1, Stat3, Anxa1, Ltb4r1, Bcor, Il6st                                                                                                                                                                                       | ↑                                                                          |

**Supplementary Table 2: Antibodies used for flow cytometry analysis**

| <b>Anti-mouse antibodies</b> |                              |              |               |            |
|------------------------------|------------------------------|--------------|---------------|------------|
| Name                         | Conjugation/<br>Fluorochrome | Manufacturer | Clone         | Cat#       |
| CD3e                         | Biotin                       | eBioscience  | 17A2          | 13-0031-85 |
| CD4                          | Biotin                       | eBioscience  | GK1.5         | 13-0041-85 |
| CD8a                         | Biotin                       | eBioscience  | 53-6.7        | 13-0083-85 |
| B220                         | Biotin                       | eBioscience  | RA3-6B2       | 13-0452-85 |
| CD19                         | Biotin                       | eBioscience  | eBio1D3 (1D3) | 13-0193-85 |
| IgM                          | Biotin                       | eBioscience  | eB121-15F9    | 13-5790-85 |
| Gr-1                         | Biotin                       | eBioscience  | RB6-8C5       | 13-5931-85 |
| CD11b                        | Biotin                       | eBioscience  | M1/70         | 13-0112-85 |
| NK1.1                        | Biotin                       | eBioscience  | PK136         | 13-5941-85 |
| Ter119                       | Biotin                       | eBioscience  | TER-119       | 13-5921-85 |
| Flt3                         | Biotin                       | eBioscience  | A2F10         | 13-1351-85 |
| Flt3                         | PE                           | eBioscience  | A2F10         | 12-1351-82 |
| Sca-1                        | PE-Cy7                       | eBioscience  | D7            | 25-5981-82 |
| CD117                        | APC-eFlu780                  | eBioscience  | ACK2          | 47-1172-82 |
| CD117                        | FITC                         | eBioscience  | 2B8           | 11-1171-82 |
| CD117                        | APC-eFlu780                  | eBioscience  | 2B8           | 47-1171-82 |
| CD150                        | PerCP-Cy5.5                  | Biolegend    | TC15-12F12.2  | 115922     |
| CD45.1                       | PE-Cy7                       | eBioscience  | A20           | 25-0453-82 |
| CD45.1                       | PerCP-Cy5.5                  | eBioscience  | A20           | 45-0453-80 |
| CD45.2                       | FITC                         | eBioscience  | 104           | 11-0454-85 |
| CD45.2                       | eFluor450                    | eBioscience  | 104           | 48-0454-82 |
| CD45                         | PE-Cy7                       | eBioscience  | 30-F11        | 25-0451-82 |
| CD25                         | BV421                        | Biolegend    | 3C7           | 101923     |
| CD44                         | PE                           | Biolegend    | IM7           | 103007     |
| CD62L                        | APC                          | Biolegend    | MEL-14        | 104412     |
| PD-1                         | FITC                         | eBioscience  | RMP1-30       | 11-9981-82 |
| CTLA-4                       | PE                           | eBioscience  | UC10-4B9      | 12-1522-82 |
| Tim-3                        | APC                          | eBioscience  | 8B.2C12       | 17-5871-82 |
| IL-2                         | APC                          | eBioscience  | JES6-5H4      | 17-7021-82 |
| IFN- $\gamma$                | PE                           | Biolegend    | B27           | 506507     |
| TNF- $\alpha$                | PerCP-Cy5.5                  | Biolegend    | MAB11         | 502926     |

|                              |                              |               |                 |             |
|------------------------------|------------------------------|---------------|-----------------|-------------|
| PD-L1                        | PE-Cy7                       | eBioscience   | MIH5            | 25-5982-80  |
| CD25                         | BV-421                       | eBioscience   | PC61.5          | 404-0251-82 |
| CD69                         | Percp-Cy5.5                  | eBioscience   | H1.2F3          | 45-0691-82  |
| CD127                        | BV421                        | Biolegend     | A7R34           | 135027      |
| CD11b                        | FITC                         | eBioscience   | M1/70           | 11-0112-82  |
| CD11b                        | PE                           | eBioscience   | M1/70           | 12-0112-83  |
| CD19                         | APC                          | eBioscience   | eBio1D3         | 17-0193-82  |
| CD3                          | Percp-eFlu710                | eBioscience   | 17A2            | 46-0032-82  |
| CD4                          | FITC                         | Biolegend     | RM4-5           | 100510      |
| CD8                          | PE-Cy7                       | Biolegend     | 53-6.7          | 100722      |
| TCR $\beta$                  | PE                           | Biolegend     | H57-597         | 109208      |
| TCR $\gamma\delta$           | BV421                        | Biolegend     | GL3             | 118120      |
| <b>Anti-human antibodies</b> |                              |               |                 |             |
| Name                         | Conjugation<br>/Fluorochrome | Manufacturer  | Clone           | Cat#        |
| CD34                         | FITC                         | eBioscience   | 4H11            | 11-0349-42  |
| CD34                         | PE-Cy7                       | eBioscience   | 4H11            | 25-0349-42  |
| CD34                         | APC                          | eBioscience   | 4H11            | 17-0349-42  |
| CD38                         | PE                           | eBioscience   | HIT2            | 12-0389-42  |
| CD38                         | FITC                         | eBioscience   | HB7             | 11-0388-42  |
| CD45                         | APC                          | BD Pharmingen | HI30            | 555485      |
| CD45                         | FITC                         | BD Pharmingen | HI30            | 561865      |
| CD33                         | PE                           | BD Pharmingen | WM53            | 555450      |
| PD-1                         | PE                           | Biolegend     | EH12.2H7        | 329906      |
| PD-1                         | APC-Cy7                      | Biolegend     | EH12.2H7        | 329922      |
| PD-L1                        | PE-Cy7                       | Biolegend     | 29E.2A.3        | 329718      |
| CTLA-4                       | APC                          | Biolegend     | BNI3            | 369612      |
| Tim-3                        | PE                           | Biolegend     | A18087E         | 364806      |
| CD4                          | FITC                         | Biolegend     | A161A1          | 357406      |
| CD8                          | PE-Cy7                       | BD Pharmingen | RPA-T8          | 557746      |
| CD69                         | FITC                         | BD Pharmingen | FN50            | 555530      |
| CD25                         | APC-Cy7                      | BD Pharmingen | M-A251          | 557753      |
| CD2                          | Percp-Cy5.5                  | Biolegend     | RPA-2.10        | 300216      |
| CD3                          | BV510                        | Biolegend     | OKT3            | 317332      |
| CD90                         | PE                           | eBioscience   | eBio5E10 (5E10) | 12-0909-42  |

|                         |                 |               |       |            |
|-------------------------|-----------------|---------------|-------|------------|
| CD45RA                  | BV605           | BD            | HI100 | 562886     |
| CCR7                    | PE-Cy7          | eBioscience   | 3D12  | 25-1979-42 |
| <b>Other antibodies</b> |                 |               |       |            |
| Annexin V               | PE              | BD Pharmingen |       | 559763     |
| Annexin V               | APC             | BD Pharmingen |       | 550475     |
| Annexin V               | FITC            | BD Pharmingen |       | 560931     |
| Ki-67                   | Alexa Fluor 647 | BD Pharmingen | B56   | 561126     |
| Streptavidin            | PE              | eBioscience   |       | 12-4317-87 |
| Streptavidin            | FITC            | eBioscience   |       | 11-4317-87 |
| Streptavidin            | APC             | eBioscience   |       | 17-4317-82 |

**Supplementary Table 3: TaqMan Gene Expression Assays**

| Gene name     | Assay ID      | Manufacturer |
|---------------|---------------|--------------|
| snoRNA234     | 1234          | ThermoFisher |
| RNU44         | 1094          | ThermoFisher |
| miR-142-3p    | 464           | ThermoFisher |
| miR-142-5p    | 2248          | ThermoFisher |
| IL-6          | Hs00174131_m1 | ThermoFisher |
| $\beta$ 2m    | Mm00437762_m1 | ThermoFisher |
| $\beta$ 2M    | Hs00187842_m1 | ThermoFisher |
| Pdcd-1        | Mm01285676_m1 | ThermoFisher |
| PDCD-1        | Hs01550088_m1 | ThermoFisher |
| HAVCR2 (TIM3) | Hs00958618_m1 | ThermoFisher |
| CTLA-4        | Hs00175480_m1 | ThermoFisher |
| Tgfbr1        | Mm00436964_m1 | ThermoFisher |
| Tgfbr2        | Mm03024091_m1 | ThermoFisher |
| Nfatc1        | Mm01265944_m1 | ThermoFisher |

**Supplementary Table 4: Cytokines and chemokines measured by Luminex assay (R&D systems)**

| <b>Analytes:</b>          | <b>Species</b> |
|---------------------------|----------------|
| CXCL12/SDF-1 alpha (BR54) | mouse          |
| G-CSF (BR39)              | mouse          |
| GM-CSF (BR12)             | mouse          |
| IFN-gamma (BR33)          | mouse          |
| IL-1 alpha/IL-1F1 (BR47)  | mouse          |
| IL-1 beta/IL-1F2 (BR19)   | mouse          |
| IL-2 (BR22)               | mouse          |
| IL-3 (BR34)               | mouse          |
| IL-4 (BR25)               | mouse          |
| IL-5 (BR26)               | mouse          |
| IL-6 (BR27)               | mouse          |
| IL-10 (BR28)              | mouse          |
| IL-12 p70 (BR15)          | mouse          |
| IL-13 (BR29)              | mouse          |
| IL-16 (BR35)              | mouse          |
| IL-17/IL-17A (BR30)       | mouse          |
| IL-17E/IL-25 (BR55)       | mouse          |
| IL-27 (BR56)              | mouse          |
| IL-33 (BR43)              | mouse          |
| TNF-alpha (BR14)          | mouse          |
| VEGF (BR21)               | mouse          |

# Supplementary material for: miR-142 deficit in T cells during blast crisis promotes chronic myeloid leukemia immune escape
**Source:** Nat Commun. 2025 Feb 1;16:1253. doi: 10.1038/s41467-025-56383-y
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

Supplementary Data 1: Normalized area of differentially abundant non-redundant metabolites (p-value<0.05) in resting and 24 hrs-activated T cells from *Mir142*<sup>-/-</sup>*BCR-ABL* (KO-T) and *Mir142*<sup>+/+</sup>*BCR-ABL* (WT-T) mice.

Supplementary Data 2: Area and differential analysis of glycolytic and OxPhos metabolites of resting and 24 hrs-activated T cells from *Mir142*<sup>-/-</sup>*BCR-ABL* (KO-T) and *Mir142*<sup>+/+</sup>*BCR-ABL* (WT-T) mice.

Supplementary Data 3: Ratios and differential analysis of glycolytic and OxPhos metabolites of resting and 24 hrs-activated T cells from *Mir142*<sup>-/-</sup>*BCR-ABL* (KO-T) and *Mir142*<sup>+/+</sup>*BCR-ABL* (WT-T) mice.

Supplementary Data 4: Normalized areas of all compounds detected in the resting and 24 hrs-activated T cells from *Mir142*<sup>-/-</sup>*BCR-ABL* (KO-T) and *Mir142*<sup>+/+</sup>*BCR-ABL* (WT-T) mice.

# Supplementary material for: miR-142 deficit in T cells during blast crisis promotes chronic myeloid leukemia immune escape
**Source:** Nat Commun. 2025 Feb 1;16:1253. doi: 10.1038/s41467-025-56383-y
**Supplement:** Supplementary file 7 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                      |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | BD FACSDiva (v9.0) was used to collect flow cytometry data. Xcalibur 4.4.16.14 was used to collect data for untargeted metabolomics.                                                                                                                                                                                                                                                 |
| Data analysis   | Graphpad Prism v10 (for in vitro and in vivo data analysis); BD FACSDiva v9.0 and FlowJo v10.8.1 (flow cytometry data); Cell Ranger v6.1.2, Seurat v4.1.0 and clusterProfiler v4.2.2 (scRNA sequencing); STAR v.2.6.0.a, HTSeq-count v.0.11.1 and "edgeR" (RNA sequencing); Compound discoverer 3.2, Skyline 20.1.0.155, SMPD and KEGG metabolic pathways (untargeted metabolomics). |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

RNA sequencing and scRNA sequencing data are available at GeneExpression Omnibus (GEO; RNA-seq: GSE261798; scRNA-seq: GSE254285 for mouse cells and GSE276130 for human cells) repository of the National Center for Biotechnology Information. Metabolomic profiles are available at the NIH Common Fund's National Metabolomics Data Repository (NMDR) website [http://dev.metabolomicsworkbench.org:22222/data/DRCCMetadata.php?]

Mode=Study&StudyID=ST003091&Access=HieS7992, The DOI for this project (PR001920) is: <http://dx.doi.org/10.21228/M8JB09>].

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |                                                                                                                                                                                                                                                                                                                       |
|--------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Reporting on sex and gender                                        | This information has not been collected.                                                                                                                                                                                                                                                                              |
| Reporting on race, ethnicity, or other socially relevant groupings | This information has not been collected.                                                                                                                                                                                                                                                                              |
| Population characteristics                                         | Human blood or BM donors were between 30-70 years old. CML patients were diagnosed with either CP CML or BC CML, with BCR-ABL+ by FISH or PCR analysis. The samples were collected from the patients before the treatment.                                                                                            |
| Recruitment                                                        | Human blood or BM donors for experiments were anonymous.                                                                                                                                                                                                                                                              |
| Ethics oversight                                                   | Sample acquisition was approved by the Institutional Review Board (IRB) at the COHN MC, in accordance with an assurance filed with and approved by the Department of Health and Human Services and met all requirements of the Declaration of Helsinki. Patients with CML were consented on the IRB # 18067 protocol. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample sizes were not based on formal power calculations. It was based on the magnitude, sample availability, consistency of measurable differences between groups. We repeated all of the experiments in the paper using at least 3-4 samples from mouse or human individuals to ensure adequate power. For animal experiments, animal numbers were chosen based on experimental group size, mice availability and variability, treatment frequency and previous experience. |
| Data exclusions | No animals or samples were excluded from analysis.                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Replication     | Experiments were replicated multiple times with reproducible results indicated in the figure legends.                                                                                                                                                                                                                                                                                                                                                                         |
| Randomization   | For all animal experiments, the mice with the same gender and age were divided randomly into experimental groups to reduce variation and enhance power.                                                                                                                                                                                                                                                                                                                       |
| Blinding        | For some animal studies, the investigators were blinded to the mice allocations while performing the treatment or monitoring the mice for survival, and the investigators learned the genotypes when analyzing the results. For the remaining experiments, the Investigators could not be blinded to sample allocations because they have to allocate these samples first before the treatments.                                                                              |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

## Antibodies used

Anti-mouse antibodies: lineage markers-biotin (Ter-119, CD3, NK1.1, IgM, CD4, CD8a, CD19, Gr-1, CD11b, B220), CD45-PE or FITC or APC-eFlu780, CD45.1-PE-Cy7 or PE, CD45.2-FITC or APC or Pacific Blue, Flt3-biotin or PE, IL-7R-biotin or PE-Cy7, CD117 (c-Kit, clone: ACK2)-APC-eFlu780 or FITC, Sca-1-PE or PE-Cy7, PD-1-FITC, CTLA-4-PE, Tim-3-APC, IL-2-APC, PD-L1-PE-Cy7, CD25-BV421, CD69-PerCP-cy5.5, CD11b-PE or FITC, CD19-APC, CD3-PerCP-eFlu710 or APC-eFlu780 (all from eBioscience, San Diego, CA), CD25-BV421, CD44-PE, IFN-gamma-PE, TNF-alpha-PerCP-cy5.5, CD127-BV421, CD4-FITC, CD8-PE-Cy7, TCR-beta-PE, TCR-gamma/delta-BV421 (Biolegend, San Diego, CA). Anti-human antibodies: CD34-PE-Cy7 or FITC or APC, CD38-PE or APC or APC-eFlu780, CD90-PE, CCR7-PE-Cy7 (all from eBioscience), CD45-APC or FITC, CD33-PE, CD45RA-BV605 (all from BD), PD-1-PE or APC-Cy7, PD-L1-PE-Cy7, CTLA-4-APC, TIM3-PE, CD4-FITC, CD3-BV510, CD2-PerCP-cy5.5 (all from Biolegend, San Diego, CA), CD8-PE-Cy7, CD25-APC-Cy7, CD69-FITC (all from BD). Other antibodies: anti-streptavidin-APC or PE or FITC, Ki-67-APC or AlexFlu 647, Annexin V-PE or FITC or APC. Detailed antibody information including manufacturer, cat number and/or clone number were provided in Supplementary Table 2.

Antibodies for immunoblotting: TGFBR1 (ab235578, Abcam), TGFBR2 (ab269279, Abcam), PD-1 (AF1021, R&D), ACTIN (8H10D10, Cell Signaling), NFAT2 (#8032, Cell Signaling).

## Validation

Validation of all primary antibodies for the species and application was performed using variable strategies: cellular distribution, size of bands in western blotting experiments. Antibodies critical for novel conclusions were validated by elimination of signals upon knocking down or inhibiting experiments and/or by functional assays. Validation statements of all antibodies used in this manuscript were noted on the manufacturer's website with relevant citations.

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                   |                                                                                                                 |
|-------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | OP9-DL1 cell line is obtained from the Riken Bio-Resource Center (BRC, Tsukuba, Japan)                          |
| Authentication                                                    | OP9-DL1 cell line was obtained from the company and used for this study right away, so it was not authenticated |
| Mycoplasma contamination                                          | Cell line tested negative for mycoplasma contamination                                                          |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines were used in this study                                                    |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                       |
|-------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | 6-10 weeks old wild-type (WT), Mir142 KO, SCLT/TA/BCR-ABL (BCR-ABL), Mir142 KO/BCR-ABL, Mir142flox/flox/Lck-cre+ (all CD45.2 C57BL/6, from collaborator or homemade), CD45.1 C57BL/6 (as recipient mice, from Charles River), NSG and NSGS-SGM3 (both from Jax lab) mice were used.                                   |
| Wild animals            | No wild animals were used in this study.                                                                                                                                                                                                                                                                              |
| Reporting on sex        | Both male and female mice were used.                                                                                                                                                                                                                                                                                  |
| Field-collected samples | No field-collected samples were used.                                                                                                                                                                                                                                                                                 |
| Ethics oversight        | Mouse care and experimental procedures were performed in accordance with federal guidelines and protocols were approved by the Institutional Animal Care and Use Committee at City of Hope (IACUC #15005). All experimental mice are maintained on 12:12-h light:dark cycle, 68-79 F temperature and 30-70% humidity. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |     |
|-----------------------|-----|
| Seed stocks           | n/a |
| Novel plant genotypes | n/a |
| Authentication        | n/a |

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                                                                                                                                                             |
|---------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | Human and mouse cells were collected and stained with antibodies for 30 minutes at 4C, as detailed in the methods.                                                                                                                                                          |
| Instrument                | BD Fortessa x20, BD Aria Fusion                                                                                                                                                                                                                                             |
| Software                  | BD FACSDiva v9.0 and FlowJo v10.8.1                                                                                                                                                                                                                                         |
| Cell population abundance | At least 10,000 cells were collected for analysis. Numbers of cells collected by sorting were listed in the methods or figure legends. Purity was determined by running a purity check of the sorted populations after the sort was completed.                              |
| Gating strategy           | All samples were initially gated using forward scatter and side scatter to identify events corresponding to cells, next using forward scatter height vs. area to enrich for single cells, and then alive cells were selected by gating on negative cells for viability dye. |

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

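The bulk RNA-seq of sorted spleen T cells was analysed, with 8 CP CML (Mir142+/+BCR-ABL) and 6 BC CML (Mir142−/−BCR-ABL) mice, 1 library per mouse. The single-cell RNA-seq, Q-RT-PCR, Western blot, flow cytometry and metabolic experiments of the paper were not analysed here. The authors removed adapters with Trimmomatic and polyA tails with FASTP, aligned the reads to mm10 with STAR, counted them per gene with HTSeq-count, and deposited the raw counts of 24091 genes with each gene's position and length, without normalization. The annotation used for counting and its strand setting are not named in the paper's text, so reads of overlapping or near-identical genes may have been assigned in ways that cannot be checked from the counts. Each column of counts was matched to a mouse by its name and the sample labels.

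Counts were analysed with edgeR 4.0.16 and limma 3.58.1 in R 4.3.3. Genes were kept by filterByExpr on the group (12248 genes), normalized by TMM, and tested by the quasi-likelihood test (glmQLFit with robust estimation, glmQLFTest) for BC CML against CP CML, with no covariate and Benjamini-Hochberg adjustment at 0.05. The standard error of a log2 fold change was computed from the fold change and the test's F statistic. Gene set enrichment used fgsea 1.28.0 with weight 1 and 10000 gene permutations under a fixed seed. No copy of the hallmark collection was used here. The 54 genes of the TGF-β set were written from knowledge of that collection, and the Reactome list packaged with fgsea was an alternative. The T cell subset marker sets (naive, Treg, CD8 central memory, CD8 effector, CD4 effector and exhausted) came from Supplementary Table 1, and the myeloid, B cell, erythroid, T cell identity, proliferation, Xist and Y-linked lists from general knowledge. They were tested on mean log2 CPM (prior count 2) by an exact two-sided permutation test over all 3003 splits of the 14 samples into 6 and 8, with Benjamini-Hochberg adjustment over 13 sets. In these lists 1 symbol was replaced, after the counts table had been seen and before any test, by the older symbol under which the table lists the gene, Cd244. The 3′UTRs were taken from GENCODE vM21, which is on the same genome build, and 11397 of the 12248 tested genes had one.

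The fits were tested on simulated counts for 12186 genes with the means and library sizes of the real samples and 200 genes changed by 1 on the log2 scale. The quasi-likelihood test recovered 191 of the 200 (95.5%) with 6 other calls, the likelihood ratio test 193 with 12, and DESeq2 193 with 14. In the real data 65.2% of tested genes were called, with a median absolute log2 fold change of 0.43 among them. The simulation therefore does not measure recovery or false calls where most genes change, or for changes below 1 on the log2 scale. The depth was between 15703702 and 19914531 reads per sample. Replicates were compared in pairs before averaging. The chi-square statistic per degree of freedom was between 3.08 and 22.0 for CP CML and between 8.34 and 23.1 for BC CML, where sampling noise alone gives 1, so no library was counted as a repeat of another.

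Genes were named by a rule: the deleted gene, the genes the paper names for this experiment, the checkpoint genes Havcr2 and Ctla4, the 5 leading-edge genes of the TGF-β set with the lowest p-values, and the 3 risen and 3 fallen genes with the largest log2 fold change among those with an adjusted p-value below 0.05, an average log2 CPM of at least 3 and no overlap between groups. Members of the marker sets could also be named among the other observations. The gene lists (but for the symbol above), the rule for named genes and the alternatives were set before the data were examined. The alternatives were the likelihood ratio test, DESeq2 1.42.0, RLE factors, library size alone, no filter on low counts, a filter of more than 1 CPM in at least 6 samples, the replicate number as a block, and each sample left out in turn; for the TGF-β set also other rankings and weights, camera, random lists matched on expression, and the Reactome list; and for the marker sets log2 of CPM plus 1. The replicate numbers come from the sample titles, where the groups share the numbers 1 to 6; the mice of the groups are different animals.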

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

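All tests in this part were chosen after the results were seen. Among 57 groups of values examined (named genes, marker sets and total reads in each group of mice), 5 had a sample whose gap to the nearest other sample was large against the range of its group, where chance gives 2.85. The binomial probability of as many is 0.155, so chance remains a sufficient explanation for their number, and the groups are not independent of each other.

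In BC CML replicate 5, Pdcd1 had 49.2 CPM against 28.8 in the next highest mouse, a gap of 0.813 of the range of the 6 mice. The myeloid, B cell and erythroid marker scores were examined for RNA from other cells in one sample, and the sample was not the highest of the 6 on any (a gap of 0 for RNA from other cells in one sample). It was the highest on the proliferation score, with a gap of 0.572 of the range, which is not past the critical value. Neither RNA from these cells nor more cycling cells was therefore shown to account for it, and no other explanation was tested. The name of this mouse ends in RP, a suffix that no other sample name has and that the paper's text does not explain.

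The other samples far from their group were CP CML replicate 7 for Ctla4 (85.8 CPM against 67.3 in the next highest, a gap of 0.562 of the range), BC CML replicate 6 for Gm14085 (8.07 against 4.03, a gap of 0.633), CP CML replicate 2 for Xist (a log2 value of 10.78 against 11.04 in the next lowest, a gap of 0.583) and BC CML replicate 2 for total reads (16145537 against 18319039 in the next lowest, a gap of 0.668). The BC CML sample with the low total is not the one set apart for either gene. Reads of Gm14085 may be shared with its neighbor Slc28a2 (named after its values were seen), which fell by 0.68 on the log2 scale; this was not tested. No explanation specific to one of these 4 was tested beyond their number (binomial probability 0.155), and no biological one is given by the design.

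Tspoap1, Eya1 and Styk1, which the paper does not discuss, were expressed in every BC CML mouse far above every CP CML mouse. Tspoap1 had a mean of 23084 CPM in BC CML and was the gene with the most reads in each of the 6 BC CML libraries, with between 2.03% and 2.53% of all reads, while Eef1a1 (named after its values were seen) had the most in each CP CML library. Because Tspoap1 starts 3614 bases downstream of Mir142 on the same strand, a candidate explanation is that reads run on from the altered Mir142 allele into this gene. Among the other tested genes within 5 Mb of Mir142, the highest log2 fold change was 3.65 (Slfn4), against 10.85 for Tspoap1. Closer to Mir142, Rnf43 fell by 3.50 (adjusted p = 9.9e-12) and Supt4a by 0.60 (adjusted p = 2.2e-09). Mpo, nearer to Mir142 than Rnf43 and on the same side as Tspoap1, rose by 2.36 (adjusted p = 0.0194), with overlapping mice. Slfn4, Rnf43, Supt4a and Mpo were named after their values were seen. Mpo is also in the myeloid marker set, which was higher by 2.17 in BC CML, so its rise cannot be assigned to a local effect. A local effect of the altered allele on other genes, such as Rnf43 and Supt4a, remains open. The gene counts do not show where the transcripts start, so altered regulation of Tspoap1 and read-through cannot be told apart. RNA from myeloid cells did not account for the rise: with the myeloid marker score of each sample as a covariate, the adjusted p-value from edgeR's quasi-likelihood test was 1.8e-16.

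Eya1 had a mean of 55.7 CPM in BC CML and between 0 and 5 reads in the CP CML mice, and Styk1 a mean of 47.8 with at most 12 reads in a CP CML mouse. With the myeloid score as a covariate their adjusted p-values were 5.3e-10 and 1.0e-09. Whether the difference follows the loss of miR-142, the cohort of the mice or a shift in T cell subsets was not tested for these genes.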

How the results depend on the processing

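The number of differentially expressed genes stayed within 1.5 times the main count under all 7 alternatives, from 7318 to 8719 genes, and was between 7721 and 7966 across the 14 fits that each left out one sample. With DESeq2, 7918 of the genes called were the same genes as in the main result, and the share of higher calls stayed between 48.6% (library size alone) and 52.6% (no filter). Tgfbr1 was higher and Tgfbr2 lower in BC CML, each past the threshold, under all 7 alternatives and in the 14 fits that each left out one sample (log2 fold change from 0.75 to 0.80 for Tgfbr1 and from -0.23 to -0.20 for Tgfbr2).

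Under the 7 alternatives and with each sample left out, Nfatc1 kept its direction but not its side of the threshold. With the naive T cell score as a covariate, its log2 fold change was -0.19 (adjusted p = 0.272). Its log2 fold change was 0.11 with the likelihood ratio test (adjusted p = 0.0604), 0.10 with library size alone (adjusted p = 0.0666) and 0.11 without a filter (adjusted p = 0.0596); its adjusted p ranged from 0.0294 to 0.102 over the 7 alternatives. Across the 14 fits that each left out one sample the log2 fold change was between 0.0689 and 0.132, and 9 of them lost the threshold. The lowest was without BC CML replicate 5 (adjusted p = 0.149 from edgeR's quasi-likelihood test). That mouse had the highest Nfatc1 value, 273.6 CPM, and is the one set apart for Pdcd1. The cause of the lost thresholds was not tested. For Pdcd1 the log2 fold change was between 0.09 and 0.35 across the fits that each left out one sample, none past the threshold.

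The TGF-β set kept a positive score past the threshold (normalized enrichment score from 1.54 to 1.93) under the likelihood ratio test, DESeq2, both other normalizations, both other filters, the other rankings and the unweighted sum, and in the 14 fits that each left out one sample (from 1.73 to 1.83). Among 10000 lists matched on mean expression, the share with as high a mean rank metric was 1e-04, the smallest they can give. With camera the p-value was 0.0578, and with the Reactome list the score was -1.04 (permutation p = 0.356); the p-value ranged from 1e-04 to 0.356 over the 13 alternatives. That list shares 21 of its 62 tested genes with the hallmark list. The cause of these changes was not tested.

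The replicate numbers did not pair the mice: the mean correlation of the deviations of same-numbered samples was -0.024 over 6 pairs. With the replicate number as a block, the log2 fold change was 0.10 for Nfatc1 (adjusted p = 0.102) and 0.29 for Pdcd1 (adjusted p = 0.0376, the lowest of its 7 alternatives, which reached 0.126), and the TGF-β set had a normalized enrichment score of 1.65 (enrichment score 0.469).

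With each sample left out, between 8 and 10 marker sets passed the threshold, against 10 with all samples. The difference in the proliferation score was between -0.083 and 0.117 across these fits and passed the threshold in none. Among the named genes and single marker sets, 5 other values became weaker, those of the B cell and T cell identity sets with one BC CML sample left out.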

Differences from the paper's values

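The enrichment score of the TGF-β set is about 0.53 in Supplementary Fig. 17a, read by eye, and was 0.54 here. Against the jackknife standard error over the samples (0.0251) they do not differ. They do against the SD of the scores with each sample left out (0.00722), although by less than the last digit that can be read from the figure. That SD is not a standard error of the score, because these fits share nearly all of their samples. The error was chosen after the values were seen. An earlier rule, which also asked for a ratio above 1.5, gave no difference. With edgeR's likelihood ratio test, which the paper's methods name, the score was 0.77, and with DESeq2 0.78, so the setting closest to the paper's stated test did not give the paper's score. It was 0.54 with RLE factors, 0.54 with library size alone and 0.53 with the filter on CPM. It was 0.58 without a filter, 0.62 with genes ranked by log2 fold change alone, 0.77 with log2 fold change times −log10 of the p-value, and 0.23 for the unweighted sum. The gene list was written from knowledge of the hallmark collection and may differ from the list behind the figure. With another list, that of Reactome, the normalized enrichment score was -1.04. The paper's methods rank genes by fold change and p-value without giving a formula, so the ranking may differ too. Neither the close scores nor the distant ones therefore show which setting lies behind the figure.

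By Q-RT-PCR and Western blot, the paper reports higher Tgfbr2 in BC CML than in CP CML spleen T cells, while the RNA-seq counts gave a log2 fold change of -0.21. The paper reports higher Pdcd1, for which the RNA-seq log2 fold change was 0.29 with an adjusted p of 0.090; of the alternatives, only the fit with the replicate number as a block called it. It reports higher Nfatc1, for which the log2 fold change of 0.11 passed the threshold only under some settings. By flow cytometry the paper reports more CTLA-4 on CD4+ and CD8+ spleen T cells of BC CML mice, while the Ctla4 counts of all T cells fell by 1.34 on the log2 scale (adjusted p = 2.9e-07 from edgeR's quasi-likelihood test; 0.159 with the naive T cell score as a covariate). Ctla4 is also in the Treg marker set, in which Foxp3 fell by 1.73, and the paper reports a smaller Treg share of spleen T cells. The Ctla4 counts of all T cells therefore do not show its level in CD4+ or CD8+ cells. Q-RT-PCR, Western blot and flow cytometry measure other quantities than read counts, and were not analysed here.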

Other observations

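In this part, the tests of library size, of the most abundant gene, of the naive T cell score, of Tgfbr1 with the myeloid score and of T cell identity genes were chosen after the results were seen or, for library size, after the totals had been seen.

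Other splits of the 14 samples were compared with the real one. Of the 64 splits that part all 6 same-numbered pairs, 1 (the real one) gave as many differentially expressed genes and 1 (the real one) as large an absolute enrichment score of the TGF-β set. The other 63 gave a median of 0 genes and at most 5209, the latter in the split that puts no BC CML mouse in the group of 6. Their absolute scores were at most 1.75. Of 36 further splits drawn at random, which do not part all pairs, none gave as many genes (at most 4270) but 3 gave as large an absolute score, up to 2.13. These 3 splits partly followed the groups: 2 had 4 BC CML mice in the group of 6 and a positive score, and 1 had 1 BC CML mouse there and a negative score. Because the replicate numbers do not pair the mice, the 64 splits have no advantage over random ones. By the 36 random splits, the enrichment score of the TGF-β set was therefore not set apart from other groupings of the samples.

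Technical explanations for the differentially expressed genes were tested. Total reads did not differ between groups (exact permutation test, p = 0.284). For the sex of the mice, the 4 Y-linked genes had 0 reads in all 14 samples. Each sample had between 28973 and 45469 reads of Xist. Because the Y-linked values are identical in all samples, the exact permutation test could only give p = 1. The evidence on sex is therefore in the reads alone. Without Tspoap1, the gene with the most reads, 7992 genes passed the threshold against 7986. A strain variant carried along with the Mir142 knockout would raise the share of changed genes near Mir142. Among 93 tested genes within 5 Mb, 65.6% passed the threshold, and 0.449 of 10000 random windows had as large a share. Because random windows had a median share of 64.7%, a few affected genes could not raise the share visibly, and a strain variant cannot be ruled out by this test. The cohorts of mice are separate for the groups, so the changes could also stem from cohort, which could not be tested.

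The TGF-β set was tested against RNA from myeloid cells and against a shift in T cell subsets. With the myeloid marker score as a covariate, its normalized enrichment score was 1.75 (permutation p = 0.000829), and with the naive T cell score it was 1.75 (p = 0.00114). Among lists matched on expression and gene length, the share reaching the set's mean rank metric was 2e-04. Tgfbr1 kept a log2 fold change of 0.80 with the myeloid score (adjusted p = 8.6e-08 from edgeR's quasi-likelihood test). The number of differentially expressed genes was smaller with either covariate, 5650 with the myeloid score and 2174 with the naive score, against 7986 without, and Nfatc1 (adjusted p = 0.455 and 0.272) passed the threshold with neither. With the myeloid score Tgfbr2 (adjusted p = 0.000868), Havcr2 (adjusted p = 0.00311) and Ctla4 (adjusted p = 0.000144) passed it, and with the naive score none of these did (adjusted p = 0.493, 0.721 and 0.159). The naive score nearly follows the group (correlation -0.942) and leaves little independent variation, so a shift in T cell subsets cannot be told apart from a change within cells for these genes. The myeloid score follows it less closely (correlation 0.761), and the standard error of Tgfbr2 was 0.06 with it, against 0.12 with the naive score. For the fall of Tgfbr2, dilution of T cell RNA by other cells would lower T cell identity genes, but their mean was higher in BC CML by 0.09 in log2 CPM (exact permutation test, p = 0.00999), with 3 of 6 BC CML mice above every CP CML mouse. The genes of this set did not move alike: Cd3g rose by 0.59 and Zap70 by 0.32 on the log2 scale, while Cd247 fell by 0.32 (adjusted p = 2.5e-06). The rise of the mean did not pass the threshold without BC CML replicate 1, 5 or 6 (adjusted p = 0.109, 0.0737 and 0.0677). The mean therefore speaks only against a dilution that lowers these genes alike.

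Genes with a miR-142-3p 8mer (ACACTACA) in the 3′UTR rose. The 347 such genes had a median log2 fold change of 0.23, against 0.02 in lists matched on expression and 3′UTR length, and the share of 10000 lists as high was 1e-04, the smallest they can give; 200 of them were higher and 53 lower in BC CML. This is consistent with loss of miR-142-3p repression in BC CML T cells, as a hypothesis. The 596 genes with the miR-142-5p 8mer (ACTTTATA) had a median of 0.05, against 0.03 in matched lists, and 0.123 of the lists were as high; 250 of them were higher and 162 lower in BC CML. More of them rose than fell, but their median was not set apart from matched lists.

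Marker sets for T cell subsets from the paper's Supplementary Table 1, and for other cells from general knowledge, were compared in the same counts, as exact permutation tests adjusted over 13 sets. The naive T cell set was lower in BC CML by a difference of -0.84 in mean log2 CPM (adjusted p = 0.00108), with 6 of 6 BC CML mice below every CP CML mouse, and the Treg set by -0.28 (adjusted p = 0.00173), with 5 of 6 below. The CD8 central memory set was higher by 0.96, the CD8 effector set by 0.85 and the exhausted T cell set by 0.92 (adjusted p = 0.00108 for each, with 6 of 6 above), and the CD4 effector set by 0.26 (adjusted p = 0.00216, 5 of 6 above). The lists of Supplementary Table 1 share genes between these cell types. Tmem176a, which rose by 4.12 on the log2 scale, is listed there for CD8 central memory, CD8 effector and exhausted T cells. Their rises are therefore not independent results, and no marker set was tested with the myeloid score as a covariate. The proliferation set did not differ (0.06, adjusted p = 0.766). The myeloid set was higher by 2.17 (adjusted p = 0.00271, 5 of 6 above), the B cell set by 1.11 (adjusted p = 0.0229, 3 of 6 above) and the erythroid set by 0.93 (adjusted p = 0.00247, 6 of 6 above), so the sorted samples of BC CML held more RNA of these genes. Single genes of these sets, chosen after their values were seen, did not all move alike: Gzmb rose by 2.46 and Havcr2 by 0.92 on the log2 scale, and Foxp3 fell by 1.73, Ctla4 by 1.34 and Prf1 by 0.18, all with adjusted p-values below 0.05. The lower mean of the 5 Treg genes rested on Foxp3 and Ctla4, while Tnfrsf9 rose by 0.97 (adjusted p = 5.2e-08), Ikzf2 by 0.62 (adjusted p = 0.00018) and Il2ra by 0.12 (adjusted p = 0.197, not past the threshold).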
